# Multi-omics characterization of autophagy-related molecular features for therapeutic targeting of autophagy

**DOI:** 10.1038/s41467-022-33946-x

**Published:** 2022-10-26

**Authors:** Mei Luo, Lin Ye, Ruimin Chang, Youqiong Ye, Zhao Zhang, Chunjie Liu, Shengli Li, Ying Jing, Hang Ruan, Guanxiong Zhang, Yi He, Yaoming Liu, Yu Xue, Xiang Chen, An-Yuan Guo, Hong Liu, Leng Han

**Keywords:** Data mining, Cancer genomics, Autophagy, Cancer therapeutic resistance

## Abstract

Autophagy is a major contributor to anti-cancer therapy resistance. Many efforts have been made to understand and overcome autophagy-mediated therapy resistance, but these efforts have been unsuccessful in clinical applications. In this study, we establish an autophagy signature to estimate tumor autophagy status. We then classify approximately 10,000 tumor samples across 33 cancer types from The Cancer Genome Atlas into autophagy score-high and autophagy score-low groups. We characterize the associations between multi-dimensional molecular features and tumor autophagy, and further analyse the effects of autophagy status on drug response. In contrast to the conventional view that the induction of autophagy serves as a key resistance mechanism during cancer therapy, our analysis reveals that autophagy induction may also sensitize cancer cells to anti-cancer drugs. We further experimentally validate this phenomenon for several anti-cancer drugs in vitro and in vivo, and reveal that autophagy inducers potentially sensitizes tumor cells to etoposide through downregulating the expression level of *DDIT4*. Our study provides a comprehensive landscape of molecular alterations associated with tumor autophagy and highlights an opportunity to leverage multi-omics analysis to utilize multiple drug sensitivity induced by autophagy.

## Abstract (web summary)

Autophagy has been typically associated with resistance to cancer therapy, and autophagy inhibitors have been explored in cancer. Here, the authors investigate autophagy signatures and their association with drug response in cancer, and find that autophagy induction can actually sensitise cancer cells to therapy.

## Introduction

Autophagy, also known as macroautophagy, is an evolutionarily conserved lysosomal degradation catabolic process, by which cells maintain cellular homeostasis via recycling nutrients from damaged organelles and proteins^1,2^. Autophagy, as a crosstalk of multiple biological processes, can affect cancers through multiple layers of molecular alterations, from genomics to transcriptomics and proteomics. For example, monoallelic deletion of the autophagy regulator *BECN1* contributes to tumorigenesis in many cancers, such as breast, prostate, and lung carcinomas^3,4^. Overexpression of *BECN1* suppresses cell proliferation in synovial sarcoma cells^5^. Downregulated expression of autophagy-related gene 5 (*ATG5*) promotes the carcinogenesis of early-stage cutaneous melanoma^6^. Proteomics analysis has shown that inhibition of both APE1 and autophagy can overcome resistance to cisplatin in the lung adenocarcinoma cell line A549 by enhancing apoptosis^7^. Moreover, a multi-dimensional molecular regulatory network constructed by miRNAs and transcription factors (TFs) plays a crucial role in the autophagy process. The miRNA-181a targets *ATG5* to regulate starvation- and rapamycin-induced autophagy^8^, and miRNA-30a inhibits autophagy and sensitizes tumor cells to imatinib by downregulating *BECN1* expression in gastrointestinal stromal tumors^9^. Massive studies have demonstrated that FOXO members of TFs contribute to promoting the expression of genes involved in autophagy^10^. FOXO1, a member of FOXO TFs, can induce autophagic flux by interacting with ATG7, leading to increased apoptosis in tumors^11^. FOXO3 activation modulates multiple steps to promote autophagic flux, including increasing WIPI puncta formation and inducing ULK2 and LC3 colocalization^12^. FOXO3 can inhibit FOXO1 to negatively regulate autophagy in cancer cells^13^. These studies suggest a complicated interplay involved in the autophagy process. However, there is currently a comprehensive multi-omics analysis to elaborate on autophagy-related molecular alterations in cancer yet.

Recent studies have demonstrated robustness in estimating autophagy through LC3-based assays, SQSTM1/p62-based assays, and direct observation of autophagy-related structures and fate by electron microscopy^14^. However, none of these approaches are currently feasible under human physiological and pathological conditions. Despite a large number of autophagy-related genes that have been identified and collected in several databases, including MSigDB^15^, Autophagy Database^16^, THANATOS^17^, HADB^18^, HAMDB^19^, and ncRDeathDB^20^, there is no gene signature applied to cancer samples to estimate the autophagy status. In this study, we utilize single-sample gene set enrichment analysis (ssGSEA)^21^, a widely used method^22–25^, to estimate autophagy status in a large number of cancer samples, followed by a comprehensive analysis to understand molecular alterations in autophagy.

Furthermore, many studies have shown that autophagy serves as a key resistance mechanism to anticancer therapy, and that autophagy inhibition can improve drug sensitivity^26^. For example, tioconazole, targeting *ATG4*, can inhibit autophagy to enhance chemotherapeutic cytotoxicity in multiple cancer cell lines^27^. In vivo evidence has further demonstrated that autophagy inhibitors inhibit the growth of established tumors and improve the response to cancer therapy^1^. Based on this promising evidence, dozens of clinical trials involving autophagy inhibitors are ongoing, e.g., chloroquine or hydroxychloroquine, in combination with other drugs, such as the mTOR inhibitor temsirolimus^28^, the proteasome inhibitor bortezomib^29^, and the histone deacetylase inhibitor vorinostat^30^. The combination of the autophagy inhibitor pantoprazole with docetaxel has also been investigated in metastatic castration‐resistant prostate cancer^31^. Most efforts focus on inhibiting autophagy to promote the efficacy of cancer therapy.

In this work, we estimate the tumor autophagy status for ~10,000 tumor samples across 33 cancer types from TCGA. We further characterize the associations between multi-dimensional molecular features and tumor autophagy, and demonstrate the effects of autophagy status on drug response. Through this comprehensive landscape of molecular alterations associated with tumor autophagy, our study provides biological insight into the therapeutic targeting of autophagy

## Results

### Identification of a gene signature to estimate autophagy status across cancer samples

To estimate the autophagy status, we first collected autophagy-related genes from six databases (MSigDB, HADB, HAMDB, ncRDeathDB, THANATOS, and Autophagy)^15–20^, and also collected six independent datasets with known autophagy status (GSE107600, GSE117189, GSE129204, GSE106175, GSE90444, and GSE31397). We then used the ssGSEA^21^ algorithm to calculate the autophagy scores based on autophagy-related genes in each database throughout all six independent datasets. The ssGSEA scores based on autophagy-related genes from 4 databases (MSigDB, HADB, HAMDB, and ncRDeathDB) can accurately distinguish the cell lines in autophagy-high status vs. autophagy-low status in at least 4 independent datasets (marked in red in Fig. 1a). We integrated rigorous autophagy gene sets, using genes (*n* = 37) overlapping in all four databases in this study (Fig. 1b, Supplementary Data 1). Thirty-two out of 37 genes are directly involved in the key steps of autophagy. For example, they are involved in the initiation (e.g., *ULK1*, *ULK2*, *ATG13*, *RB1CC1*, also known as *FIP200*), nucleation (e.g., *PIK3C3*, also known as *VPS34*, *BCL2*, *UVRAG*, and *ATG14*), elongation (e.g., *ATG3*, *ATG5*, *ATG7*, *ATG12*, *ATG16L1*, *GABARAPL1*, *MAP1LC3A*, and *MAP1LC3B*), cargo loading (e.g., *SQSTM1* and *CALCOCO2*), and fusion of AV and lysosomes (e.g., *LAMP1*; Supplementary Data 1)^1,16,32,33^. Notably, the 37-gene set was further consistently confirmed in 6 public datasets, including 5 different cancer types for which samples with high autophagy levels showed significantly higher autophagy scores than samples with low autophagy levels (Fig. 1c). Moreover, the autophagy score calculated for approximately 10,000 tumor samples across 33 cancers from The Cancer Genome Atlas (TCGA) based on this 37-gene signature is highly consistent with the score based on those genes from MSigDB, HADB, HAMDB, and ncRDeathDB (Fig. 1d), suggesting the robustness of the 37-gene signature to define autophagy status across cancer samples.

**Fig. 1:**
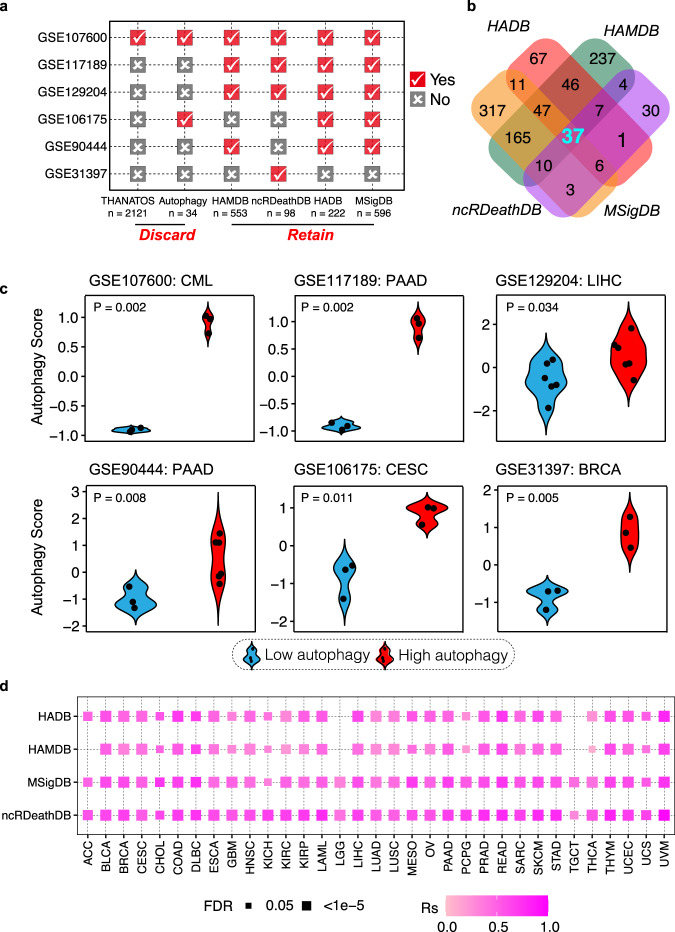
Identification of a gene signature to estimate autophagy status across cancer samples. **a** Autophagy status was evaluated by autophagy scores based on gene lists from 6 databases in the 6 public datasets. ‘Yes’ (check mark) indicates a gene list validated for autophagy status; ‘No’ (x) indicates a gene list invalidated. **b** Venn diagram of autophagy-related gene lists from the 4 better-performing databases. **c** Autophagy scores of 6 datasets based on 37-gene set signature in the autophagy score-high group (red) and autophagy score-low group (blue). Two-sided student’s *t* test was used to assess the difference; *P* < 0.05. **d** Correlations between autophagy scores based on the 37-gene set and gene sets from MSigDB, HADB, HAMDB, and ncRDeathDB among TCGA tumor samples. Color intensity indicates Spearman correlation coefficient (Rs); rectangle size indicates FDR for Spearman correlation; FDR < 0.05; the absence of the rectangle means non-significance (FDR > 0.05). The Benjamini & Hochberg method was used for multiple hypothesis testing. Abbreviations: ACC Adrenocortical carcinoma, BLCA Bladder Urothelial Carcinoma, BRCA Breast invasive carcinoma, CESC Cervical squamous cell carcinoma and endocervical adenocarcinoma, CHOL Cholangiocarcinoma, COAD Colon adenocarcinoma, DLBC Lymphoid neoplasm diffuse large B-cell lymphoma, ESCA Esophageal carcinoma, GBM Glioblastoma, HNSC Head and Neck squamous cell carcinoma, KICH Kidney chromophobe, KIRC Kidney renal clear cell carcinoma, KIRP Kidney renal papillary cell carcinoma, LAML Acute Myeloid Leukemia, LGG Brain lower grade glioma, LIHC Liver hepatocellular carcinoma, LUAD Lung adenocarcinoma, LUSC Lung squamous cell carcinoma, MESO Mesothelioma, OV Ovarian serous cystadenocarcinoma, PAAD Pancreatic adenocarcinoma, PCPG Pheochromocytoma and paraganglioma, PRAD Prostate adenocarcinoma, READ Rectum adenocarcinoma, SARC Sarcoma, SKCM Skin Cutaneous Melanoma, STAD Stomach adenocarcinoma, THCA Thyroid carcinoma, TGCT Testicular germ cell tumors, THYM Thymoma, UCEC Uterine Corpus Endometrial Carcinoma, UCS Uterine carcinosarcoma, UVM Uveal melanoma, CML Chronic myelogenous leukemia.

### Global landscape of multi-omics autophagy-associated alterations across multiple cancer types

To understand the global pattern of molecular alterations associated with the autophagy process, we classified these samples from TCGA into autophagy score-high, score-intermediate, and score-low groups using the distribution of score tertiles. In total, 24 cancer types with more than 30 samples in the autophagy score-high group and autophagy score-low group were used for subsequent analysis. To identify the molecular alterations associated with autophagy, we applied the propensity score matching (PSM) algorithm^22,34–38^, which has been widely used in previous studies, to minimize the effects of clinical confounders (e.g., sex, age at initial pathologic diagnosis, tumor purity, pathologic stage, and histological type; Supplementary Fig. 1). We summarize the overall analysis in Fig. 2a.

**Fig. 2:**
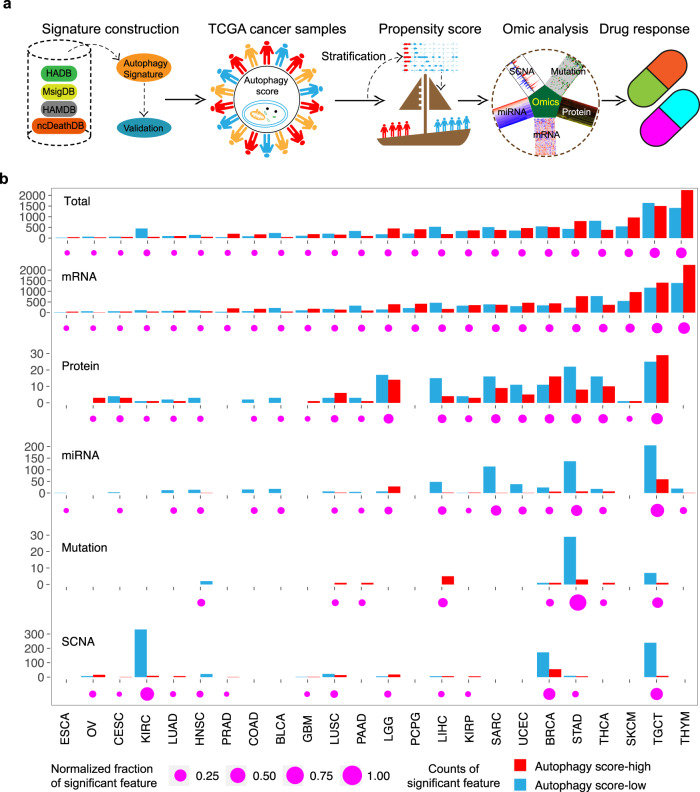
Overview of five molecular features across cancer types. **a** Integrated analysis of multi-omics and drug response across different cancer types. **b** Number of each altered molecular feature (mRNA, miRNA, mutation, protein, and SCNA) and total altered molecular features in autophagy score-high (red) and autophagy score-low (blue) groups from TCGA tumor samples. The Magenta point denotes the percentage of significant features over the total features in each cancer. SCNA, somatic copy number alterations.

In this study, we tested 5 different molecular features including 20,288 mRNAs, 218 proteins, 2435 miRNAs, 3785 mutations, and 450 somatic copy number alterations (SCNAs) in 24 cancer types (Fig. 2a). We identified significant numbers of molecular alterations associated with autophagy status (Fig. 2b) and the alterations significantly varied across different cancer types. For example, mRNA expression showed the largest number of variations (8531 mRNA variations), ranging from 58 genes in esophageal carcinoma to 3632 genes in thymoma (THYM; Fig. 2b). In contrast, somatic variation showed minimum variation, with only 51 mutations in eight cancer types, ranging from 1 mutation in lung squamous cell carcinoma (LUSC) to 32 mutations in stomach adenocarcinoma (STAD). The frequency of each molecular feature in different molecular profiles varied greatly across cancers. For example, several cancer types, including THYM, testicular germ cell tumor (TGCT), and skin cutaneous melanoma (SKCM), showed a larger number of variations between the autophagy score-high and autophagy score-low groups (Fig. 2b).

### Associations between autophagy and mRNA/protein expression and signaling pathways

To investigate the associations between autophagy and mRNA expression, we focused on the significantly altered mRNAs across 24 cancers. These altered genes were enriched in 16 pathways from the Kyoto Encyclopedia of Genes and Genomes (KEGG), which were enriched with more than 10 genes in at least two cancer types (*p* value <0.05; Fig. 3a, Supplementary Data 2). These pathways include some autophagy-related pathways, such as the PI3K-AKT signaling pathway, MAPK signaling pathway, and Phagosome (Supplementary Data 2), which are frequently reported to modulate the autophagy process in multiple cancers^39,40^.

**Fig. 3:**
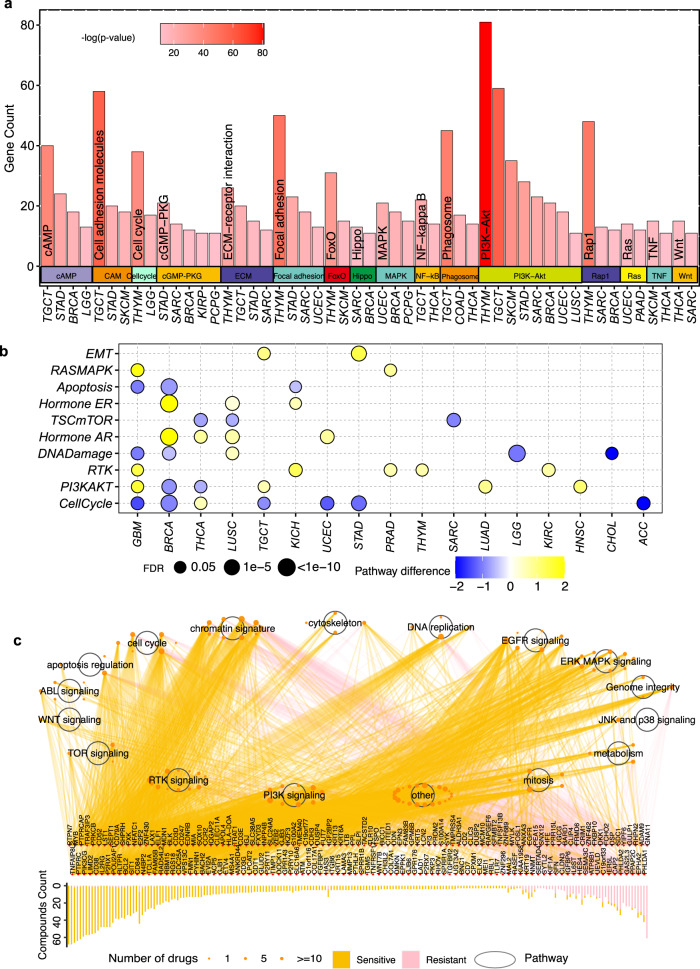
Associations between autophagy and mRNA/ protein expression and signaling pathways. **a** Enriched pathways with gene counts >10 in at least two cancers by significantly altered mRNAs in the comparison of the autophagy score-high group vs. the autophagy score-low group. Barplot indicates the enriched genes; barplot color intensity indicates the significance of the enriched pathways. Enrichment of pathways was evaluated with “clusterProfile” package. **b** Altered signaling pathways based on functional proteomics data of reverse-phase protein arrays in the autophagy score-high group vs. the autophagy score-low group for multiple cancers. Color indicates the difference in pathway score; point size indicates FDR for pathway score. **c** Spearman correlation between mRNA expression levels of autophagy-associated genes in different signaling pathways and area under the curve across 1074 cancer cell lines. Barplot denotes the number of drugs targeting each gene; the orange point shows the drug’s targeted pathway; the point size indicates the number of genes correlated with drug sensitivity (|*R*s| >0.3, FDR < 0.05).

Functional proteomics data of reverse-phase protein arrays cover key cancer-related total and phosphorylated proteins^22,37^. To further understand the potential effects of autophagy on protein expression, we compared the pathway scores between the autophagy score-high group and the autophagy score-low group based on protein expression in 10 cancer signaling pathways, which are defined based on the reverse-phase protein array from TCGA^41–44^. Notably, we found that the mTOR pathway was significantly enriched in the autophagy score-low group in three cancers (LUSC: false discovery rate [FDR] = 0.032; SARC: FDR = 0.004, thyroid carcinoma (THCA): FDR = 0.009; Fig. 3b), which was consistent with previous observations that the mTOR pathway inhibits autophagy^1^. Moreover, we found that the RAS-MAPK pathway, as the activator of autophagy, was enriched in the autophagy score-high group in two cancers (glioblastoma multiforme: FDR = 0.017; PRAD: FDR = 0.041; Fig. 3b). The enrichment of epithelial-mesenchymal transition (EMT) in the autophagy score-high group of STAD and TGTC suggests associations between autophagy and EMT (Fig. 3b)^45^.

To further explore the association between biological pathways and drug response, we calculated the correlations between the mRNA expression of genes in multiple cancer-related pathways and the area under the dose–response curve (AUC) of 252 anticancer drugs in Genomics of Drug Sensitivity in Cancer (GDSC)^46^ across cancer cell lines. We found that 197 differentially expressed autophagy-associated genes in 16 cancer signaling pathways are highly associated with the drug response to 119 anticancer drugs in at least three cancer types (|*R*s|> 0.3, FDR < 0.05), and the majority of genes (91.1%; *n* = 180) are associated with the sensitization of anticancer drugs (Fig. 3c). These pathways include some autophagy-associated pathways, such as the PI3K-AKT signaling pathway, MAPK signaling pathway, and mTOR signaling pathway (Fig. 3c). For example, the PI3K signaling pathway, which has been reported to be an inhibitor of the chemosensitivity^47^, was significantly varied in both mRNA and protein profiling. We found that 79 genes in the PI3K signaling pathway are associated with the sensitization of 11 anticancer drugs (*R*s < −0.3, FDR < 0.05; Supplementary Fig. 2a), and 34 genes in the PI3K signaling pathway are associated with the resistance of nine anticancer drugs (*R*s > 0.3, FDR < 0.05; Supplementary Fig. 2a). Regulation of MAPK signaling pathway enhances the drug sensitivity of cancer cells in multiple cancer types^48,49^. We found that 36 genes in the MAPK signaling pathway are associated with the sensitization of 11 anticancer drugs (*R*s < −0.3, FDR < 0.05; Supplementary Fig. 2b), and four genes in the MAPK signaling pathway are associated with the resistance of nine anticancer drugs (*R*s > 0.3, FDR < 0.05; Supplementary Fig. 2b). Previous studies have also indicated that regulating the mTOR signaling pathway can sensitize cancer cells to anticancer drugs^50,51^. We found that 26 genes in the mTOR signaling pathway are associated with the sensitization of two anticancer drugs (*R*s < −0.3, FDR < 0.05; Supplementary Fig. 2c), and 10 genes in the mTOR signaling pathway are associated with the resistance of nine anticancer drugs (*R*s > 0.3, FDR < 0.05; Supplementary Fig. 2c). These results provide a comprehensive view for exploring therapeutic strategies via targeting genes in signaling pathways.

### Regulatory network among autophagy-related miRNAs, target genes, and TFs

To further understand the regulatory network in autophagy, we identified 36 autophagy-related miRNAs in at least four cancers and constructed a miRNA-target regulatory network to explore the effects of miRNAs on autophagy. We identified 4062 edges between 36 miRNAs and 1994 genes with significant expression alterations in at least three cancers (Fig. 4a). These genes targeted by miRNAs were enriched in multiple autophagy-related pathways, including the PI3K-AKT and MAPK signaling pathways (Fig. 4a, FDR < 0.05; Supplementary Fig. 3a, Supplementary Data 3). For example, in the PI3K-AKT signaling pathway, miR-106a, miR-17-5p, and miR-93-5p have lower expression in the autophagy score-high group in at least four cancers (Fig. 4a; Supplementary Fig. 3b). Previous studies have shown that miR-106a, miR-17-5p, and miR-93-5p, as members of the miR-17 family, can inhibit autophagy by targeting autophagy-related genes^52–54^. These varied miRNAs and interactions provide crucial insights into the regulatory mechanisms of autophagy involved in cancer.

**Fig. 4:**
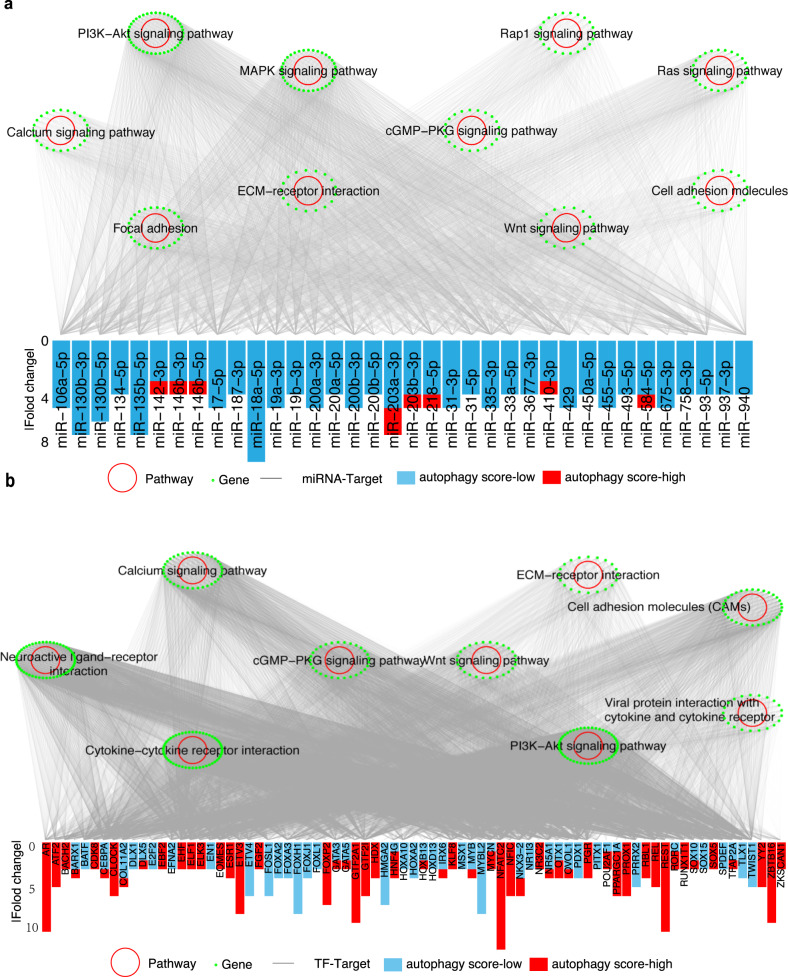
miRNA-target and TF-target regulatory networks in autophagy. **a** Significant KEGG pathways enriched by mRNAs in the miRNA-target regulatory network. Green dots: genes; red circles: enriched KEGG pathways with FDR < 0.05; barplot denotes the number of cancer types with altered miRNAs. Y-axis denotes |fold change|. **b** Significant KEGG pathways enriched by mRNAs in the TF-target regulatory network. Green points: genes; red circle: enriched KEGG pathways with FDR < 0.05; barplot denotes the number of cancer types with altered TFs. The *y* axis denotes |fold change|.

TFs are crucial regulators of gene expression. We found that 94 TFs were significantly altered in at least nine cancers, and this TFs targeted 1759 significantly varied mRNAs (Fig. 4b). The mRNAs targeted by TFs were enriched in 9 signaling pathways, including the autophagy-related PI3K-AKT signaling pathway (Fig. 4b, Supplementary Fig. 3c; Supplementary Data 4). The genes of the PI3K-AKT signaling pathway were targeted by 66 TFs, which included FOXA3, FOXJ1, FOXL1, and FOXH1 (Supplementary Fig. 3c). These TFs, as members of the forkhead TF (FOX) family, were significantly downregulated in the autophagy score-high group of multiple cancer types (Fig. 4b), which is consistent with previous knowledge that knockdown of *FOXA3* enhances the autophagy process^55^. Interestingly, we also observed alterations in several other FOX family members under autophagy status. For example, *FOXP2* was upregulated in the autophagy score-high group of 7 cancer types (Fig. 4b), and the nonsense mutant of FOXP1, as the same subclass of FOXP2, can induce autophagy^56^. *FOXA2* was downregulated in the autophagy score-high group of 4 cancer types, and *FOXA2* was regulated by autophagy activity in ovarian cancer stem cells^57^. Taken together, our results suggest that TFs play a significant regulatory role in autophagy, which provides biological insights for further investigations.

### Association between autophagy and somatic copy number alterations

SCNAs can affect the expression level of genes in multiple processes of autophagy across various cancer types. For example, 5q copy number gain leads to the overexpression of *SQSTM1*, an autophagy cargo, in kidney cancer^58^. Copy number amplification at 2q37 leads to elevated expression levels of *ATG16L1*, a key component of a large autophagy-related protein complex in prostate cancer^59^. To explore the roles of SCNAs across multiple cancers, we evaluated and identified 82 SCNAs significantly altered in 14 cancer types (Fig. 5a), ranging from 1 SCNA in prostate adenocarcinoma (PRAD) to 33 SCNAs in BRCA. These regions covered 850 genes, ranging from 1 gene in PRAD to 341 genes in kidney renal clear cell carcinoma (KIRC; Fig. 2b). For example, we identified a total of 69 deletions in 13 cancer types (Fig. 5a), with coverage of 588 genes in these regions. We identified only 36 amplifications in 10 cancer types (Fig. 5a), with 267 genes located in these regions.

**Fig. 5:**
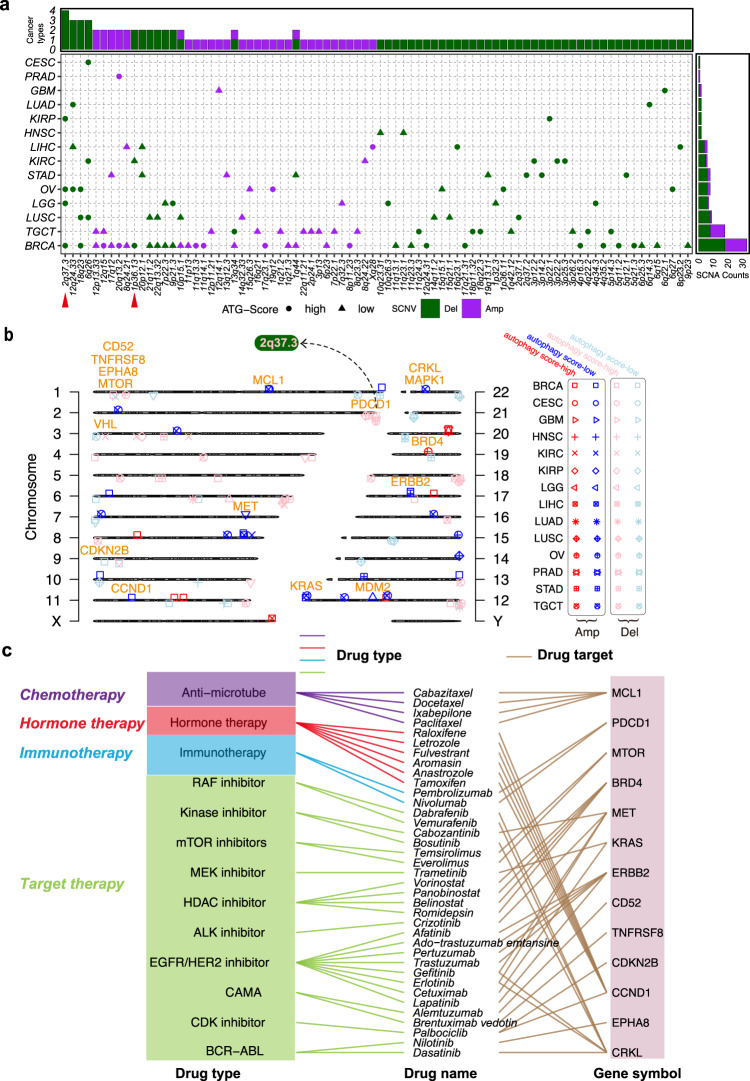
Association between SCNAs and autophagy across multiple cancers. **a** Summary characteristics of SCNAs across multiple cancers. The upper bar denotes the number of cancer types with amplifications (purple) or deletions (dark green); the right bar denotes the number of amplifications (purple) or deletions (dark green) in each cancer. Circles indicate the autophagy score-high; triangles indicate the autophagy score-low. **b** Chromosome plot displays locations of autophagy-associated SCNAs with significant alterations or harbored genes in the autophagy score-high group vs. the autophagy score-low group. Red indicates amplification; blue indicates deletion in the autophagy score-high group. Pink indicates amplification; light blue indicates deletion in the autophagy score-low group. The orange label shows CAGs. **c** FDA-approved drugs targeting CAGs in autophagy-associated SCNAs.

Furthermore, 16 clinically actionable genes were harbored in these altered SCNAs (Fig. 5b), and they were targeted by 37 anticancer drugs of four categories, including target therapy and immunotherapy (Fig. 5c). For example, 2q37.3 deletion is the most frequent SCNA in the autophagy score-high group of four cancers (OV, BRCA, LGG, and KIRP; Fig. 5a). The programmed cell death protein 1 (*PDCD1*), as the target of pembrolizumab and nivolumab for cancer immunotherapy^60^, is located in the 2q37.3 region in BRCA and LGG (Fig. 5b). *MTOR*, as one of the most well-known components targeting the autophagy process in drug development, is located in the 1p36.13 deletion region in autophagy score-high samples of KIRC and BRCA (Fig. 5b). Notably, *MTOR* was targeted by the mTOR inhibitors temsirolimus and everolimus (RAD001; Fig. 5c), which have been reported in multiple studies as promising drugs to improve the sensitivity of combination therapy by mediating autophagy status^28,61^. These results suggest that autophagy-associated SCNAs can affect the sensitivity of anticancer drugs, including drugs for both target therapy and immunotherapy.

### Functional effects of autophagy status on drug response

Massive studies have demonstrated that autophagy can promote tumorigenesis, and that autophagy inhibition can sensitize resistant tumor cells to chemotherapy, radiation therapy, and targeted therapy^62,63^. We comprehensively depicted the associations between autophagy status and drug response (Supplementary Fig. 4). We first calculated the correlation between the autophagy score and imputed drug data of 138 drugs in TCGA^64^. We found that the number of drugs associated with autophagy varied from 7 in ACC to 73 in TGCT (Supplementary Fig. 4a; FDR < 0.05). Among these drugs, a total of 41 drugs targeted 32 clinically actionable genes (CAGs), which are targeted by 13 Food and Drug Administration (FDA)-approved drugs. These CAGs were altered in four different molecular layers (mRNA expression, protein expression, SCNA, and somatic mutation) of 20 cancer types (Fig. 6). For example, the clinically actionable gene AR was significantly changed at the mRNA and protein levels in 10 cancer types, including PRAD. The AR targeted by the anti‐androgen bicalutamide (Fig. 6) has consistently been reported to promote autophagy in prostate cancer cells^65,66^. Furthermore, we observed that paclitaxel was more resistant in patients with LUAD and autophagy score-high (Supplementary Fig. 4a), which is consistent with the previous observation that 3-methyladenine (3-MA), an autophagy inhibitor, will lead A549 cells to be more sensitive to paclitaxel^67^. Surprisingly, autophagy score-high cancer samples are more sensitive to many drugs, including erlotinib in seven cancer types (Fig. 6 and Supplementary Fig. 4a). This finding contrasts with the traditional view that autophagy will lead to drug resistance, suggesting complicated effects of autophagy on the drug response.

**Fig. 6:**
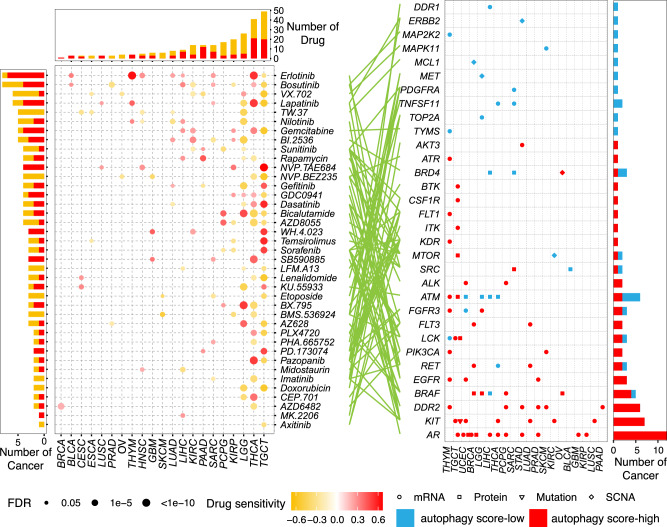
Effects of molecular alterations in clinically actionable genes on drug response. Sensitivity of drugs targeting clinically actionable genes with any alterations at the mRNA, protein, mutation, and SCNA levels. The point in the left panel indicates the Spearman correlation between imputed drug data and autophagy scores in multiple cancers (red: positive, drug-resistant; orange: negative, drug-sensitive). Different shapes in the right panel represent different types of molecular signatures. Red point: autophagy score-high group; blue point: autophagy score-low group.

### Autophagy sensitizing drug response in vitro and in vivo

Melanoma is one of the top cancer types (THYM, TGCT, SKCM) with the largest number of variations affected by autophagy status (Fig. 2b), and it is more common than the other two cancer types. We thus examined the drug response sensitized by autophagy in melanoma. We selected five drugs (BMS708163, CMK, BMS536924, DMOG, etoposide) predicted to be sensitive to SKCM on high autophagy status (Fig. 7a), excluding CGP.082996 due to unavailability. Among these drugs, both A375 and SK-MEL-28 cell lines became significantly sensitive to etoposide and BMS536924 under the rapamycin-induced autophagy conditions (Fig. 7b). We examined the autophagy status of melanoma cells on different conditions by western blot of LC3A/B and p62^68^, confirming the activation of autophagy by rapamycin treatment (Fig. 7c). Therefore, etoposide and BMS536924 were chosen for further experiments in this study. We conducted drug sensitivity assays on selected drugs in three different melanoma cell lines (A375, SK-MEL-28, and SK-MEL-5) under a rapamycin-induced autophagy condition versus a control condition. Our experiments showed that three melanoma cell lines are more sensitive to etoposide and BMS536924 under rapamycin-induced autophagy conditions (Fig. 7b and Supplementary Fig. 5a). Considering other potential anticancer effects of rapamycin on melanoma cell lines, we further utilized starvation (instead of rapamycin) to induce autophagy, and observed that A375, SK-MEL-28, and SK-MEL-5 cells are more sensitive to etoposide and BMS536924 (Fig. 7d and Supplementary Fig. 5b). Moreover, we performed the cell death assays and observed that etoposide and BMS536924 killed more melanoma cells in rapamycin-induced/starvation-induced autophagy conditions (Supplementary Fig. 5c–g). These results suggest that autophagy induction is likely to cause drug sensitivity.

**Fig. 7:**
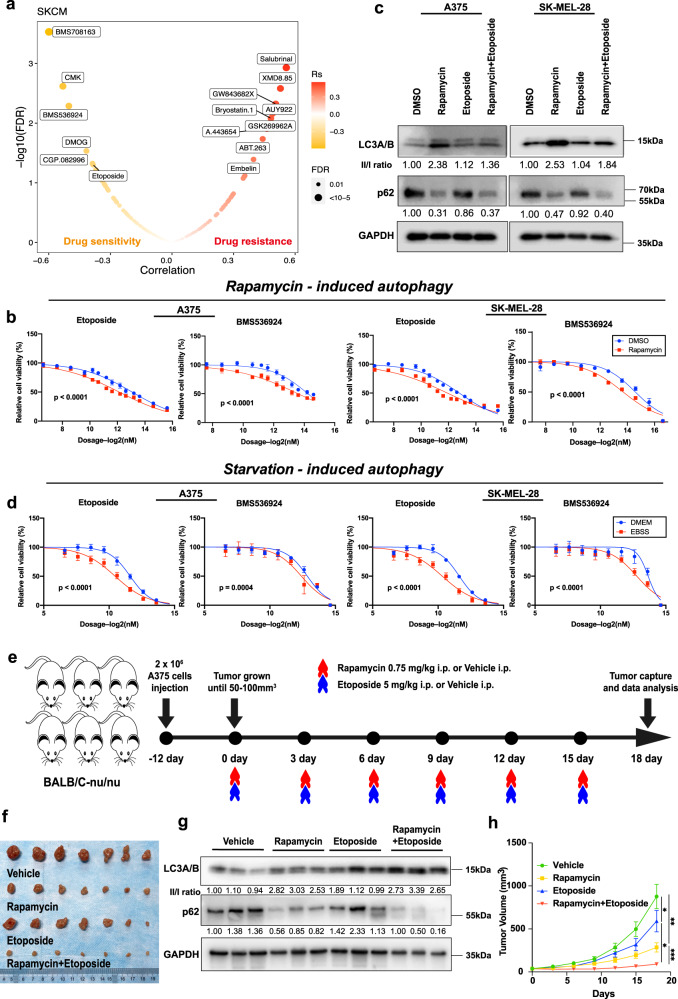
Characterization of the drug response associated with autophagy in vitro *and* in vivo. **a** Drug response associated with the autophagy status in SKCM. The orange point indicates sensitivity; the red point indicates resistance. **b**, **d** Dose-response curves for the mean value of cell viability of etoposide and BMS536924 in rapamycin-induced (**b**) or starvation-induced (**d**) and non-induced conditions in the melanoma cell line A375 and SK-MEL-28. Cell viability was normalized to the level of cells treated with DMSO (**b**) or DMEM (**d**). DMEM: Dulbecco’s Modified Eagle Medium for control. EBSS: Earle’s Balanced Salt Solution for starvation. Error bars indicate the mean ± SD. The drug screen data of different groups (*n* = 4) were fitted and compared by sigmoidal dose-response curves. **c** Western blot of autophagy markers in A375 and SK-MEL-28 cell lines treated with DMSO, rapamycin, etoposide, and rapamycin + etoposide. The ratios of the LC3-II/LC3-I and p62 band intensities normalized to DMSO are displayed below the blots. Similar results were observed in at least three independent experiments. **e** The design of xenograft experiments. Nude mice were injected with 2 × 10^6^ A375 cells. When the tumor size reached 50–100 mm^3^, mice were treated with vehicle, 0.75 mg/kg rapamycin intraperitoneally (i.p.), 5 mg/kg etoposide (i.p.), or the combination of rapamycin and etoposide every 3 days (*n* = 7). Mice were depicted using “mouse-animal-rodent-mammal-little” (https://pixabay.com/zh/vectors/mouse-animal-rodent-mammal-little-310756/), available under the Simplified Pixabay License (https://pixabay.com/zh/service/license/). **f** Excised tumors to represent the tumor size on day 18. **g** Western blot of autophagy markers in mouse tissues with the treatment of vehicle, rapamycin, etoposide, and rapamycin + etoposide. The ratios of the LC3-II/LC3-I and p62 band intensities normalized to vehicle are displayed below the blots (*n* = 3). **h** Quantitative analysis of tumor volume at different time points with the treatment (*n* = 7). Error bars indicate the mean ± SD. The difference in multiple groups was estimated by one-way ANOVA analysis. *P* values are as follows: *p* = 0.011 (Vehicle vs. Etoposide), *p* = 0.0012 (Vehicle vs. Rapamycin), *p* = 0.026 (Etoposide vs. Rapamycin+Etoposide), and *p* = 0.00058 (Rapamycin vs. Rapamycin+Etoposide). **c**, **g** See Supplementary Fig. 8 for uncropped data.

To further confirm the effects of autophagy on the drug response in vivo, we chose etoposide, an anti-tumor drug used in the clinic^69^, to create a xenograft model with the A375 cell line, which has a highly similar pattern to SK-MEL-28 in drug sensitivity (Fig. 7b, d). We utilized etoposide alone or in combination with the autophagy inducer rapamycin to treat BALB/C-nu/nu mice inoculated with A375 cells every three days (Fig. 7e). All mice were sacrificed, and the tumor was excised on the 18th day (Fig. 7f). Western blot analysis of autophagy markers, including both LC3A/B and p62, showed that the autophagy status of tumor tissues was elevated by rapamycin (Fig. 7g). We observed that the tumor growth was significantly inhibited by etoposide with the autophagy inducer rapamycin (Fig. 7f), as evaluated by tumor volume at different time points (Fig. 7h), and tumor volume (Supplementary Fig. 5h) and tumor weight (Supplementary Fig. 5i) at the time point when mice were sacrificed.

### The potential mechanism of autophagy inducer sensitizing drug response

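A375 and SK-MEL-28 are established human melanoma cell lines. Cells of each line received etoposide, which poisons topoisomerase II, or etoposide and rapamycin, an inhibitor of mTOR, and each of the 4 groups had 3 libraries, 12 in all. The authors mapped clean reads to GRCh38 with HISAT, estimated expression per gene with StringTie from the Ensembl release 90 annotation, and deposited whole-number counts per gene and library without normalization. Library totals ranged from 28190672 to 32499659 counts. The median total was 28943680 in A375 with etoposide, 30128309 in A375 with etoposide + rapamycin, 30097891 in SK-MEL-28 with etoposide and 31023972 in SK-MEL-28 with etoposide + rapamycin. Each total was 1.34 to 1.54 times the number of clean reads listed for its library, so a count was not 1 clean read as listed. The precision expected from counting alone was therefore not derived from the totals. Of 58312 rows, 5 named no gene and were left out. Another 5209 rows, with 23.4% of the counts, shared a locus with a second gene name, and how the authors' counting divided reads between such names is not stated. Each cell line was fitted alone with edgeR, using TMM normalization and its expression filter, and etoposide + rapamycin was compared with etoposide by the quasi-likelihood test. Genes were called at an adjusted p under 0.05 and a fold change over 1.5 in either direction, the thresholds of the paper's methods. A positive log2 fold change is higher with rapamycin.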

To expound how autophagy inducer sensitized tumor cells to etoposide, we performed the RNA sequencing (RNA-seq) analysis for A375 and SK-MEL-28 cells incubated with etoposide versus etoposide + rapamycin. PCA analysis showed that the samples were well clustered (Supplementary Fig. 6a). 

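On log2 CPM (counts scaled to a common library size, prior count 2) of the 18844 genes tested in A375 and the 18897 tested in SK-MEL-28, the first principal component held 37.3% of the variance in either cell line and separated the groups. In A375 the 3 libraries with rapamycin lay between 26.3 and 33.5 on this component and the 3 with etoposide between -32.6 and -24.6. In SK-MEL-28 these ranges were 24.1 to 32.5 and -29.8 to -26.8. The largest distance between replicates over all genes was 66.8 in A375, below the smallest distance between libraries of different groups, 75.9. In SK-MEL-28 the values were 67.2 and 73.9. In one analysis of all 12 libraries, the first component (37.9% of the variance) separated the cell lines and the second (13.8%) separated the treatments. The share on the first component changed most when normalized counts were not log-transformed, to 94.9% for principal components in A375 and 92.2% for principal components in SK-MEL-28.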

We identified 946 differentially expressed genes between etoposide versus etoposide + rapamycin in A375 cells, and 782 differentially expressed genes in SK-MEL-28 cells (Supplementary Fig. 6b). Among these genes, there were 290 overlapping differentially expressed genes between etoposide versus etoposide + rapamycin in both A375 and SK-MEL-28 with |fold change| >1.5 and adjusted *p* value <0.05 (Supplementary Fig. 6c, Supplementary Data 6). 

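By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, there were 1109 differentially expressed genes in A375 out of 18844 tested, 582 higher and 527 lower with rapamycin. There were 943 differentially expressed genes in SK-MEL-28 out of 18897 tested, 349 higher and 594 lower. Median log2 fold changes of the genes called were 0.76 for higher and -0.91 for lower genes in A375, against 0.76 and -0.99 in SK-MEL-28. The 3 libraries of one group did not overlap with the 3 of the other in 98.1% of the genes called in A375 and 98.0% of those called in SK-MEL-28. Among all genes tested this share was 42.6% in A375 and 35.9% in SK-MEL-28, where chance gives 10%. The biological coefficient of variation between replicates was 0.0957 in either cell line. The fold change threshold moved the counts most. Without it, 5295 genes in A375 and 3582 in SK-MEL-28 had an adjusted p under 0.05, and with a test against a fold change of 1.5 the counts were 168 and 166. Scaling by library totals in place of TMM changed the share of higher genes among the differentially expressed genes in A375 from 52.5% to 41.5%, with 468 higher and 659 lower.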

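Of the 18140 genes tested in both cell lines, 332 were called in both, where independent calls would give 52.5, a 6.33-fold excess. Of these genes, 115 were higher and 217 lower with rapamycin in both lines, and none went in opposite directions. The 2 cell lines have separate etoposide libraries, so no control is shared. The overlap held 289 of the 290 genes of Supplementary Data 6 and 43 others. The exception was UCKL1-AS1, with a log2 fold change of 0.58 in A375 (standard error 0.16, adjusted p = 0.0180), under the fold change threshold, and -0.81 in SK-MEL-28 (standard error 0.19, adjusted p = 0.00851), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across genes, which are not independent replicates, the log2 fold changes of the cell lines had a Pearson correlation of 0.438. Another 777 genes were called in A375 and not in SK-MEL-28, and 943 of the 1065 A375 calls tested in both lines had the same sign in SK-MEL-28, as had 797 of the 894 SK-MEL-28 calls tested in both lines in A375. In the other direction, 611 genes were called in SK-MEL-28 and not in A375. The test of the difference between the cell lines itself was read only for such genes that were tested in both lines. It was past its threshold for 157 of those called in A375 alone and for 123 of those called in SK-MEL-28 alone. The 777 and 611 also hold genes tested in 1 line, so they are not the totals for these counts.

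**Figure D1:**
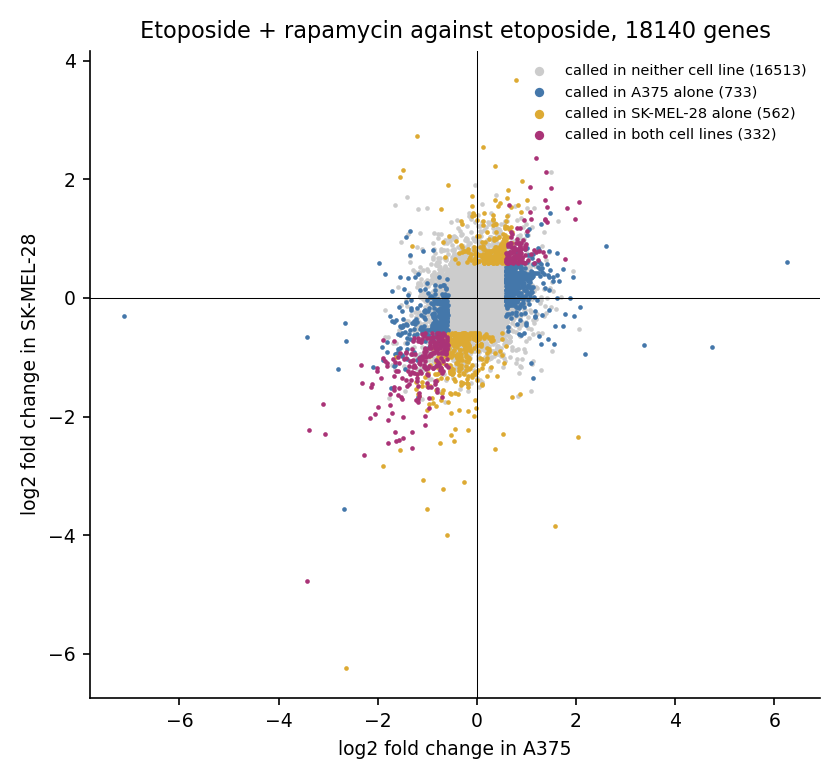
Log2 fold change with etoposide + rapamycin against etoposide in A375 (horizontal axis) and SK-MEL-28 (vertical axis), 1 point per gene tested in both cell lines, coloured by the cell line in which the gene was called. The 332 genes called in both lie at the lower left (217) and the upper right (115). Genes tested in 1 cell line are not drawn, so the numbers called in a single line are below the 777 and 611 of all calls.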

Based on these 290 overlapping differentially expressed genes (Supplementary Fig. 6b), we further performed KEGG pathway enrichment analysis, and noticed that several downregulated genes (*EGF*, *FGF1*, *BINP3*, *DDIT4*, *PPP2R2B*, *SFN*) were frequently observed in pathways related to cancer or autophagy, such as the PI3K-AKT signaling pathway and mTOR signaling pathway (Supplementary Data 7). 

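The 6 genes were lower with rapamycin in both cell lines, each called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest changes in A375 were those of DDIT4 and BNIP3 (written BINP3 in the text), the latter with a log2 fold change of -0.73 (standard error 0.069, adjusted p = 1.26e-05) in A375 and -1.18 in SK-MEL-28. FGF1 had log2 fold changes of -1.15 in A375 and -1.11 in SK-MEL-28. EGF had a log2 fold change of -0.83 (standard error 0.23, adjusted p = 0.0157) in A375 and -1.14 in SK-MEL-28. EGF in A375 was no longer called without etoposide replicate 1 (log2 fold change -0.63, adjusted p = 0.0659), etoposide + rapamycin replicate 1 (-0.74, adjusted p = 0.0601) or etoposide + rapamycin replicate 3 (-0.77, adjusted p = 0.0620). It was also not called with a filter of 1 count in any library (adjusted p = 0.0509; 0.00253 to 0.0509 over the alternatives). Counts were low for PPP2R2B and SFN, with means of 60.8 and 28.5 per library in A375. Their log2 fold changes were -1.26 and -1.79 in A375 and -1.13 and -2.45 in SK-MEL-28. The 6 pathways of Supplementary Data 7 hold 21 different genes, of which 15 were lower and 6 higher in both cell lines. The higher genes were AREG, EEF2, MCM5, MCM7, E2F2 and FZD8. In the PI3K-Akt signaling pathway 10 of 11 genes were lower, in the mTOR signaling pathway 3 of 4, and in the cell cycle pathway 1 of 4. The paper states that the 6 genes recur in pathways of cancer or autophagy, and examined them further by RT-PCR.

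**Figure D2:**
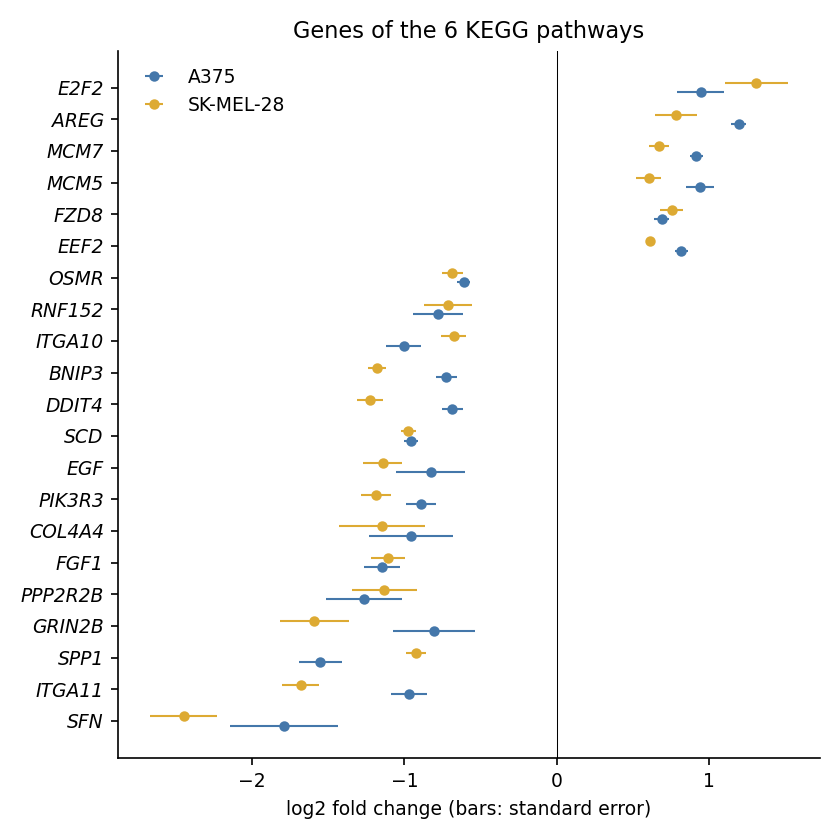
Log2 fold change (horizontal axis) of each of the 21 genes of the 6 pathways (vertical axis) in A375 and SK-MEL-28, with 3 libraries per group; points are estimates and bars their standard errors. In both cell lines 15 genes lie left of 0 and 6 lie right of it.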

We further examined these function-related genes by RT-PCR, and we found that the relative expression of the *DDIT4* was the lowest in the rapamycin + etoposide group compared to rapamycin or etoposide alone (Supplementary Fig. 6d), which was consistent with tumor volumes of four groups in a xenograft model (Fig. 7h). 

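DDIT4 (ENSG00000168209.6) lies on the forward strand of chromosome 10 of GRCh38 from 72273919 to 72276036. Its normalized count in A375 was 1444 ± 82.9 (SD, n = 3) with etoposide and 898 ± 65.7 (SD, n = 3) with etoposide + rapamycin. The log2 fold change in A375 was -0.68 (standard error 0.071, adjusted p = 2.60e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In SK-MEL-28 the normalized count was 2796 ± 299 (SD, n = 3) with etoposide and 1196 ± 118 (SD, n = 3) with etoposide + rapamycin, a log2 fold change of -1.22 (standard error 0.083, adjusted p = 7.75e-07 from the same test). As signed fold changes, these were -1.61 in A375 and -2.34 in SK-MEL-28. The 3 libraries with rapamycin lay below the 3 with etoposide in both cell lines. Leaving out each library in turn, the log2 fold change of DDIT4 stayed between -0.75 and -0.64 in A375 and between -1.30 and -1.13 in SK-MEL-28. By the size of its smaller fall, DDIT4 ranked 174 among the 217 genes lower in both cell lines. In one fit of all 12 libraries, its fall in SK-MEL-28 exceeded that in A375, with a difference of -0.53 (standard error 0.12, adjusted p = 0.0144). The paper states that DDIT4 fell in the RNA-seq and in RT-PCR. From knockdown and overexpression of DDIT4 and knockdown of ATG5, it proposes that DDIT4 may mediate the sensitivity to etoposide under an autophagy inducer. The libraries bear on the fall of DDIT4 mRNA alone.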

RNA-seq showed that *DDIT4* was significantly downregulated in A375 (fold change = −1.60, adjusted *p* value = 1.32 × 10^−13^) and SK-MEL-28 (fold change = −2.34, adjusted *p* value = 2.60 × 10^−39^) when treated with etoposide and rapamycin compared to etoposide alone (Fig. 8a), which was confirmed in A375 and SK-MEL-28 with RT-PCR (Fig. 8b). Moreover, we also observed that the expression of *DDIT4* was decreased by rapamycin in a public data from GSE27784^70^ (Supplementary Fig. 7a).

**Fig. 8:**
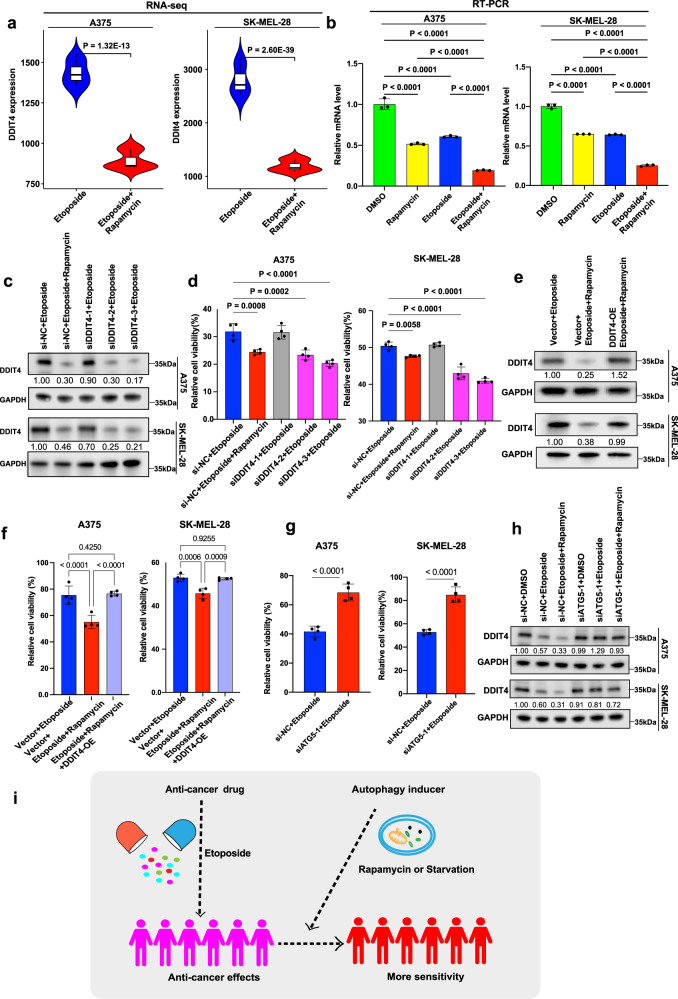
Potential mechanism through the functional characterization of *DDIT4* in vitro. **a** The mRNA expression of *DDIT4* in A375 and SK-MEL-28 by RNA-seq (*n* = 3). The boxes show the median ±1 quartile, with whiskers extending to the most extreme data point within 1.5 interquartile range from the box boundaries. The significance (*p* value) of differentially expressed genes was evaluated with ‘DESeq2’ package. **b** Relative mRNA expression of *DDIT4* in A375 and SK-MEL-28 by RT-PCR (*n* = 3). **c** Western blot of DDIT4 in A375 or SK-MEL-28 cells treated with si-NC or *DDIT4* siRNAs in combination with etoposide. DDIT4 band intensities normalized to si-NC + etoposide are displayed below the blots. **d** The cell viability of A375 or SK-MEL-28 cells treated with si-NC or *DDIT4* siRNAs in combination with etoposide (*n* = 4). Pink bars denote the successful knockdown of si-*DDIT4* (si-DDIT4-2 and si-DDIT4-3), while gray bar denotes the unsuccessful knockdown of si-*DDIT4* (si-DDIT4-1). **e** Western blot of DDIT4 in A375 or SK-MEL-28 cells transfected with DDIT4-OE lentivirus or vector in combination with etoposide and rapamycin. DDIT4 band intensities normalized to Vector+Etoposide are displayed below the blots. **f** The cell viability of A375 or SK-MEL-28 cells transfected with DDIT4-OE lentivirus or vector in combination with etoposide and rapamycin (*n* = 4). **g** The cell viability of A375 or SK-MEL-28 cells treated with si-NC or *ATG5* siRNA in combination with etoposide (*n* = 4). **h** Western blot of DDIT4 in A375 or SK-MEL-28 cells treated with si-NC or *ATG5* siRNAs in combination with etoposide. DDIT4 band intensities normalized to si-NC + DMSO are displayed below the blots. **i** The illustration for the potential mechanism of autophagy inducer sensitizing drug response. **b**, **d**, **f**, **g** Data were presented as means ± SD. **b**, **d**, **f** The difference in multiple groups was estimated by one-way ANOVA analysis. **g** Two-sided student’s t test was used for the estimation of the difference in two groups. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns is not significant. **c**, **e**, **h** See Supplementary Fig. 8 for uncropped data.

To examine the functional role of *DDIT4* in autophagy inducer sensitizing melanoma cells to etoposide, we transfected three *DDIT4* siRNAs (si-DDIT4) into A375 and SK-MEL-28 cells treated with etoposide, respectively. The DDIT4 expression was decreased in the etoposide + si-DDIT4-2 or si-DDIT4-3 and the etoposide + rapamycin cells, as shown by western blot (Fig. 8c). The relative cell viability of A375 and SK-MEL-28 was significantly inhibited with etoposide and si-DDIT4-2 or si-DDIT4-3 (Fig. 8d). In addition, A375 and SK-MEL-28 cells treated with etoposide and rapamycin were infected with DDIT4-OE lentivirus or negative control lentivirus, and the relative expression of DDIT4 was increased in etoposide + rapamycin + DDIT4-OE lentivirus-treated cells compared to etoposide + rapamycin + negative control lentivirus-treated cells, as shown by western blot (Fig. 8e). The cell viability was restored when DDIT4 was overexpressed (Fig. 8f). The efficiency and specificity of *DDIT4* siRNAs were examined in A375 and SK-MEL-28 (Supplementary Fig. 7b), and the autophagy status of cells when *DDIT4* was knocked down was also examined (Supplementary Fig. 7c). The efficiency of DDIT4-OE lentivirus was examined in A375 and SK-MEL-28 (Supplementary Fig. 7d), and the autophagy status was also examined (Supplementary Fig. 7e).

Moreover, we inhibited autophagy by transfecting three *ATG5* siRNAs (si-ATG5) into A375 and SK-MEL-28 cells treated with etoposide, respectively, and the efficiency of ATG5 siRNAs was examined by western blot (Supplementary Fig. 7f). The relative cell viability of A375 and SK-MEL-28 was significantly increased with etoposide and si-ATG5-1 (Fig. 8g). The expression of DDIT4 was also significantly increased when si-ATG5-1 was transfected into A375 and SK-MEL-28 cells treated with etoposide, respectively (Fig. 8h). Taken together, our results suggest that melanoma cells may be more sensitive to etoposide when present with an autophagy inducer, and this pattern may be mediated through *DDIT4* (Fig. 8i).

## Discussion

Autophagy can promote tumorigenesis and is associated with the cell response to immunotherapy, hormone therapy, and target therapy. A comprehensive analysis of multi-omics and therapeutic responses associated with autophagy will significantly contribute to cancer therapy. Despite the critical roles of autophagy, there are no applicable methods for estimating autophagy status in a large number of patients. In this study, we proposed to define the autophagy status of patients based on an autophagy gene signature, which facilitates the investigation of the functional roles of autophagy in patients. We then classified all TCGA cancer samples into autophagy score-high groups and autophagy score-low groups based on the autophagy signature. To explore the effects of autophagy on biological molecules in cancers, we applied a propensity score algorithm to minimize the disturbance of various confounding factors: tumor purity, sex, ethnicity, age at diagnosis, and smoking status. We identified multiple autophagy-related molecular features across 24 cancer types, including mRNA, miRNA and protein expression, somatic mutations, and SCNAs. In addition, we explored the influence of the regulatory network among different molecules on the autophagy process, which is the most comprehensive landscape thus far. This comprehensive map will provide strong biological insights for future investigations, which has been demonstrated by previous rigorous analysis of large-scale data, including TCGA and ICGC^22,34,37,38,41,71–77^. Our integrative analysis suggests that autophagy status can impact the alterations of molecular features in multi-omics layers in diverse tumors.

Notably, we found a total of 32 CAGs were significantly altered across 20 cancer types, and multiple cancer types can be resistant or sensitive to the drugs targeting these CAGs upon autophagy induction (Fig. 6). In contrast to the conventional view that autophagy inhibition confers drug sensitivity, our comprehensive analysis and in vitro*/*in vivo experiments highlight an opportunity to leverage personalized molecular feature analysis to overcome multiple drug resistance induced by autophagy. It is important to note, however, that only with single experiments (e.g., single drug or cell line), it will be very challenging to conclude that autophagy may drive the drug sensitivity for an appreciable number of anticancer drugs. Our analysis further suggested that *DDIT4* is a potential target to mediate the autophagy induction to sensitize tumor cells to etoposide. Recent studies have shown that the immune system is weakened by autophagy inhibition due to decreased degradation of immune metabolites^78,79^, which further highlights the need for caution when utilizing autophagy inhibitors, especially in immunotherapy. Therefore, the combination of autophagy inducers and immunotherapy may provide an alternative direction for cancer therapy.

Challenges remain in the study of autophagy that requires further investigation. We estimated the relative autophagy status across tumor samples, which may be limited in its ability to reflect the real status of autophagy in patients. Autophagy is a dynamic biological process, which involves the regulation of various related molecules. Therefore, it is difficult to evaluate it accurately by the evaluation of only a small number of autophagy-related markers, such as LC3 or P62, etc. Although autophagy flux can be used to monitor autophagy status, this approach is challenging even in cultured cell lines and model organisms^80^, not to mention in large-scale (~10,000) patient samples. Similar to this, there is no direct approach to assess the hypoxia status in patients, while we can only indirectly access the hypoxia status through a 15-gene signature^22,25,81,82^, which can still lead to significant biological discoveries. Our analysis is based on bulk RNA-seq across different cell types within a sample. Further efforts should take tumor heterogeneity into consideration, particularly with advancements in single-cell profiling technology. Finally, most clinical trials do not have information on the autophagy status of patients’ cancer samples due to the technical challenge of monitoring autophagy status in vivo. Currently, most studies have focused on autophagy inhibition, while the importance of autophagy induction has been ignored, which leads to a limited understanding of how molecular signatures are affected by the autophagy microenvironment and a reasonable interpretation of unexpectedly adverse drug outcomes in anticancer therapy. Nonetheless, our study emphasizes the significance of monitoring tumor autophagy status in future clinical studies.

## Methods

### Identification of a gene signature for estimating autophagy status across cancer samples

We collected data from six currently widely used autophagy-related databases, in which autophagy-associated genes were manually collected from the literature related to autophagy. We downloaded six independent datasets with known autophagy status from the Gene Expression Omnibus (GEO): GSE107600^83^, GSE117189^84^, GSE129204^85^, GSE106175^86^, GSE90444^87^, and GSE31397^88^. For each human gene list from the autophagy-related database, we calculated the ssGSEA score of samples from six datasets using the GSVA package^89^. We retained gene lists for which the score level was consistent with the autophagy status of samples in at least four validation datasets. We further obtained the intersection of these four gene lists, which included 37 autophagy-associated genes (Supplementary Data 1). We confirmed that the autophagy scores based on the 37-gene list are consistent with the autophagy status in six datasets from GEO. The autophagy score for each tumor sample or cancer cell line was defined by the ssGSEA score based on the 37-gene list.

### Classification and multi-omics analysis of tumor samples from TCGA

The multi-omics datasets (mRNA expression, miRNA expression, protein expression, somatic mutations, and SCNA) and clinical data (age, gender, smoking, etc.) from 32 tumor types were downloaded from the TCGA data portal (https://portal.gdc.cancer.gov/). The tumor purity of TCGA samples was downloaded from Tumor IMmune Estimation Resource (http://cistrome.org/TIMER/download.html)^90^ and 10.5281/zenodo.253193^91^ and integrated. The autophagy scores of tumor samples from 32 tumors were calculated based on the 37-gene autophagy signature. We classified tumor samples based on the distribution of tertiles, defining the top and bottom samples as autophagy score-high and autophagy score-low samples, respectively. We retained a total of 24 cancer types with ≥30 samples in both autophagy score-high and autophagy score-low groups for further analysis.

We used the matching weights (MW) method of the PSM algorithm to balance the effects of potential confounders, including age at diagnosis, gender, tumor purity, race, histological type, and tumor stage, and examined the balance by comparing the standardized difference before and after PSM (standardized difference <0.1). The Benjamini & Hochberg method was used to calculate the FDR in each cancer type. Subsequently, we compared the molecular difference of multi-omics data between the autophagy score-high and autophagy score-low in 24 cancer types with every group’s sample number >30. To decrease the random noise in feature identification, we repeated the permutation test 100 times, randomly selecting the autophagy score-high or autophagy score-low samples. Significant features for the five molecular types in each cancer type were identified by the following criteria: mRNA expression |fold change| >2, FDR < 0.05; miRNA expression |fold change| >1.5, FDR < 0.05; total protein and DNA methylation: |difference| >0.2, FDR < 0.05; somatic mutation and SCNA: FDR < 0.05.

### Pathway enrichment and miRNA-target and TF-target regulatory networks

We performed KEGG pathway enrichment analysis by using the “clusterProfiler” package^92^ with default parameters. The gene list of human TFs was downloaded from the AnimalTFDB 3.0^93^, TF-target pairs were downloaded from the hTFtarget database^94^, and miRNA-target pairs were downloaded from the FFLtool^95^. We matched the TFs from the altered mRNAs (as targets) and identified the TF-target regulatory pairs based on the downloaded TF-target pairs. The significantly altered miRNAs and mRNAs (as targets) were used to identify the miRNA-target relationships. Based on the TF-target pairs and miRNA-target pairs, we constructed TF-target regulatory networks and miRNA-target regulatory networks, where the nodes are the TFs, miRNAs, or genes, and the edges are the regulatory pairs.

### Analysis of drug response in autophagy status

The AUC data and the gene expression matrix for cancer cell lines were downloaded from GDSC (http://www.cancerrxgene.org/downloads). The imputed drug response of 138 anticancer drugs in TCGA cancer patients was downloaded from a previous study^64^. The information on clinically actionable genes targeted by FDA-approved drugs was downloaded from a previous study^96^. The drug repurposing information with drug target was downloaded from The Drug Repurposing Hub (https://clue.io/repurposing-app)^97^. To assess the drug response in cancer cell lines, we calculated the Spearman correlation between the AUC and gene expression of cancer cell lines from GDSC for drug responsiveness (|*R*s| >0.3; FDR < 0.05). As in our previous study^22^, a positive Spearman correlation was defined as drug-resistant, while a negative Spearman correlation was defined as drug-sensitive. To assess the drug response in TCGA tumor samples, we calculated the Spearman correlation between the imputed drug data and autophagy score to assess the drug response of TCGA cancer samples according to autophagy status (|*R*s| >0.2; FDR < 0.05).

### Cell Culture

The human malignant melanoma cell lines, A375, SK-MEL-28, and SK-MEL-5 cell lines were obtained from American Type Culture Collection (ATCC) and were cultured in Dulbecco’s Modified Eagle Medium (DMEM; Biological Industries) supplemented with 10% fetal bovine serum (FBS; Biological Industries) and 1% penicillin and streptomycin (Biological Industries) at 37 °C in 5% CO_2_ (v/v). To induce autophagy, cells were incubated with the starvation medium Earle’s Balanced Salt Solution (EBSS; E2888, Sigma-Aldrich) instead of the normal medium for 24 h.

### Cell proliferation assay for drug sensitivity

We purchased CMK (HY-52101) from MedChemExpress, and etoposide (S1225), BMS536924 (S1012), BMS708163 (S1262), DMOG (S7483) and rapamycin (S1039) from Selleckchem. The effects of the drugs on cell proliferation were determined using a CellTiter 96® AQ_ueous_ One Solution Cell Proliferation Assay kit (Promega) according to the manufacturer’s instructions. We plated 3000 cells in each assay of 96-well plates. One day later, we treated cells with a range of drug concentrations prepared by serial dilution plus 200 uM rapamycin or dimethyl sulfoxide (DMSO; four replicates per condition). The plates were incubated at 37 °C and 5% CO_2_ (v/v). After 2 days, 20 μl of the CellTiter 96® AQ_ueous_ One Solution Reagent was directly added to the culture wells, and incubated for 1 h, and then the absorbance was recorded at 490 nm with Epoch (Biotek). The relative growth was normalized to the untreated samples in each group.

### Cell death and flow cytometry

Cell death was quantified by the percentage of propidium iodide (PI; P4170, Sigma-Aldrich) positive staining cells detected by flow cytometric analysis. 2 × 10^5^ cells per well were seeded in 6-well plates and treated with indicated drugs. After harvesting the cells, they were washed with phosphate-buffered saline (PBS) twice and then incubated with antibodies on ice for 30 min in the dark. Flow cytometric analysis was conducted on a FACS LSR II Fortessa (BD Biosciences) and the FACS data were analyzed with FlowJo software (Tree Star).

### RNA isolation and quantitative real-time PCR assay

Total RNA was extracted from cultured cells and tumor tissues using the MagZol reagent (Magen) following the manufacturer’s instructions. RNA (1 μg) was used to synthesize cDNA using HiScript II Q RT SuperMix for qPCR (Vazyme), and then cDNA was amplified by RT-PCR with specific primers using Quant Studio 3 (Thermo Scientific). All mRNA expression levels were normalized to GAPDH and calculated using the 2^−△△CT^ method. Human *DDIT4* primer forward sequence: 5′-TGAGGATGAACACTTGTGTGC-3′, reverse sequence: 5′-CCAACTGGCTAGGCATCAGC-3′. Human *GAPDH* primer forward sequence: 5′-GGAGCGAGATCCCTCCAAAAT-3′, reverse sequence: 5′-GGCTGTTGTCATACTTCTCATGG-3′. Human *PIK3R3* primer forward sequence: 5′-TACAATACGGTGTGGAGTATGGA-3′, reverse sequence: 5′-TCATTGGCTTAGGTGGCTTTG-3′.

Human *EGF* primer forward sequence: 5′-TGTCCACGCAATGTGTCTGAA, −3′ reverse sequence: 5′-CATTATCGGGTGAGGAACAACC-3′.

Human *FGF1* primer forward sequence: 5′-ACACCGACGGGCTTTTATACG-3′, reverse sequence: 5′-CCCATTCTTCTTGAGGCCAAC-3′.

Human *BNIP3* primer forward sequence: 5′-CAGGGCTCCTGGGTAGAACT-3′, reverse sequence: 5′-CTACTCCGTCCAGACTCATGC-3′.

Human *PPP2R2B* primer forward sequence: 5′-CCATGAACCCGAGTTCGATTAC-3′, reverse sequence: 5′-GGCCCTCCTCATCTTTCAGATT-3′.

Human *SFN* primer forward sequence: 5′-TGACGACAAGAAGCGCATCAT-3′, reverse sequence: 5′-GTAGTGGAAGACGGAAAAGTTCA-3′.

### Western blot analysis

Cells were washed twice with PBS and lysed in RIPA buffer (P0013C, Beyotime) containing 1× Protease Inhibitor Cocktail (B14002, Bimake) and 1× Phosphatase Inhibitor Cocktail (B15002, Bimake) on ice for 30 min. Then, the cells were centrifuged for 10 min at 14,000 rpm. Supernatants were collected and proteins were quantified by a BCA assay kit (P0010S, Beyotime). Equal amounts of proteins were loaded onto SDS-PAGE gels. The following antibodies were used: anti-DDIT4 (10638-1-AP, Proteintech, 1:1000), anti-ATG5 (12994 T, Cell Signaling Technology, 1:1000), LC3A/B (12741 S, Cell Signaling Technology, 1:1000), SQSTM1/P62 (8025 S, Cell Signaling Technology, 1:1000), anti-GAPDH (60004-1-Ig, Proteintech, 1:50,000), HRP goat anti-mouse IgG (H + L) (AS003, ABclonal, 1:50,000) and HRP goat anti-rabbit IgG (H + L) (AS014, ABclonal, 1:50,000). Protein bands were evaluated by Image J. Protein levels were quantified relative to GAPDH in the same sample, and the relative protein expression was normalized to the respective control group, which was set to 1.

### RNA interference and lentivirus transfection

Human *DDIT4* siRNA-1 (5′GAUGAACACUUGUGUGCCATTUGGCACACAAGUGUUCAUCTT-3′), Human *DDIT4* siRNA-2 (5′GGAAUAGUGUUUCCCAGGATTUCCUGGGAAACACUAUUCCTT-3′), Human *DDIT4* siRNA-3 (5′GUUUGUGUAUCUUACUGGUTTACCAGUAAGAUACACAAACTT-3′) and control empty siRNA were purchased from GenePharma. Human *ATG5* siRNA-1 (5′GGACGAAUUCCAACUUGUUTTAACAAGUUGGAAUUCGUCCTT-3′), Human *ATG5* siRNA-2 (5′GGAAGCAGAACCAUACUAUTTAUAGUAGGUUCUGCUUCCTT-3′), Human *ATG5* siRNA-3 (5′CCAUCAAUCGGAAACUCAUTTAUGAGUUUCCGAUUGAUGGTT-3′) and control empty siRNA were purchased from GenePharma. These siRNAs were transfected into cells using TurboFect Transfection Reagent (R0531, Thermo Scientific) according to the manufacturer’s instructions, respectively. The human *DDIT4* overexpression lentivirus vector and control empty lentivirus vector was obtained from Genechem. The stable overexpression cells were selected by adding puromycin.

### Xenograft experiments

Animals were housed under specific pathogen-free conditions. The housing conditions were strictly following the ethical regulations (ambient temperature of 22–25  °C; relative humidity of 50–60%; 12 h/12 h light/dark cycle; ad libitum access to food and water). For the cell line xenograft models, 4-week-old nude male mice (from the SLAC, Shanghai, China) were subcutaneously implanted with 2 × 10^6^ A375 cells on the right of the dorsal midline. Once the tumors reached 50–100 mm^3^, the mice were pooled and randomly allocated into four groups (*n* = 7, the vehicle group, the rapamycin group, the etoposide group, and the etoposide + rapamycin group). Mice were treated with rapamycin (0.75 mg/kg, intraperitoneal injection [i.p.]), etoposide (5 mg/kg, i.p.), combination therapy, or a single drug only every 3 days. Tumors were measured by calipers every 3 days, and volumes were calculated using the formula length × width^2^ × 1/2. All animal experiments were approved by the Animal Care and Use Committee of Central South University (Changsha, Hunan, China). The maximal tumor size permitted by the ethics committee was 2000 mm^3^, and it was not exceeded in our animal experiment. The procedures for all animal experiments were approved by the Ethical Committee for Animal Research of Xiangya Hospital, Central South University (Code: 2022020466).

### RNA sequencing and differential expression analysis

RNA was extracted from 12 samples from two melanoma cell lines using MagZol reagent with a standard protocol. The mRNA polyA-based enrichment method was performed to establish the RNA library. RNA sequencing was performed by Illumina NovaSeq 6000 at Novogene-Tianjin, China (Supplementary Data 5). Clean reads were mapped to the grch38 genome by HISAT (version 2-2.2.0); the Samtools (version 1.3.1) was used to convert the SAM to BAM format; the StringTie (version 2.1.4.Linux_x86_64) was used to estimate the gene expression by the annotation file “Homo_sapiens.GRCh38.90.gtf”. The differentially expressed genes were detected by the R package “DESeq2” with |fold change| >1.5 and adjusted *p* value < 0.05. All RNA-seq data have been deposited in the GEO (accession: GSE185814). The enrichment analysis of differentially expressed genes was performed by the “clusterProfiler” package^92^ with default parameters.

### Statistics and reproducibility

The statistical analysis of experimental data was performed by GraphPad Prism version 9.0 (GraphPad software). The drug screen data of different groups were fitted and compared by sigmoidal dose-response curves. Data were presented as the means ±SD. The difference in multiple groups was estimated by one-way ANOVA analysis and Student’s *t* test was used for the estimation of the difference in only two groups. (*) *P* < 0.05, (**) *P* < 0.01, (***) *P* < 0.001, (****) *P* < 0.0001; ns is not significant. All data were obtained from at least three independent biological replicates.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer review file

Description of Additional Supplementary Files

Data 1

Data 2

Data 3

Data 4

Data 5

Data 6

Data 7

Reporting Summary

## Data Availability

The raw data of RNA-seq in this study were deposited in Sequence Read Archive [SRA, https://www.ncbi.nlm.nih.gov/sra/] under accession ID SRP341179. The processed RNA-seq dataset was deposited in Gene Expression Omnibus [GEO, https://www.ncbi.nlm.nih.gov/geo/] under accession ID GSE185814. The public expression datasets were obtained from GEO, including GSE27784, GSE107600, GSE117189, GSE129204, GSE106175, GSE90444, and GSE31397. The multi-omics datasets (mRNA expression, miRNA expression, protein expression, somatic mutations, and SCNA) and clinical data (age, gender, smoking, etc.) from 32 tumor types were downloaded from the TCGA data portal [https://portal.gdc.cancer.gov/]. The tumor purity of TCGA samples was downloaded from Tumor IMmune Estimation Resource [http://cistrome.org/TIMER/download.html] and [10.5281/zenodo.253193] and integrated. The drug repurposing information with drug target was downloaded from The Drug Repurposing Hub [https://clue.io/repurposing-app].Uncropped scans of all blots underlying Figs. 7c, g, 8c, e, h and Supplementary Fig. 7b–f are provided as Supplementary Fig. 8. Intensity values estimated by Image J are provided in western blots of main figures (Fig. 7c, g, Fig. 8c, e, h) and supplement figures (Supplementary Fig. 7b–f) Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Multi-omics characterization of autophagy-related molecular features for therapeutic targeting of autophagy
**Source:** Nat Commun. 2022 Oct 26;13:6345. doi: 10.1038/s41467-022-33946-x

## Supplementary Information

### Multi-omics characterization of autophagy-related molecular features for therapeutic targeting of autophagy

Mei Luo<sup>1,2,3,#</sup>, Lin Ye<sup>1,#</sup>, Ruimin Chang<sup>1,#</sup>, Youqiong Ye<sup>3,4</sup>, Zhao Zhang<sup>3</sup>, Chunjie Liu<sup>2,3</sup>, Shengli Li<sup>3</sup>, Ying Jing<sup>3</sup>, Hang Ruan<sup>3</sup>, Guanxiong Zhang<sup>1</sup>, Yi He<sup>1</sup>, Yaoming Liu<sup>3</sup>, Yu Xue<sup>2</sup>, Xiang Chen<sup>1,\*</sup>, An-Yuan Guo<sup>2,\*</sup>, Hong Liu<sup>1,\*</sup>, Leng Han<sup>3,5,6,\*</sup>

### Inventory of Supplementary Information

**Supplementary Fig. 1** Confounding factors between autophagy score-high and autophagy score-low groups.

**Supplementary Fig. 2** Expression of significantly altered mRNAs and their associations with drugs.

**Supplementary Fig. 3** Regulatory networks between miRNAs, mRNAs and TFs.

**Supplementary Fig. 4** Landscape of drug response across multiple cancer types.

**Supplementary Fig. 5** Characterization of autophagy sensitizing drug response *in vitro* and *in vivo*.

**Supplementary Fig. 6** Analysis of autophagy sensitizing drug response.

**Supplementary Fig. 7** Expression of DDIT4 and the efficiency and specificity of DDIT4 siRNAs or DDIT4-OE lentivirus and ATG5 siRNAs *in vitro*.

**Supplementary Fig. 8** Uncropped scans of all blots.

Supplementary Fig. 1

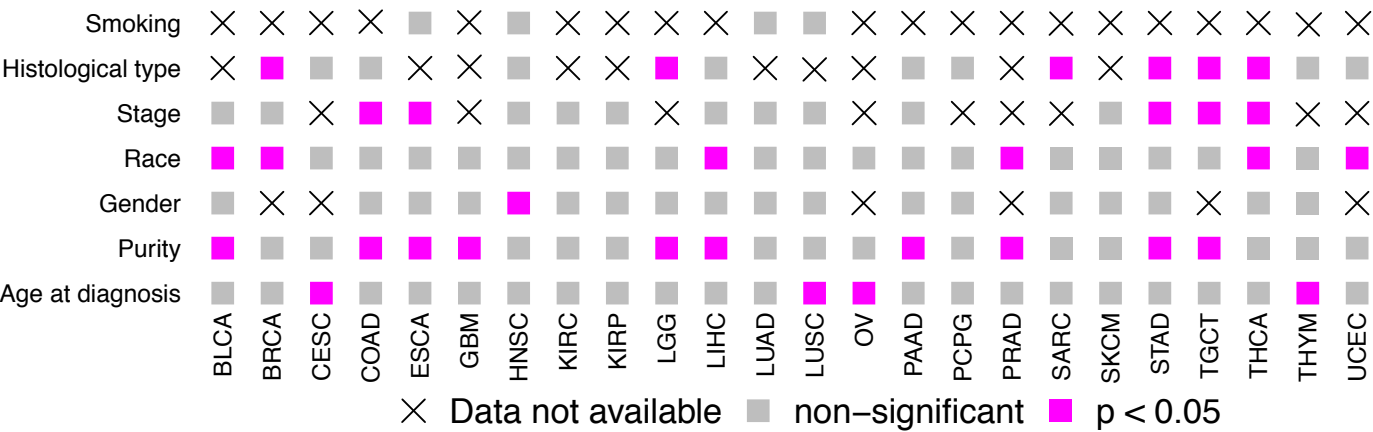

**Supplementary Fig. 1** Confounding factors between autophagy score-high and autophagy score-low groups. Potential confounding factors across 24 cancer types. Heatmap shows p-values (two-sided t-test for continuous variables, including age at diagnosis and tumor purity, and chi-squared test for discrete variables, including gender ,race, pathologic stage, histological type, and smoking history) with significance (p < 0.05, red). Features marked as X indicate data not available. The exact p values are provided in Source Data file.

### Supplementary Fig. 2

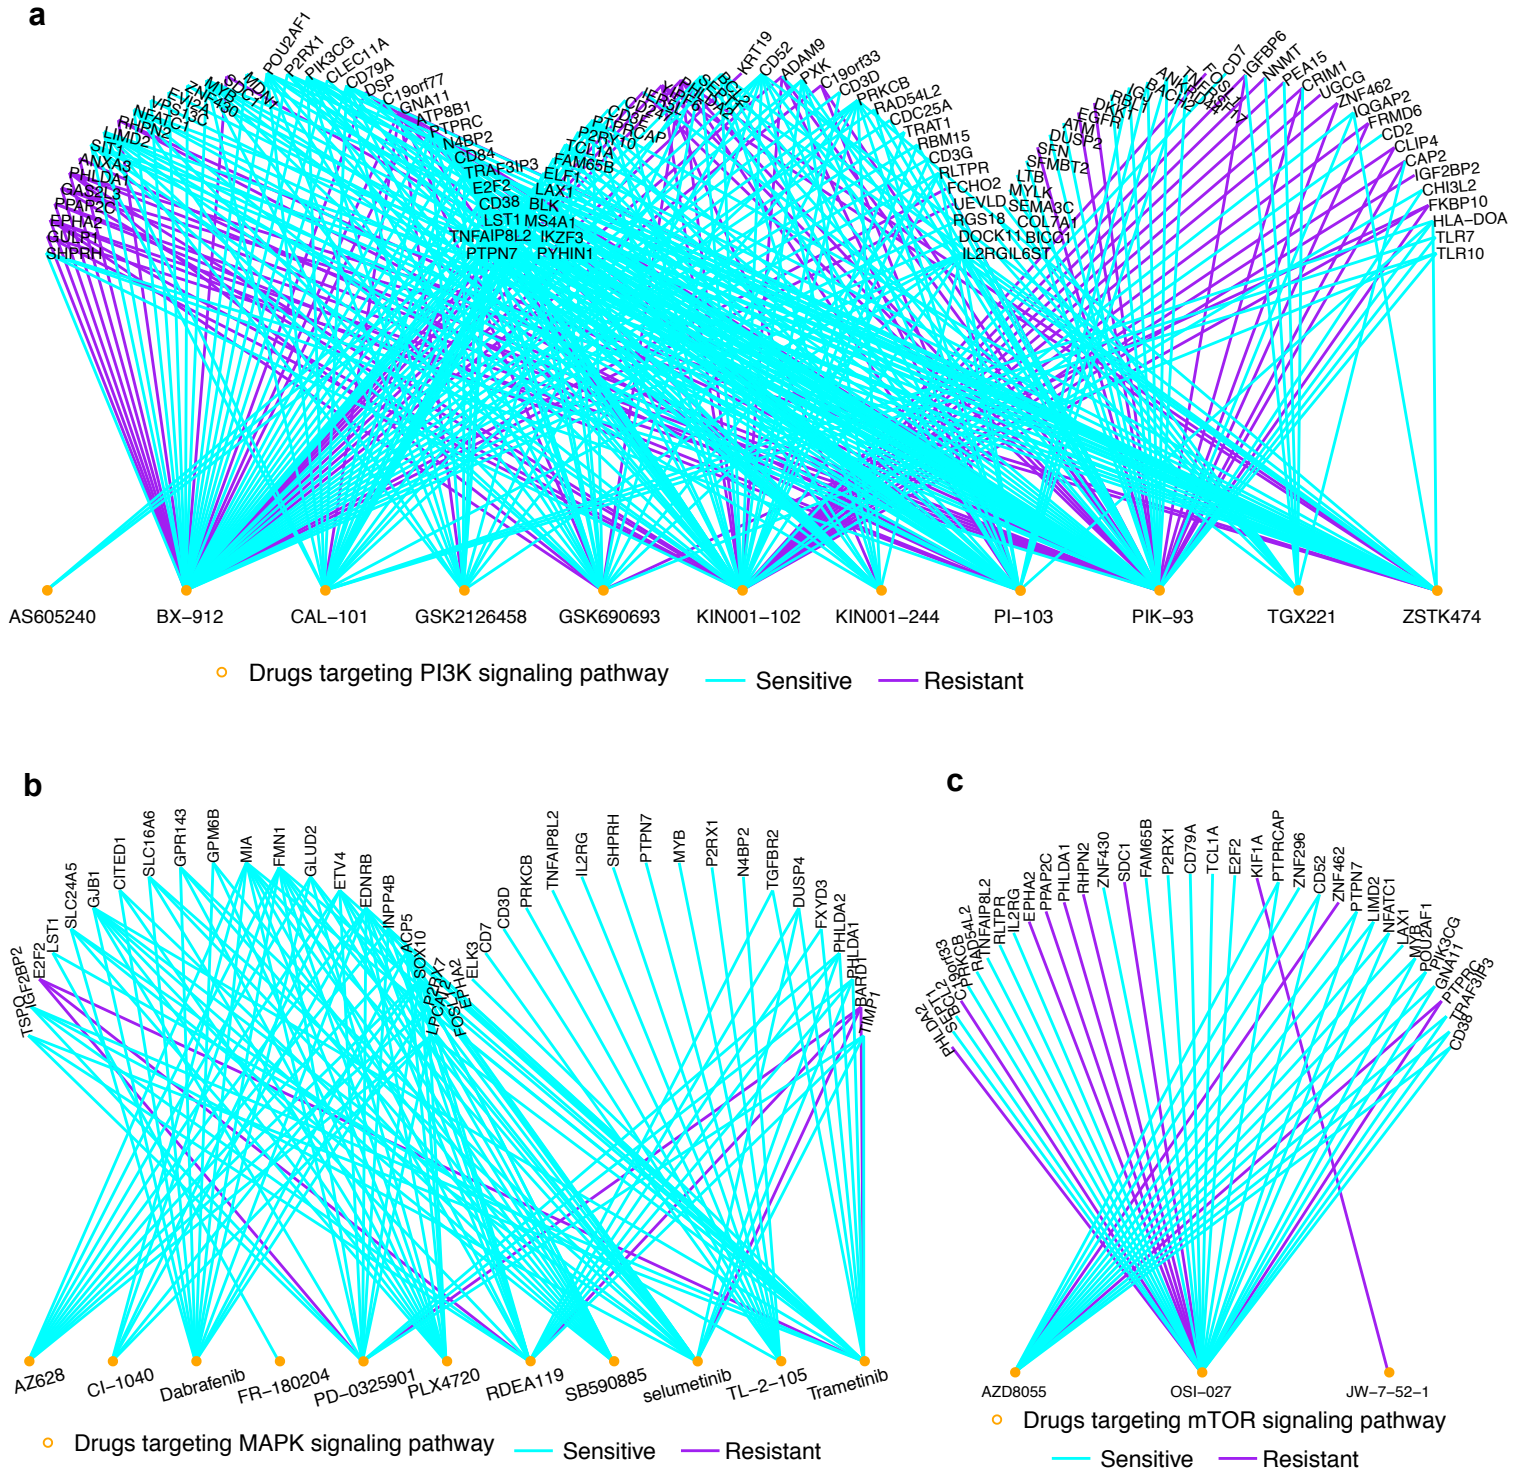

**Supplementary Fig. 2** Expression of significantly altered mRNAs and their associations with drugs. (a) Associations between anti-cancer drugs from GDSC and expression of genes in PI3K signaling pathway. Orange dots denote drugs; cyan lines indicate sensitivity; purple lines indicate resistance. (b) Associations between anti-cancer drugs from GDSC and expression of genes in MAPK signaling pathway. Orange dots denote drugs; cyan lines indicate sensitivity ; purple lines indicate resistance. (c) Associations between anti-cancer drugs from GDSC and expression of genes in mTOR signaling pathway. Orange dots denote drugs; cyan lines indicate sensitivity; purple lines indicate resistance.

Supplementary Fig. 3

a

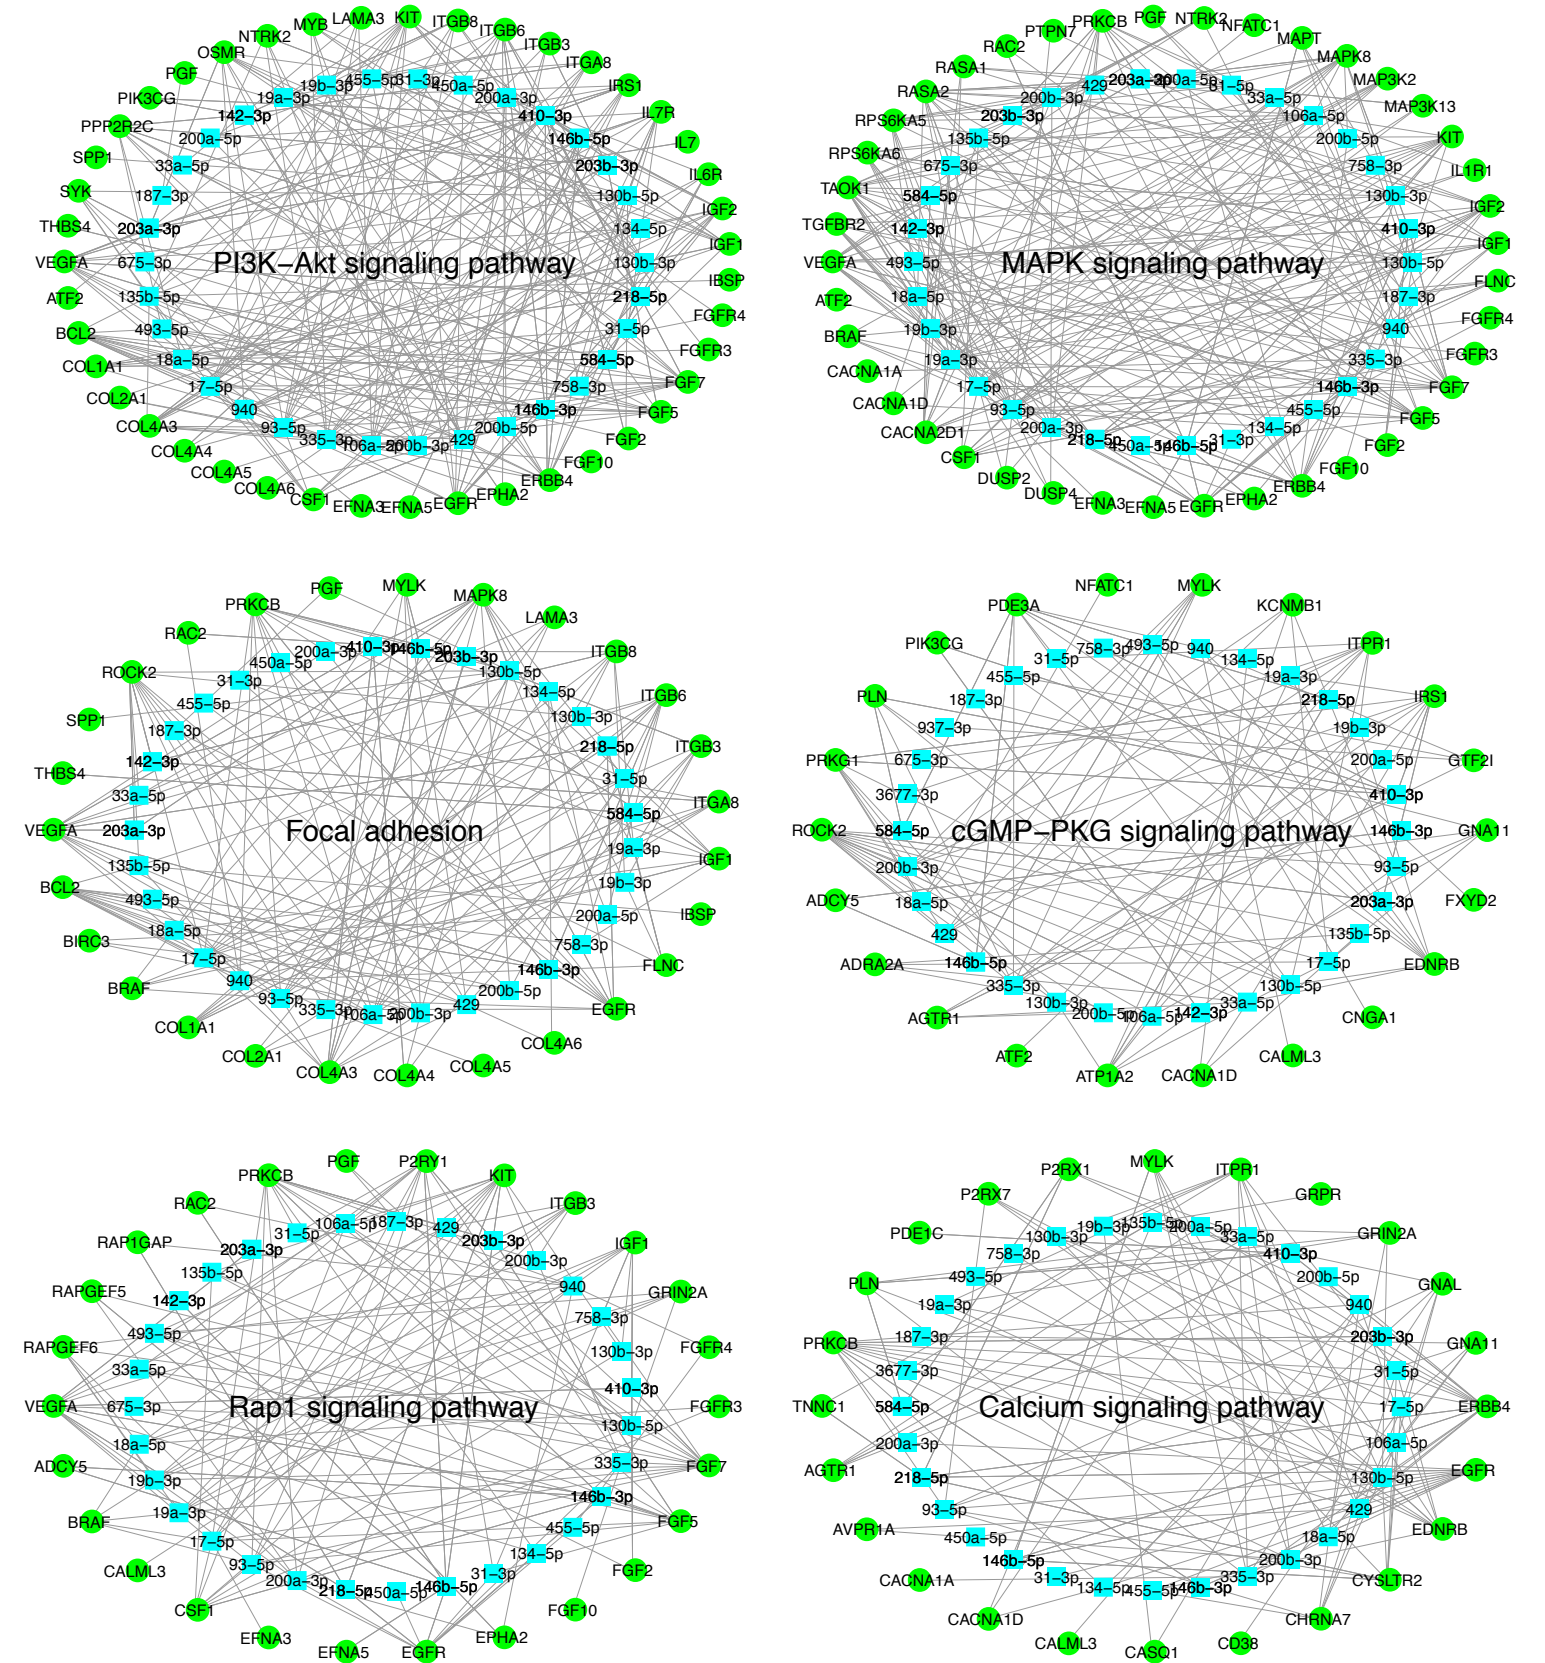

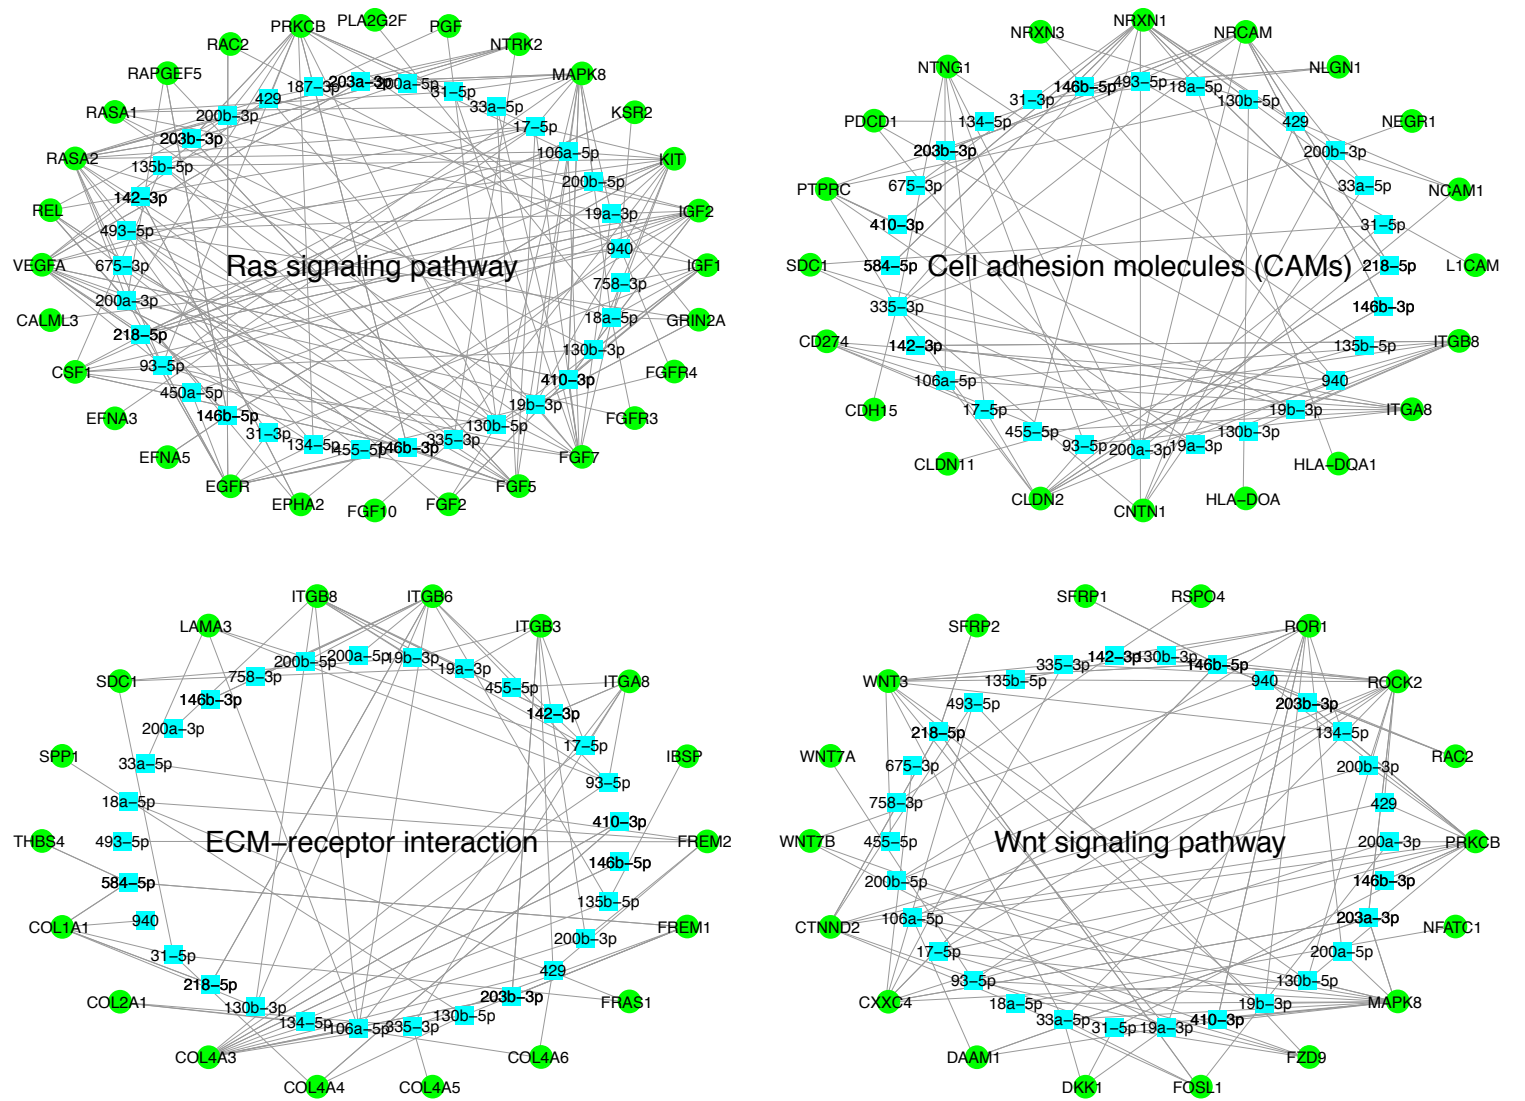

**b**

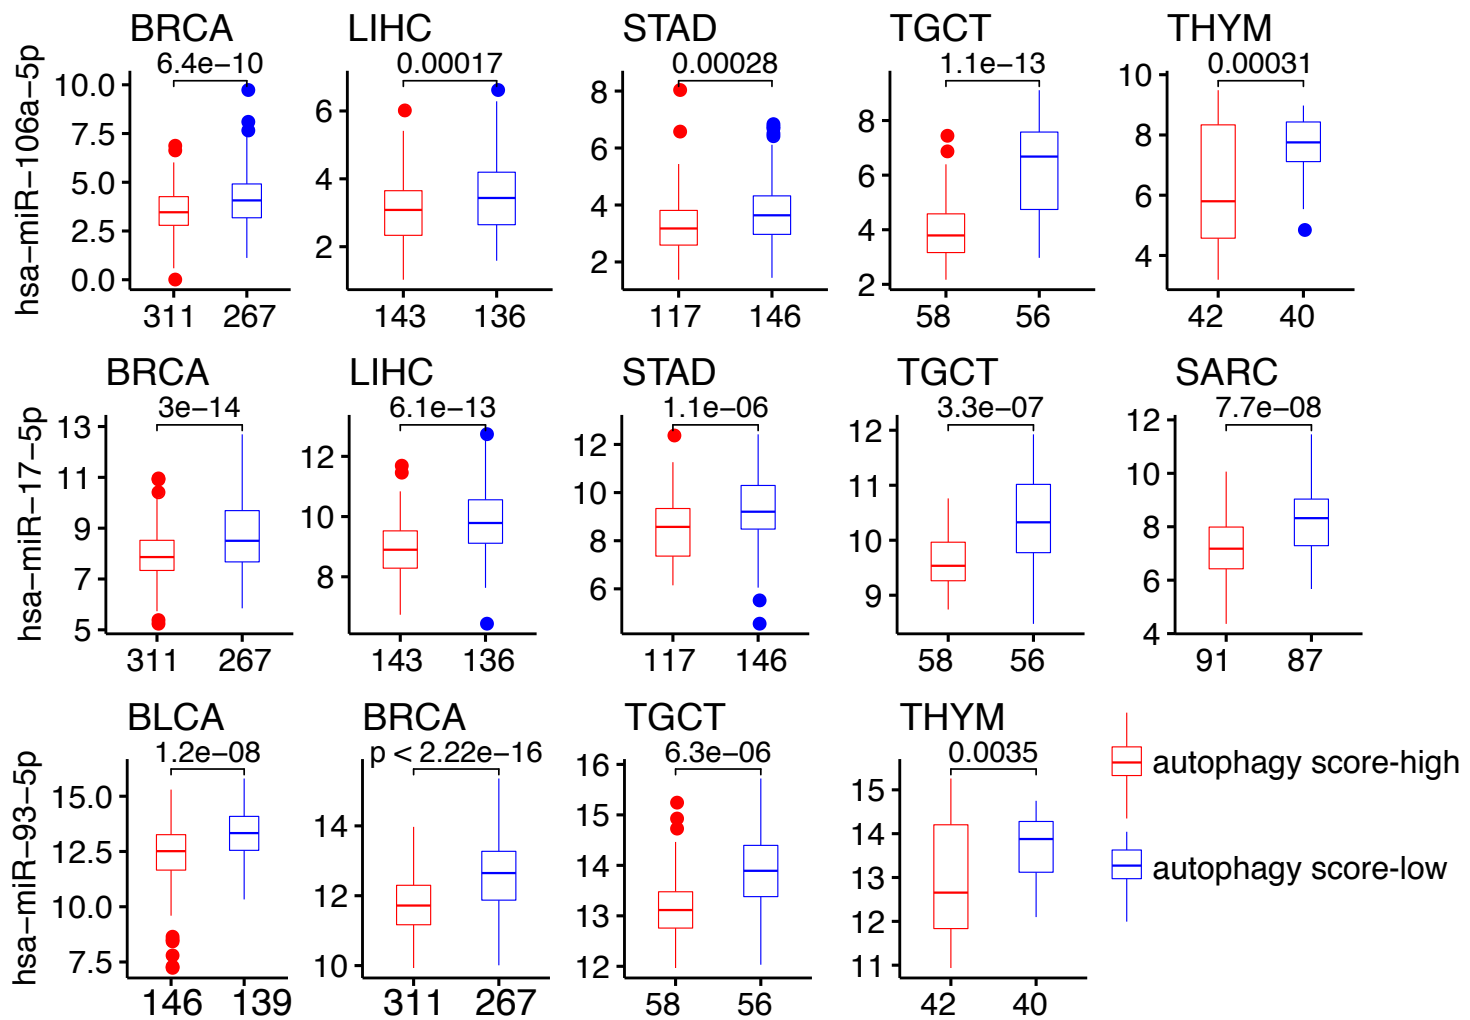

C

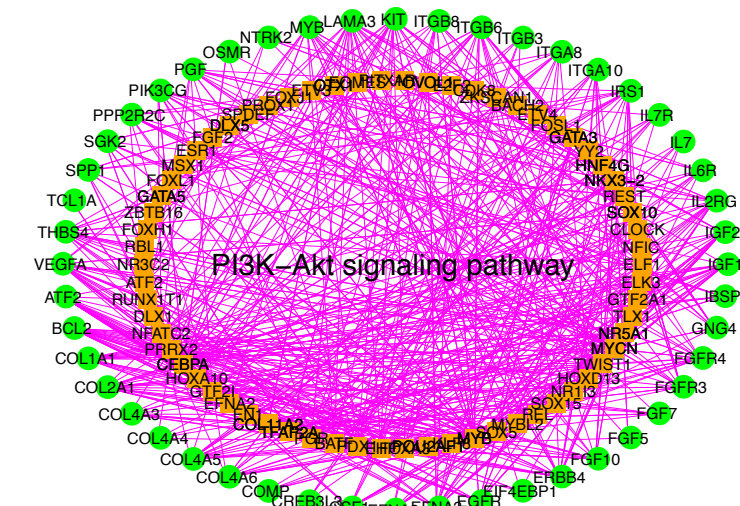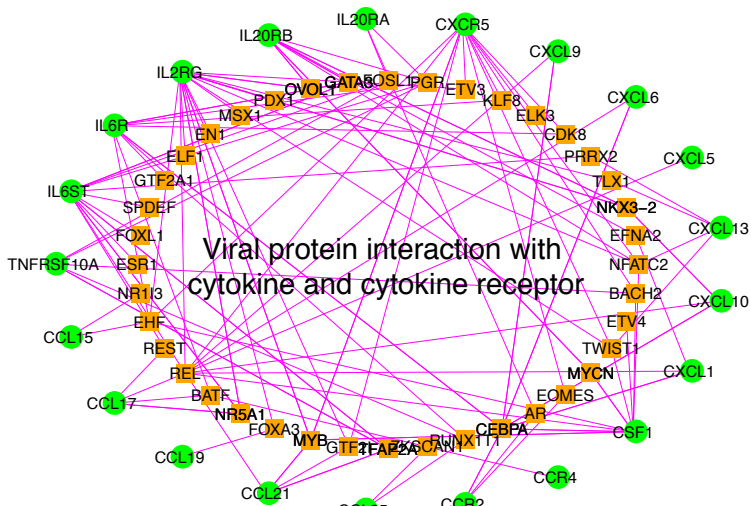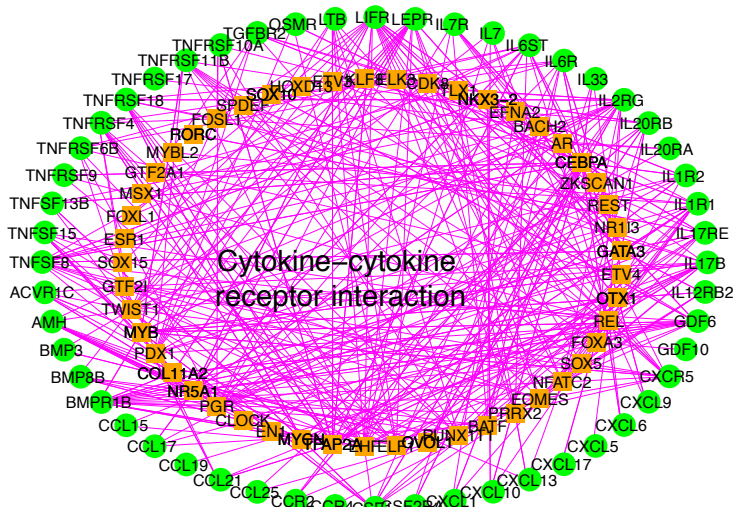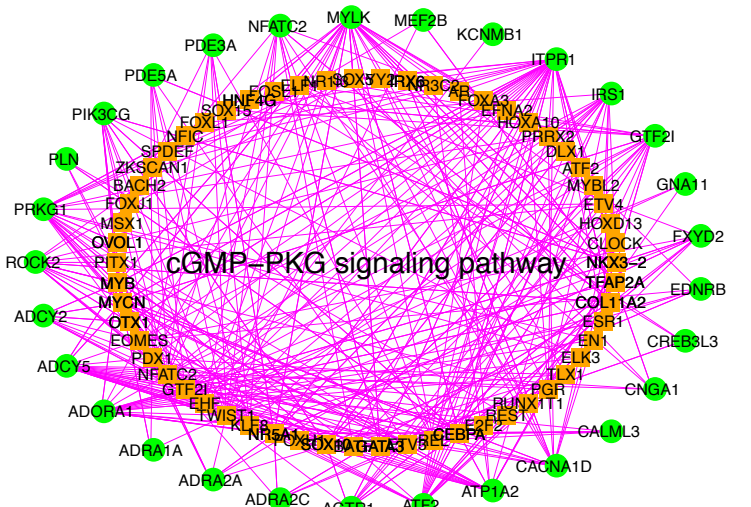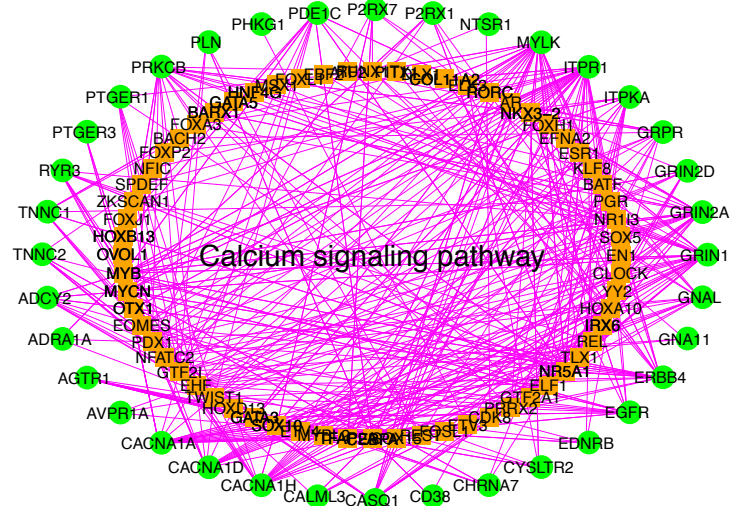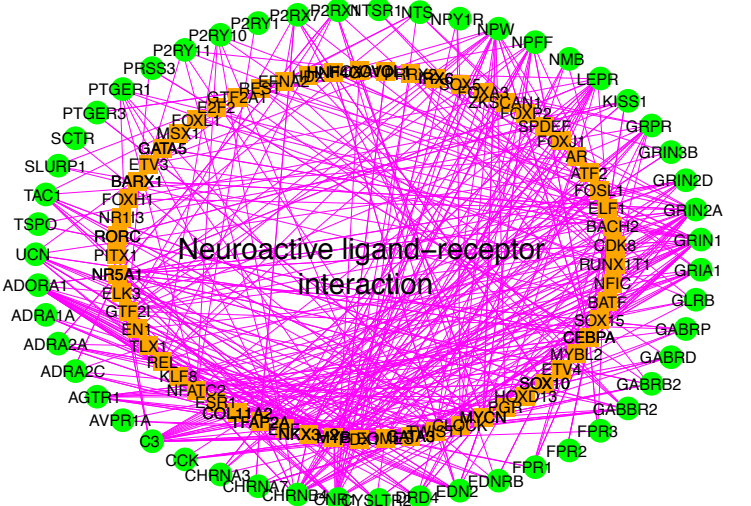

Supplementary Fig. 4

The number of drugs

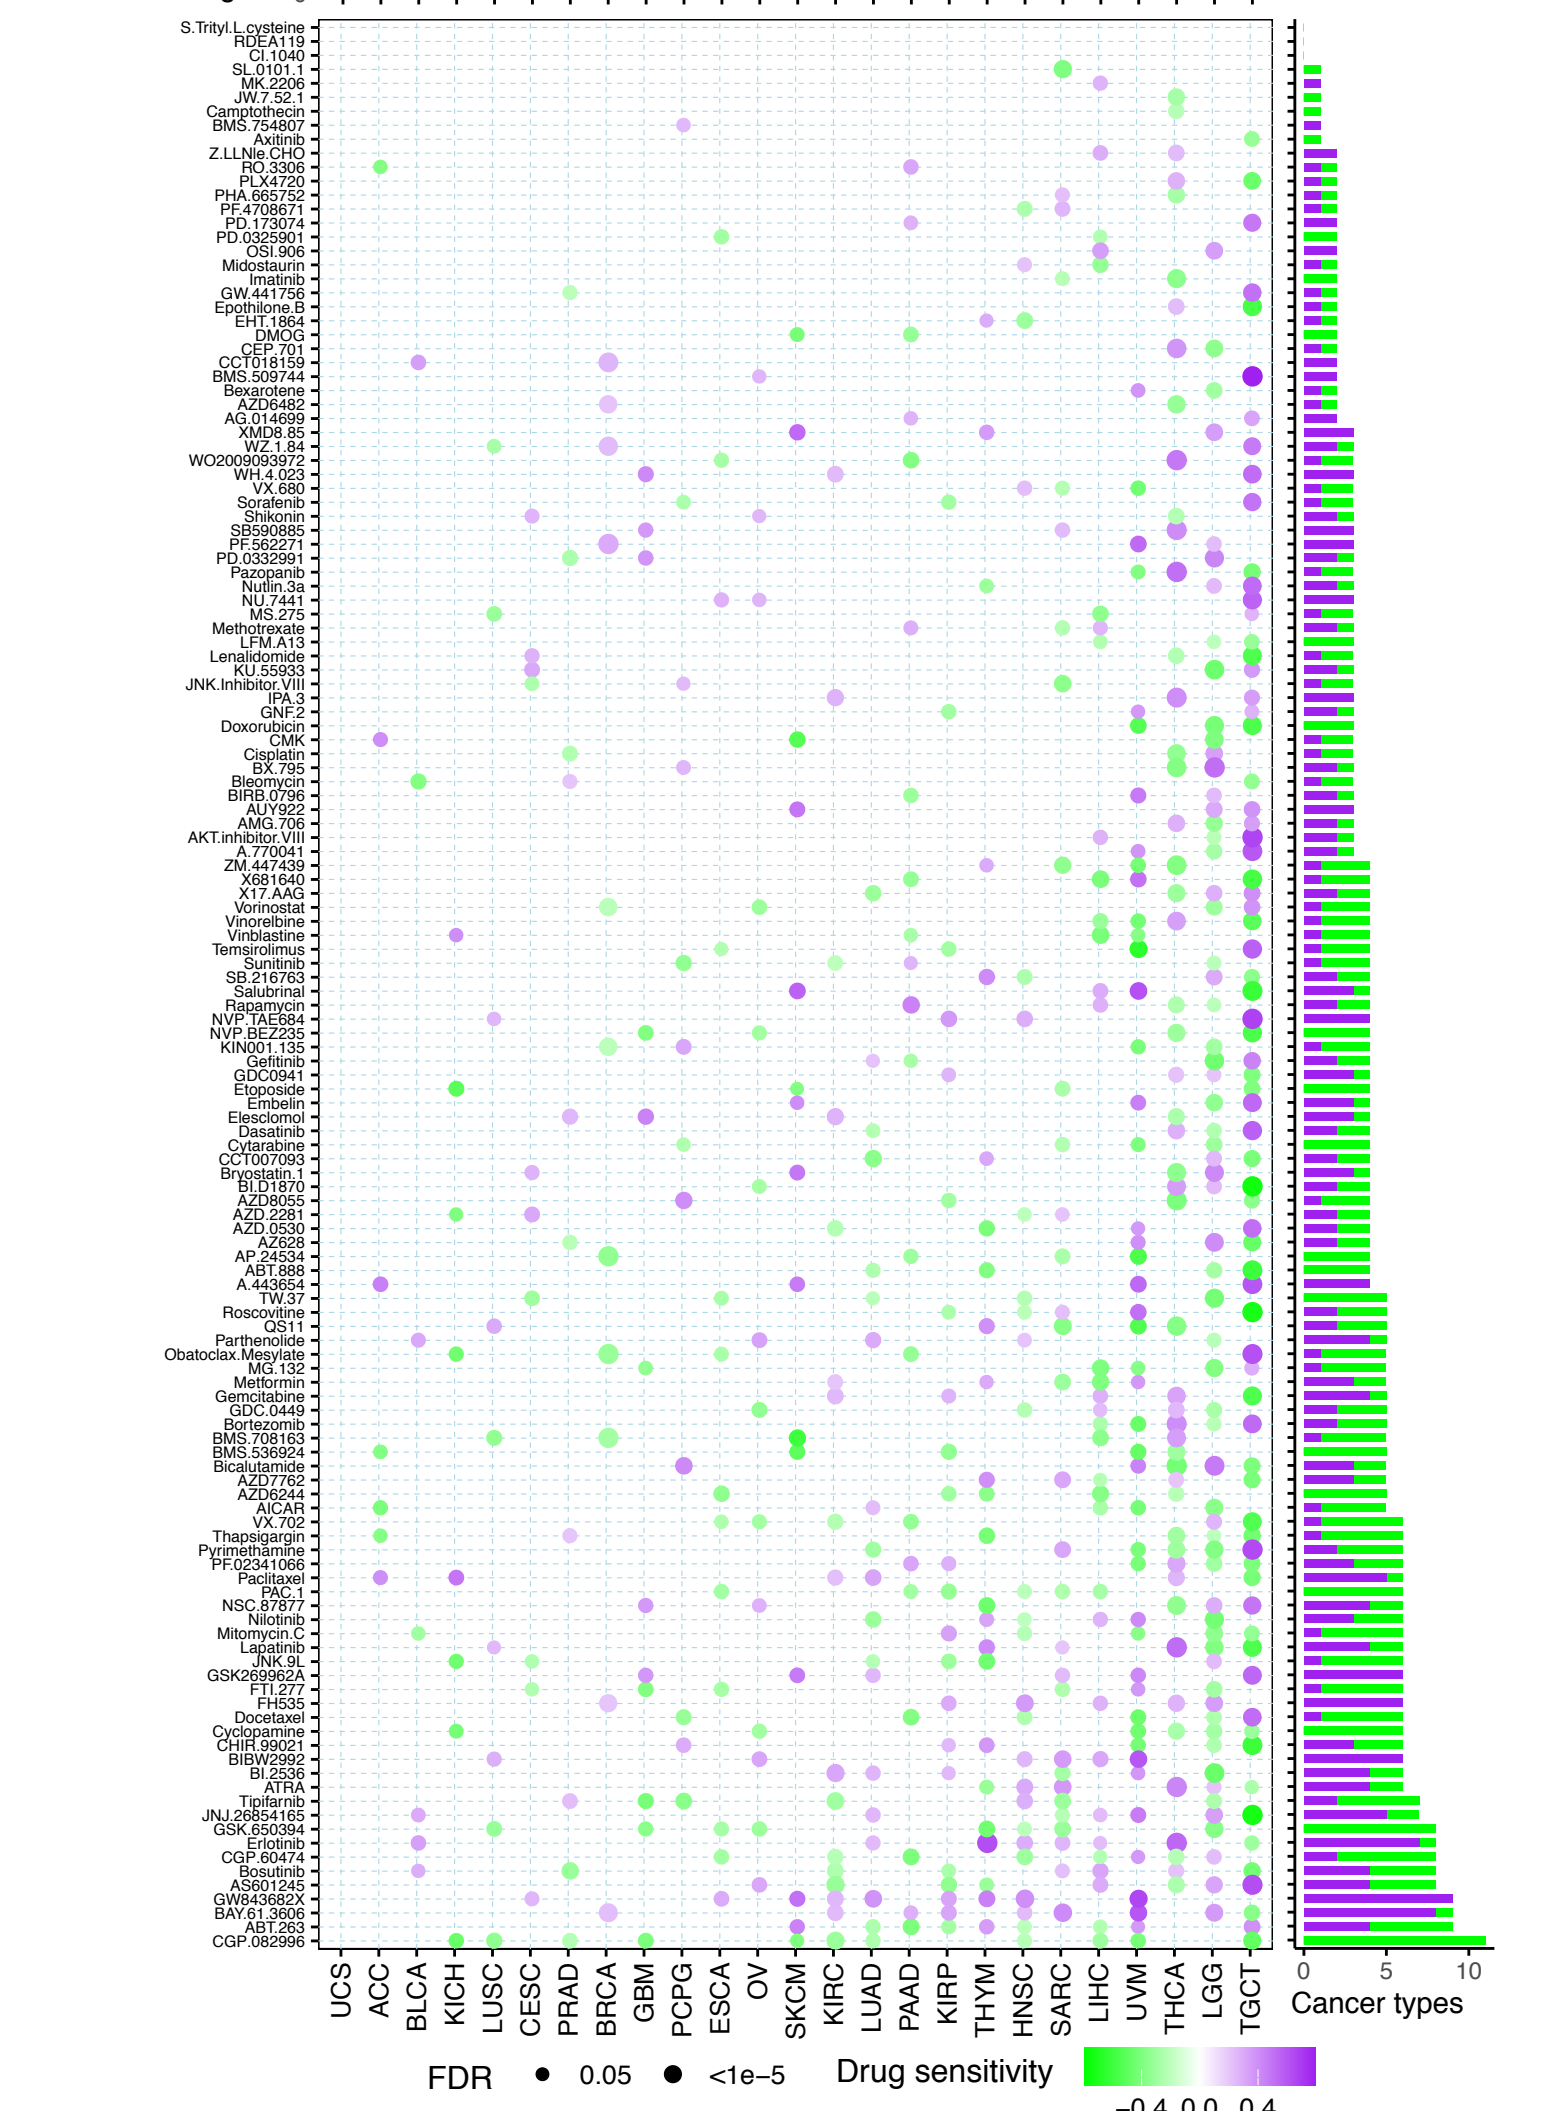

**Supplementary Fig. 4** Landscape of drug response across multiple cancer types. Spearman correlation between autophagy scores and imputed data for response of TCGA tumor samples to 138 drugs. Purple dots denote a positive correlation (drug resistance); green dots denote a negative correlation (drug sensitivity). The Benjamini & Hochberg method was used for multiple hypothesis testing.

Supplementary Fig. 5

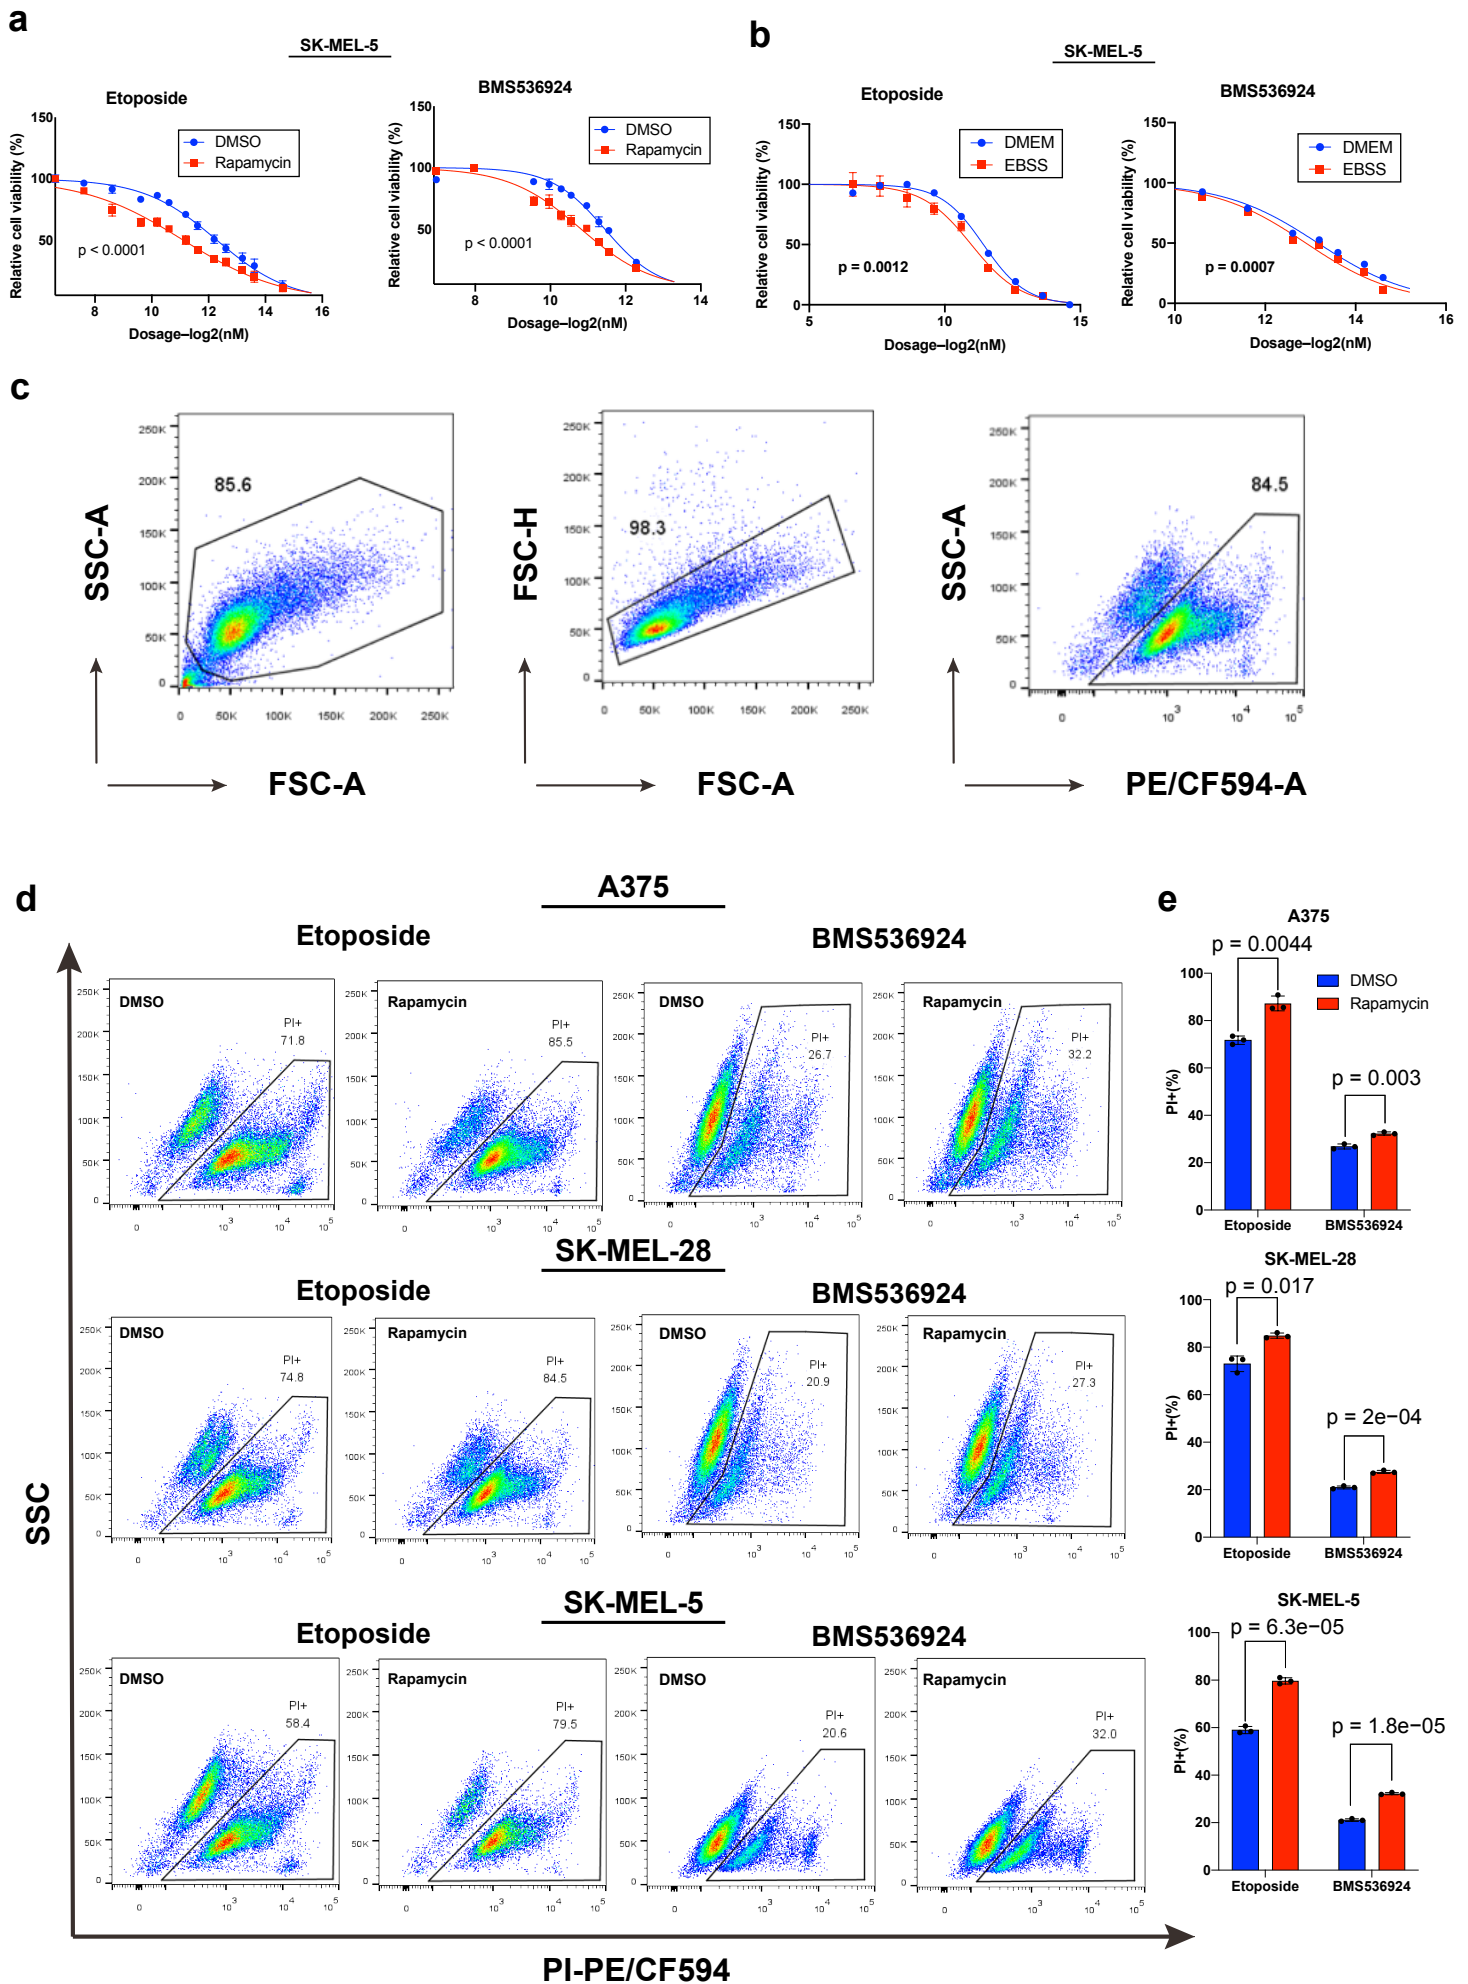

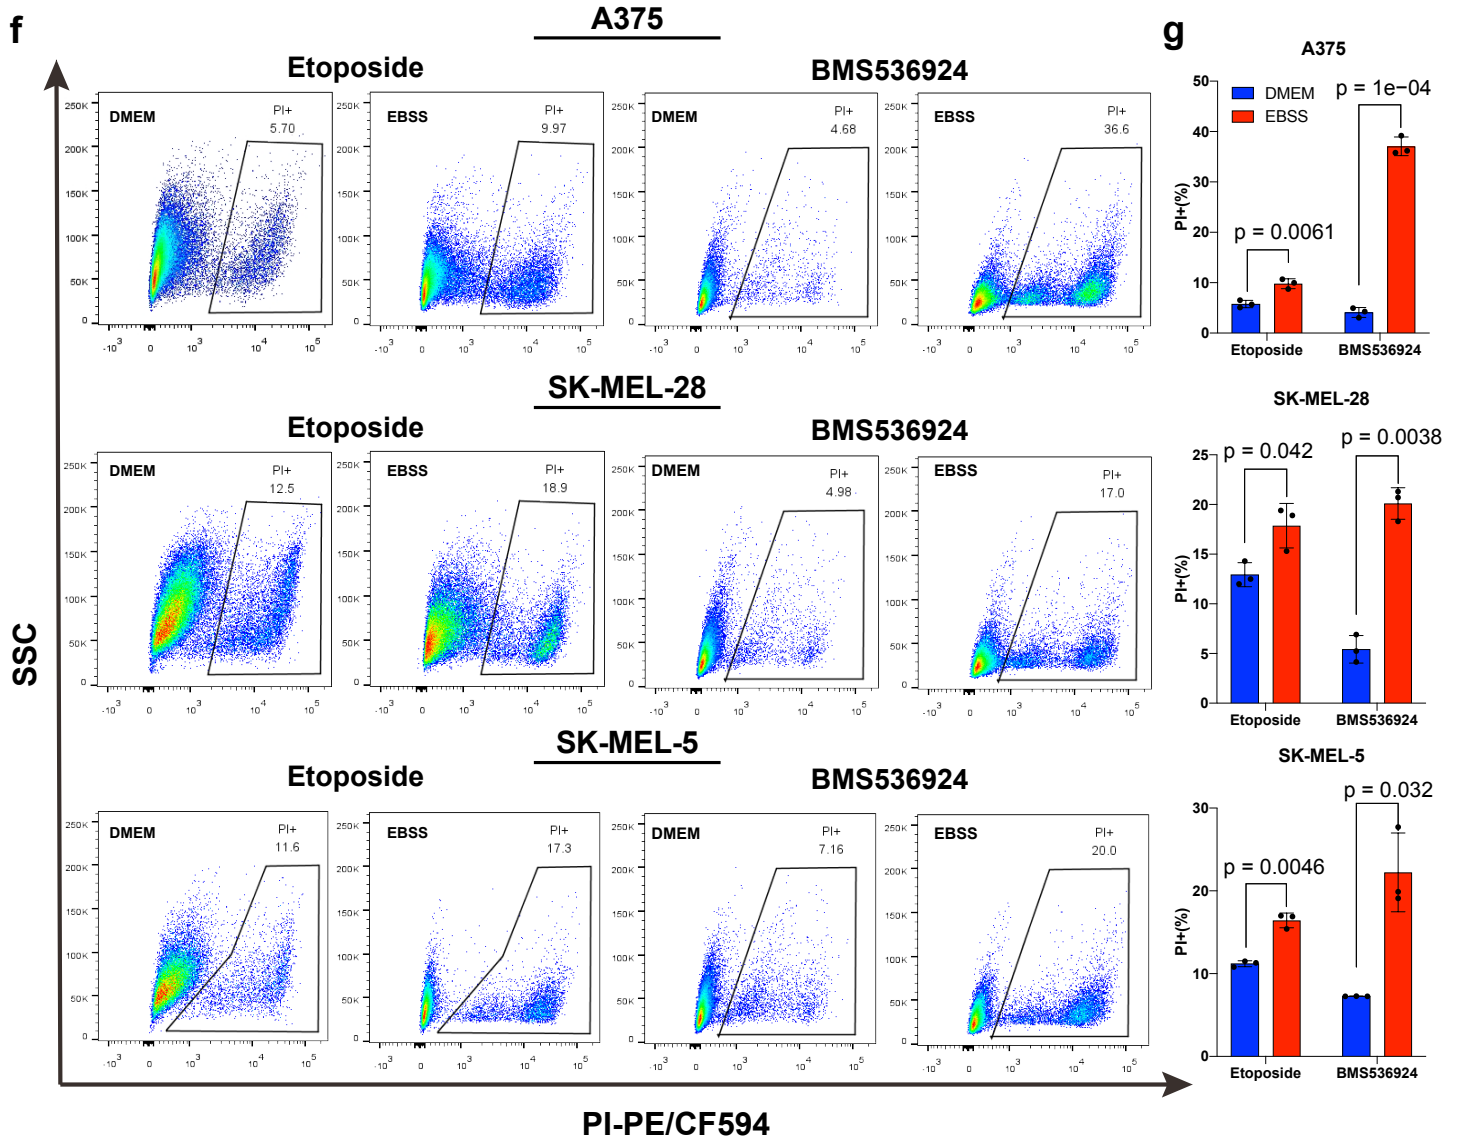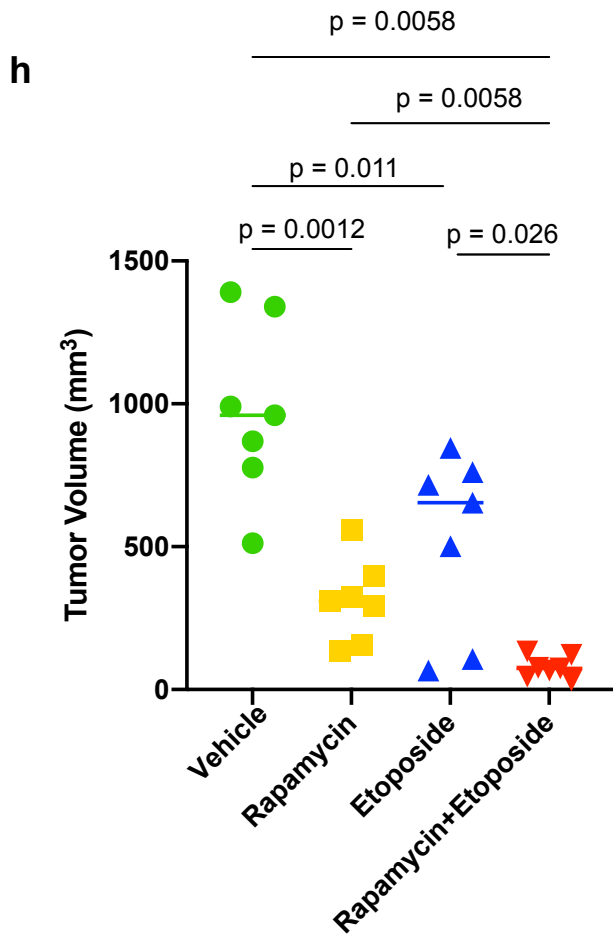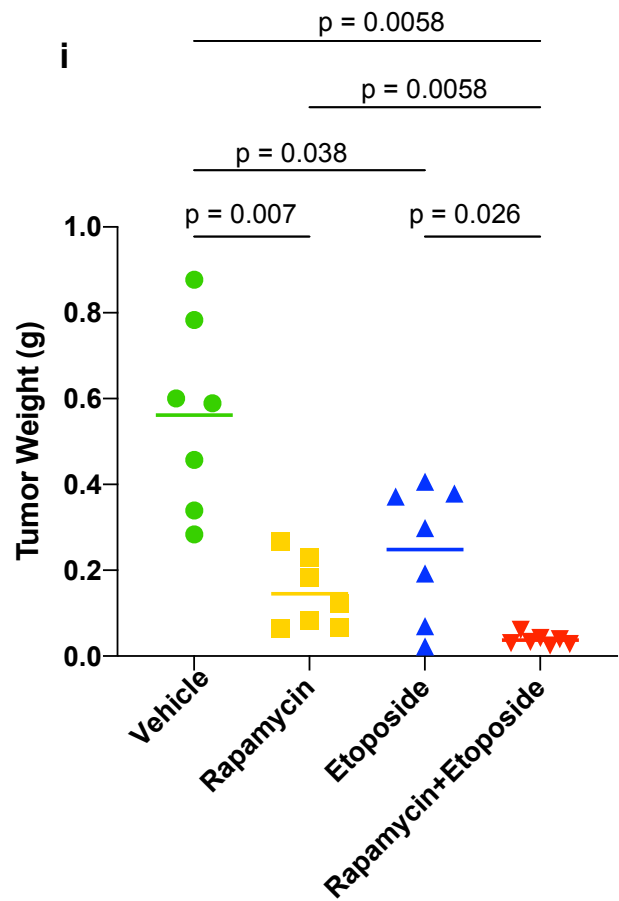

**Supplementary Fig. 5** Characterization of autophagy sensitizing drug response in vitro and in vivo. (a) Dose-response curves for the mean value of cell viability of etoposide and BMS536924 in rapamycin-induced and non-induced conditions in the melanoma cell line SK-MEL-5. Cell viability was normalized to the level of cells treated with DMSO. Error bars indicate the mean  $\pm$  SD. The drug screen data of different groups (n = 4) were fitted and compared by sigmoidal dose-response curves. (b) Dose-response curves for the mean value of cell viability of etoposide and BMS536924 in starvation-induced and non-induced conditions in the melanoma cell line SK-MEL-5. DMEM: Dulbecco's Modified Eagle Medium for control. EBSS: Earle's Balanced Salt Solution for starvation. Cell viability was normalized to the level of cells treated with DMSO. Error bars indicate the mean  $\pm$  SD. The drug screen data of different groups (n = 4) were fitted and compared by sigmoidal dose-response curves. (c) Gating strategies for flow cytometric analysis of melanoma cells for propidium iodide (PI) expression. Cell death was quantified by the percentage of PI positive staining cells detected by flow cytometric analysis. (d & f) Representative cell death plots of melanoma cell lines (A375, SK-MEL-28, SK-MEL-5) treated with etoposide and BMS536924 in rapamycin-induced (d) and starvation-induced (f), and non-induced conditions. (e & g) Statistical data of the cell death in the (d, f) groups (n = 3) were analyzed by two-sided Student's t test. Data were presented as mean  $\pm$  SD. (h & i) The tumor volume (h) or tumor weight (i) of mice as a function of time (n = 7/group). The difference in multiple groups was estimated by one-way ANOVA analysis. \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001; \*\*\*\*P < 0.0001; ns is not significant.

Supplementary Fig. 6

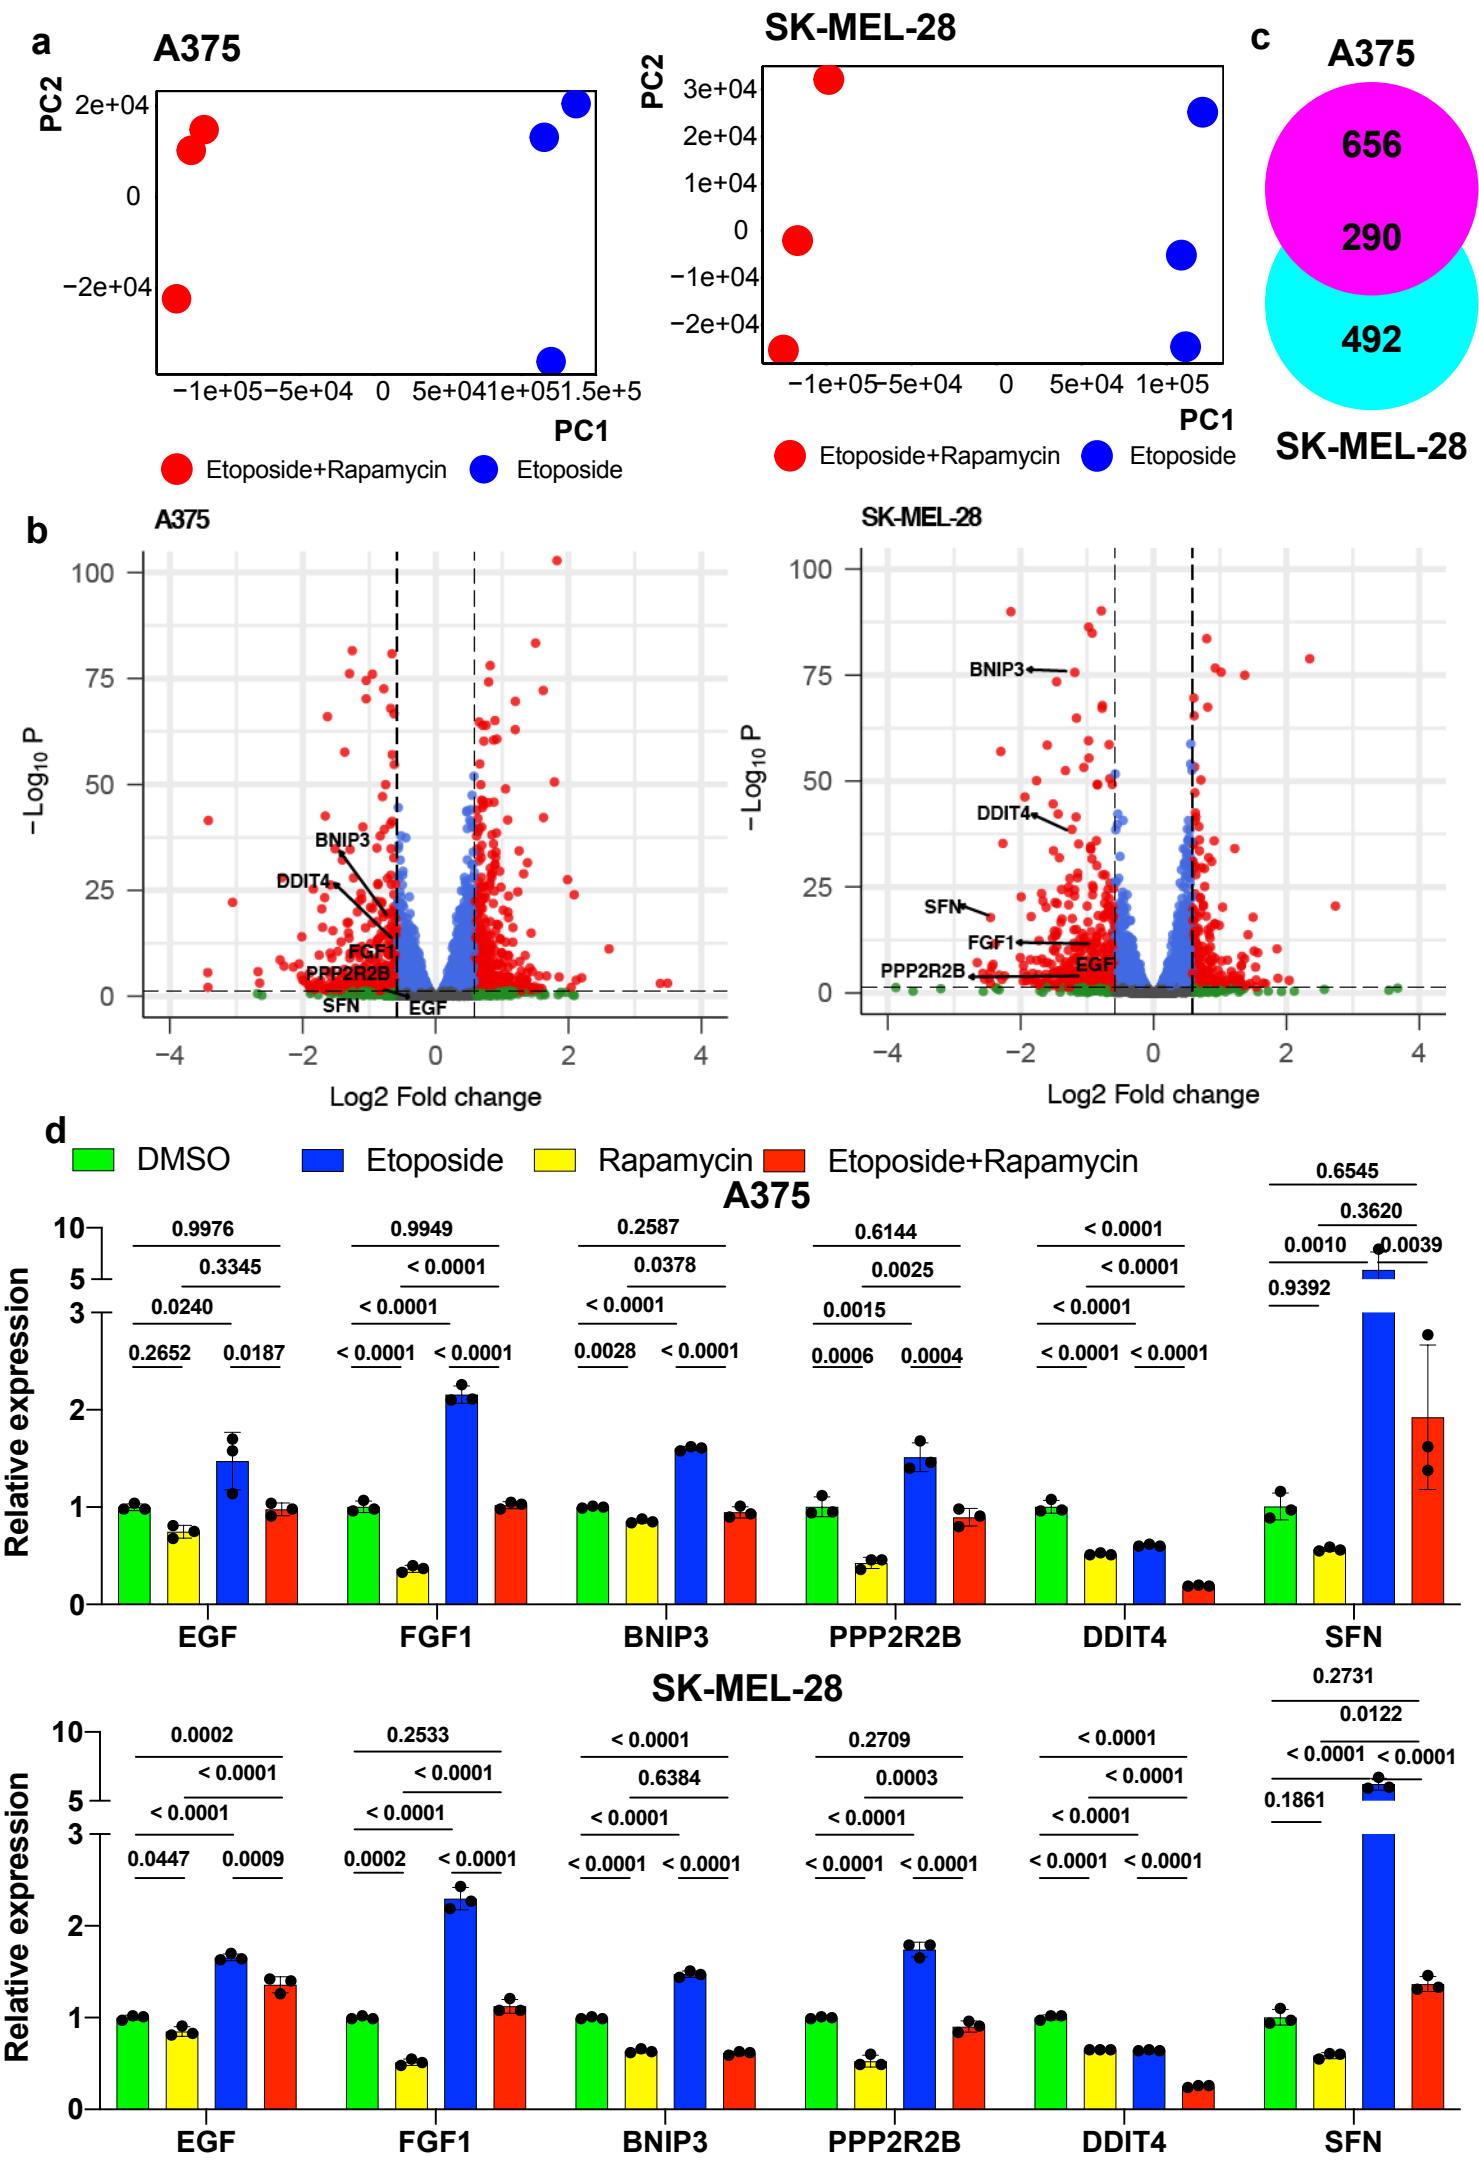

**Supplementary Fig. 6** Analysis of autophagy sensitizing drug response. (a) PCA analysis of RNA-seq data from two groups in A375 and SK-MEL-28. (b) Volcano plot of differentially expressed genes for etoposide + rapamycin vs. etoposide in A375 and SK-MEL-28. (c) The venn plot of differentially expressed genes of etoposide + rapamycin vs. etoposide in A375 and -SK-MEL-28. (d) Relative expression of EGF, FGF1, BINP3, PPP2R2B, SFN and DDIT4 in four groups (n = 3) of A375 and SK-MEL-28 by RT-PCR. Data was presented as means  $\pm$  SD. The difference in multiple groups was estimated by one-way ANOVA analysis. \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001; \*\*\*\*P < 0.0001; ns is not significant.

Supplementary Fig. 7

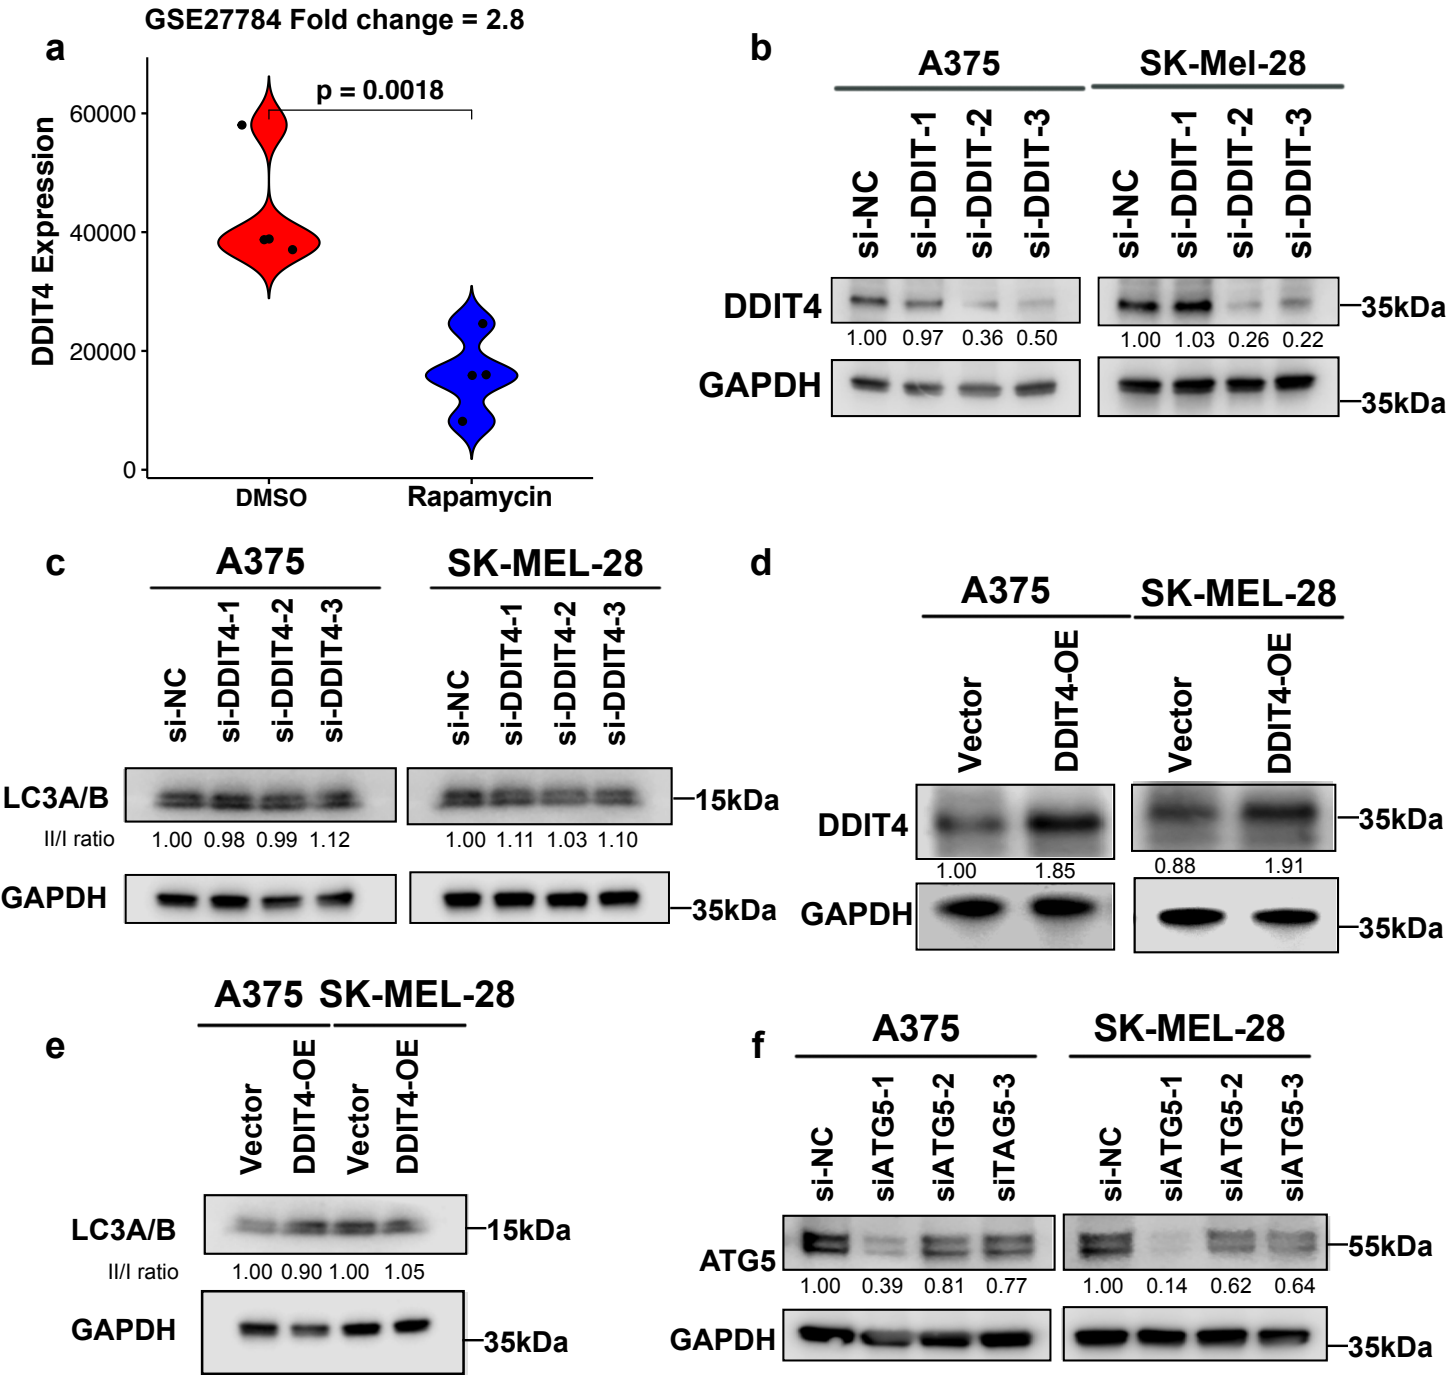

**Supplementary Fig. 7** Expression of DDIT4 and the efficiency and specificity of DDIT4 siRNAs or DDIT4-OE lentivirus and ATG5 siRNAs in vitro. (a) The expression difference of DDIT4 between the DMSO group and the rapamycin group based on the public dataset, GSE27784. Two-sided student's t test was used for estimation of difference in two groups. (b) The western blot of DDIT4 in A375 and SK-MEL-28 cells transfected with si-NC or DDIT4 siRNAs. DDIT4 band intensities normalized to si-NC are displayed below the blots. (c) The autophagy status of A375 and SK-MEL-28 cells transfected with si-NC or DDIT4 siRNAs. The ratios of band intensities for the LC3-II/LC3-I normalized to si-NC are displayed below the blots. (d) The western blot of DDIT4 in A375 and SK-MEL-28 cells transfected with vector or DDIT4-OE lentivirus. DDIT4 band intensities normalized to Vector are displayed below the blots. (e) Western blot of autophagy markers in A375 and SK-MEL-28 cells transfected with vector or DDIT4-OE lentivirus. The ratios of band intensities for the LC3-II/LC3-I normalized to Vector are displayed below the blots. (f) The western blot of ATG5 in A375 and SK-MEL-28 cells transfected with si-NC or ATG5 siRNAs. ATG5 band intensities normalized to si-NC are displayed below the blots. (b-f) See Supplementary Fig. 8 for uncropped data. Similar results were observed in 3 (Supplementary Fig. 7b), 2 (Supplementary Fig. 7c), 3 (Supplementary Fig. 7d), 2 (Supplementary Fig. 7e), 3 (Supplementary Fig. 7f) independent experiments, respectively.

Supplementary Fig. 8

Fig. 7c

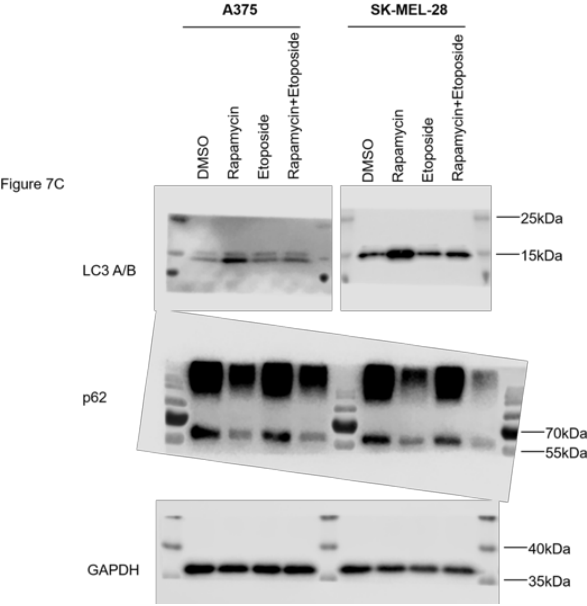

Fig. 7g

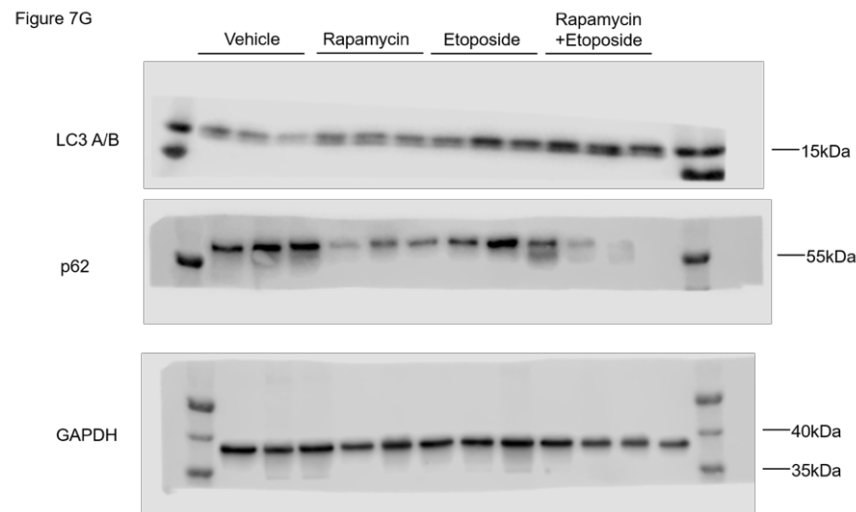

Fig. 8c

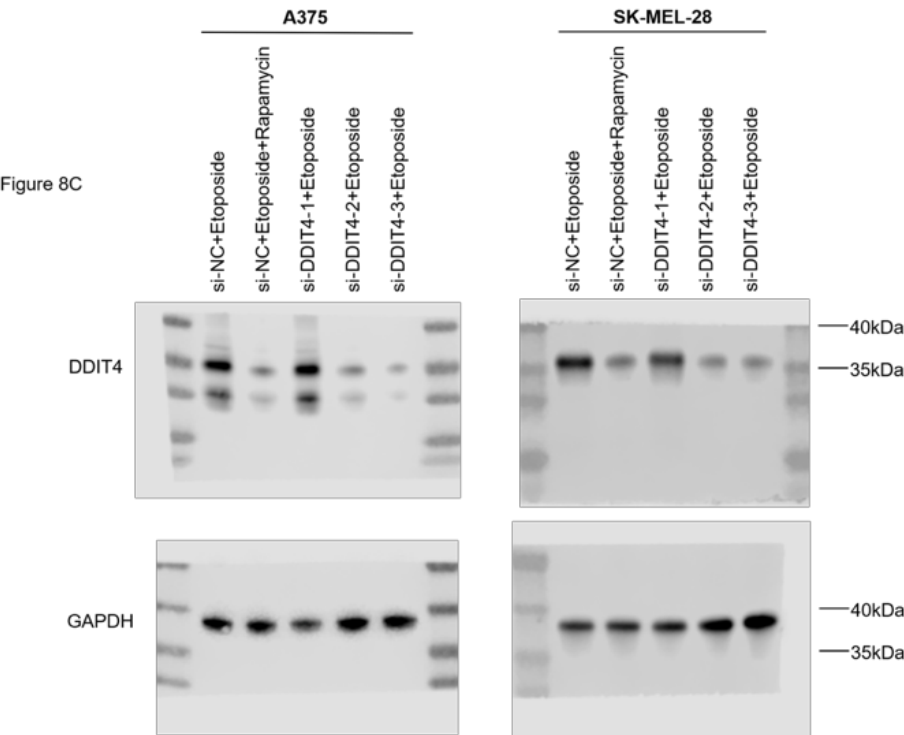

Fig. 8e

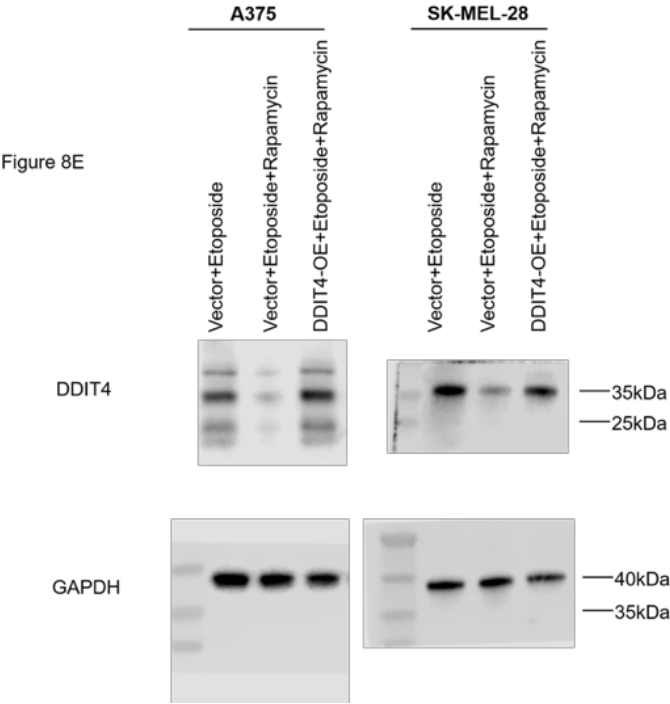

Fig. 8h

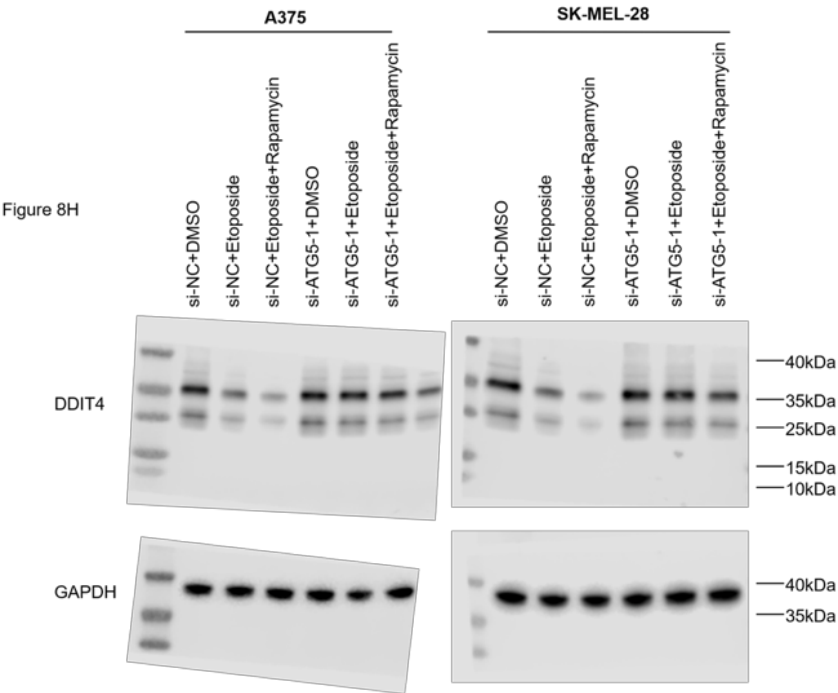

Supplementary Fig. 7b

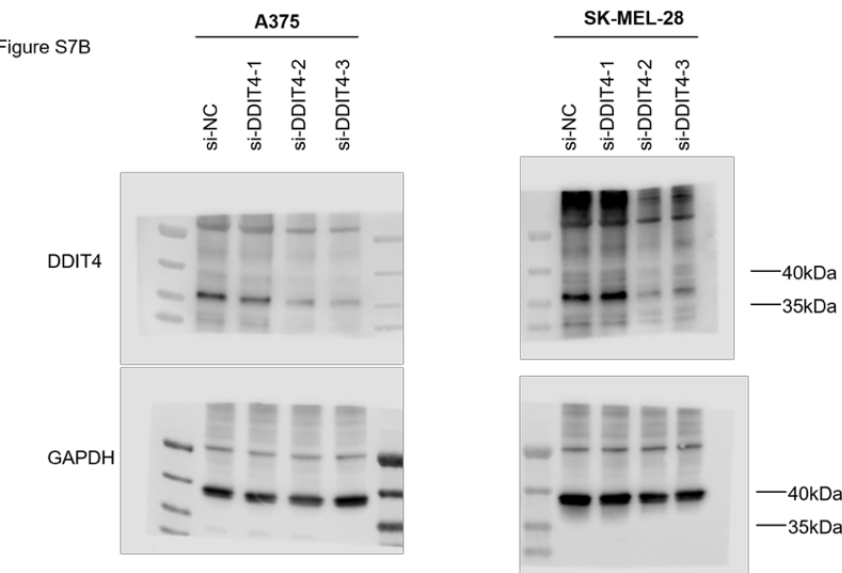

Supplementary Fig. 7c

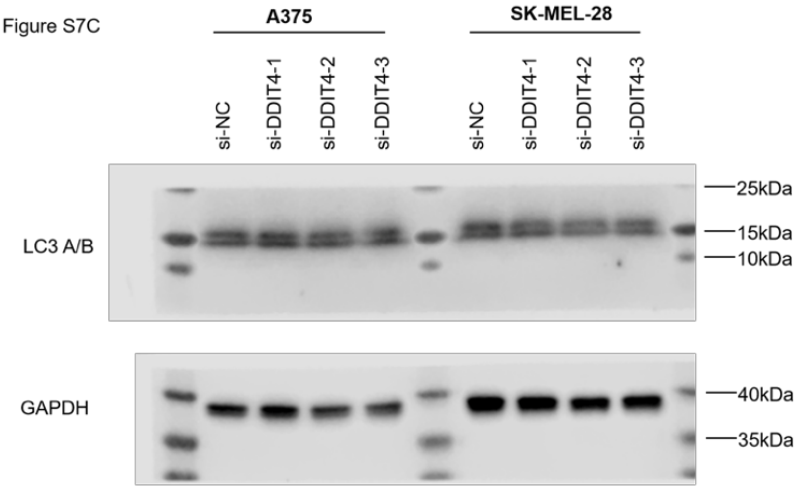

Supplementary Fig. 7d

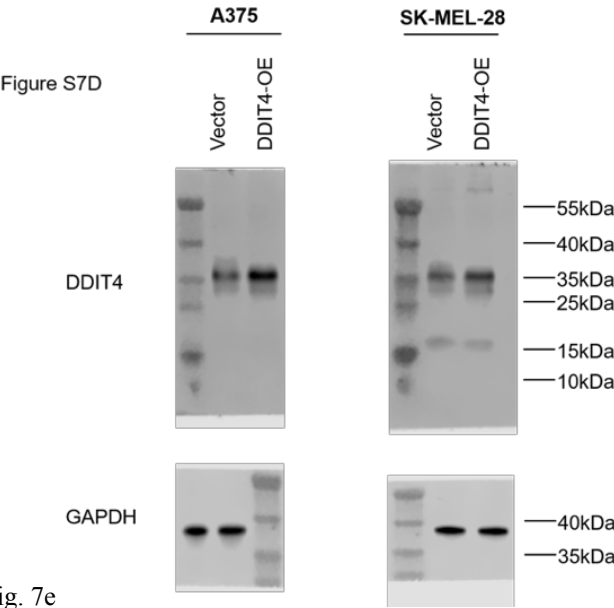

Supplementary Fig. 7e

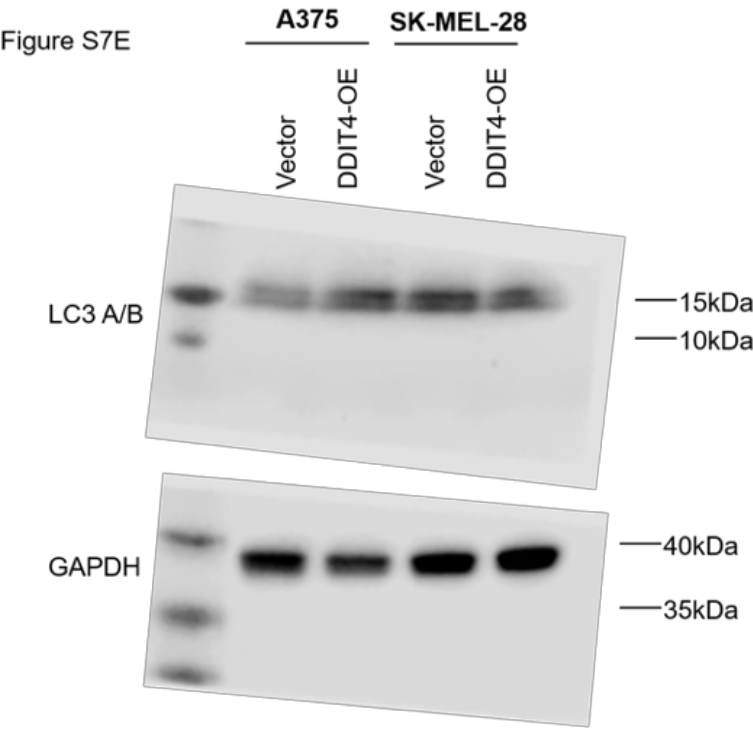

Supplementary Fig. 7f

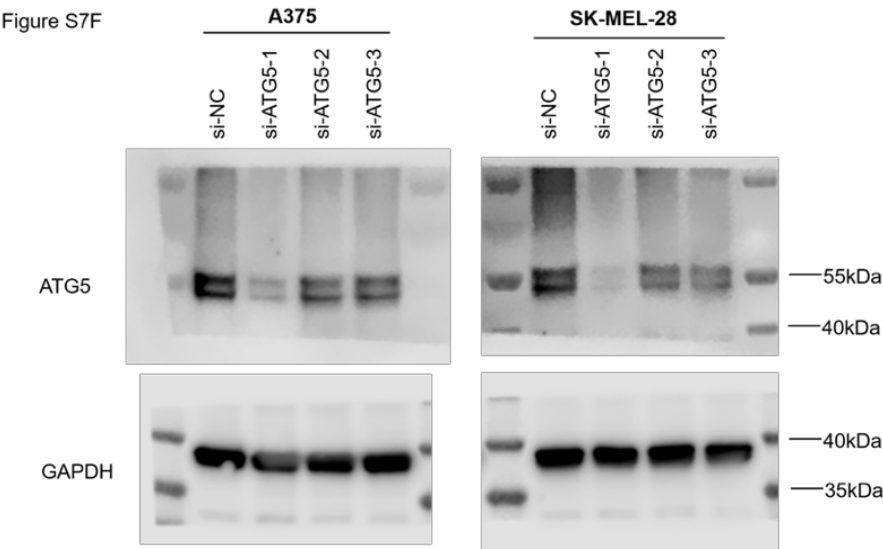

**Supplement:** Supplementary file 1 — Supplementary information

# Supplementary material for: Multi-omics characterization of autophagy-related molecular features for therapeutic targeting of autophagy
**Source:** Nat Commun. 2022 Oct 26;13:6345. doi: 10.1038/s41467-022-33946-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Detailed information of the autophagy-associated 37-gene set.

File Name: Supplementary Data 2

Description: KEGG pathways with more than 10 significantly altered genes enriched in at least two cancer types. Enrichment of KEGG pathways was evaluated with 'clusterProfile' package.

File Name: Supplementary Data 3

Description: miRNA-target regulatory network and enriched pathways. Enrichment of KEGG pathways was evaluated with 'clusterProfile' package.

File Name: Supplementary Data 4

Description: TF-target regulatory network and enriched pathways. Enrichment of KEGG pathways was evaluated with 'clusterProfile' package.

File Name: Supplementary Data 5

Description: Sample information of RNA-seq.

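Supplementary Data 5 gives the raw reads, the clean reads left after quality filtering and the share of bases with a quality score of at least 20 for the 12 libraries. Clean reads ranged from 19412266 to 22187307 per library. Rows with a count of 2 (31043 over the 12 libraries) outnumbered rows with a count of 1 (28382), in 12 of 12 libraries, whereas the number of rows in a count table usually falls from 1 to 2. How coverage was turned into counts is not stated in the methods.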

File Name: Supplementary Data 6

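Supplementary Data 6 lists, for each gene and cell line, the mean normalized count, the log2 fold change, the p-value, the adjusted p and the value of each library. Run with DESeq2 on the deposited counts, the number of differentially expressed genes in A375 was 946, that of differentially expressed genes in SK-MEL-28 was 782, and that of overlapping differentially expressed genes was 290. Of these 290 genes, 98 were higher and 191 lower in both cell lines, and UCKL1-AS1 was higher in A375 and lower in SK-MEL-28.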

Description: The overlapping differentially expressed genes of in etoposide + rapamycin vs. etoposide A375 and SK-MEL-28. The significance (p value) of differentially expressed genes was evaluated with 'DESeq2' package.

File Name: Supplementary Data 7

Description: The enriched cancer pathways of overlapping differentially expressed genes in A375 and SK-MEL-28. 

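Supplementary Data 7 lists 6 KEGG pathways with the overlapping genes each one holds and an enrichment p-value. The paper's unadjusted p was 0.0240 for the PI3K-Akt signaling pathway and 0.122 to 0.502 for the other 5, and its adjusted p was 0.462 for the PI3K-Akt signaling pathway and up to 0.873 for the Ras signaling pathway. The 21 genes listed were called in both cell lines by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, some of them near a threshold. GRIN2B in A375, whose groups overlapped, had a log2 fold change of -0.81 (adjusted p = 0.0411; 0.0294 to 0.135 over the alternatives) and was not called without etoposide replicate 1 (adjusted p = 0.143) or 2 (0.0814) or etoposide + rapamycin replicate 1 (0.108) or 2 (0.140). COL4A4 in A375 had a log2 fold change of -0.96 (adjusted p = 0.0212; 0.0126 to 0.0789 over the alternatives) and was not called without etoposide replicate 2 (0.0976) or etoposide + rapamycin replicate 2 (0.0676) or 3 (0.0886). COL4A4 in SK-MEL-28 was not called without etoposide replicate 2 (0.0553). MCM5 in SK-MEL-28 and EEF2 in SK-MEL-28 fell under the fold change threshold with library totals (log2 fold changes 0.57 and 0.58), and MCM5 also without etoposide replicate 1 (0.55).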

Enrichment of KEGG pathways was evaluated with 'clusterProfile' package.

# Supplementary material for: Multi-omics characterization of autophagy-related molecular features for therapeutic targeting of autophagy
**Source:** Nat Commun. 2022 Oct 26;13:6345. doi: 10.1038/s41467-022-33946-x
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw data of RNA-seq in this study were deposited in Sequence Read Archive (SRA, <https://www.ncbi.nlm.nih.gov/sra/>) under accession ID SRP341179 [<https://www.ncbi.nlm.nih.gov/sra/?term=SRP341179>]. The processed RNA-seq dataset were deposited in Gene Expression Omnibus (GEO, <https://www.ncbi.nlm.nih.gov/geo/>) under accession ID GSE185814 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185814>]. The public expression datasets were obtained from GEO, including GSE27784 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE27784>], GSE107600 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107600>], GSE117189 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE117189>], GSE129204 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129204>].

acc=GSE129204], GSE106175 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106175], GSE90444 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE90444], and GSE31397 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE31397]. The multi-omics datasets (mRNA expression, miRNA expression, protein expression, somatic mutations, and SCNA) and clinical data (age, gender, smoking, etc.) from 32 tumor types were downloaded from the TCGA data portal (https://portal.gdc.cancer.gov/). The tumor purity of TCGA samples was downloaded from Tumor Immune Estimation Resource (http://cistrome.org/TIMER/download.html) and https://doi.org/10.5281/zenodo.253193 and integrated. The drug repurposing information with drug-target was downloaded from The Drug Repurposing Hub (https://clue.io/repurposing-app). Uncropped scans of all blots underlying Figs. 7c, 7g, 8c, 8e, 8h and Supplementary Figs. 7b-7f are provided as a Supplementary Fig. 8. Intensity values estimated by Image J are provided in Source data. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size of cell biology experiments and number of animals were chosen based on our previous experiences of carrying out similar experiments and published work. In this study, we analyzed all tumors with multi-omics data and clinical data from TCGA data portal (https://tcgadata.ncbi.nlm.nih.gov/tcga/) (n = 9686). We included 24 cancer types with $\geq 30$ samples in both autophagy score-high and autophagy score-low groups for further analysis. Drug responses for 1,074 cancer cell lines were obtained from Drug Sensitivity in Cancer (GDSC, http://www.cancerrxgene.org/downloads). For drug response experiments, we used 3 biological replicates in vitro, and 7 biological replicates in vivo. RNA-seq with 3 biological replicates in case and control was performed, respectively. The relative mRNA expression was tested with 3 biological replicates for each group in vitro. |
| Data exclusions | We kept 24 cancer types with sample size $\geq 30$ in both autophagy score-high and autophagy score-low groups for further analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | All data analyses and experimental findings are reproducible. Experiments were performed in at least 3 biologically independent replicates.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | Samples were allocated to groups based on autophagy status. For the xenograft model, mice were randomly allocated into four groups receiving different treatment.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | Investigator was blinded to the group assignment at the time of quantification.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | REDD1 Specific Rabbit polyAb: 1:1000 for WB, Proteintech, Cat. 10638-1-AP, REDD1 specific fusion protein Ag0965, Lot. 00086142; anti-GAPDH: 1:50000 for WB, Proteintech, Cat. 60004-1-Ig, GAPDH fusion protein Ag0766 Lot. 10008047; Atg5 (D5F5U) Rabbit mAb: 1:1000 for WB, Cell Signaling Technology, Cat. 12994T, Lot. 5; LC3A/B (D3U4C) Rabbit mAb: 1:1000 for WB, Cell Signaling Technology, Cat. 12741S, Lot. 5; SQSTM1/p62 (D5E2) Rabbit mAb: 1:1000 for WB, Cell Signaling Technology, Cat. 8025S, Lot. 6; HRP Goat Anti-Mouse IgG (H+L): 1:5000 for WB, ABclonal, Cat. AS003, Lot. 9300003001; HRP Goat Anti-Rabbit IgG (H+L): 1:5000 for WB, ABclonal, Cat. AS014, Lot. 9300014001. |
| Validation      | REDD1 Specific Rabbit polyAb: IP, WB, ELISA. Species Specificity: human; Atg5 (D5F5U) Rabbit mAb: WB, IP. Species Specificity: human, mouse, rat; LC3A/B (D3U4C) Rabbit mAb: WB, IHC, IF, FCM. Species Specificity: human, mouse, rat; SQSTM1/p62 (D5E2) Rabbit mAb: WB, IP. Species Specificity: human, Monkey; anti-GAPDH: FC, IF, IP, WB, ELISA. Species Specificity: human, mouse, rat,                                                                                                                                                                                                                                                                                                   |

yeast, plant, zebrafish; HRP Goat Anti-Mouse IgG (H+L); WB, ELISA. WB: Mus musculus, Homo sapiens; HRP Goat Anti-Rabbit IgG (H+L); WB, ELISA. WB: Mus musculus, Homo sapiens.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                     |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | A375 , SK-MEL-28 and SK-MEL-5 cell lines were obtained from American Type Culture Collection (ATCC) |
| Authentication                                                       | The cell lines were directly obtained from ATCC and were not further authenticated.                 |
| Mycoplasma contamination                                             | We confirmed that cell lines tested negative for mycoplasma contamination.                          |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell line was used in this study.                                         |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | BALB/c nude mice, male, 4-week-old. Animals were housed under specific pathogen-free condition. The housing conditions were strictly following the ethical regulations (ambient temperature of 22-25 °C; relative humidity of 50-60%; 12 h/12h light/dark cycle; ad libitum access to food and water). The mice were randomly allocated into four groups (n = 7). |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                           |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | All animal experiments were approved by the Animal Care and Use Committee of Central South University (Changsha, Hunan, China).                                                                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                           |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | A375 , SK-MEL-28 and SK-MEL-5 cell lines were obtained from American Type Culture Collection (ATCC)                                       |
| Instrument                | FACS LSR II Fortessa (BD Biosciences)                                                                                                     |
| Software                  | FlowJo software (Tree Star)                                                                                                               |
| Cell population abundance | About 20, 000 single cells per sample were sorted and analyzed.                                                                           |
| Gating strategy           | FSC-A and SSC-A to exclude cellular debris. FSC-A and FSC-H to exclude doublets. Gating strategies are shown in Supplementary Figure S5C. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

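RNA from A375 and SK-MEL-28 melanoma cells treated with etoposide or etoposide + rapamycin was sequenced from polyA-enriched libraries, 3 per group. The authors aligned clean reads with HISAT2 2.2.0, converted the alignments with Samtools 1.3.1, and estimated expression with StringTie 2.1.4 and the annotation of Ensembl release 90. The authors deposited these as raw counts per gene and library, with 12 columns, no normalization and no pooling of replicates. How coverage was turned into counts is not stated in the methods. Rows that name no gene held 0.00099% to 0.0053% of a library's counts and stayed out of library sizes and tests, which left 58307 rows. Another 1892 rows share a gene name, with 0.243% of the counts, and were kept separate. Gene positions, lengths and GC content came from GENCODE release 44 (GRCh38): 28176 rows matched by identifier, 19590 by name and 741 by an older symbol, and 9800 did not match.

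Tests used edgeR 4.0.16 (filterByExpr with a minimum count of 10, TMM normalization, glmQLFit and glmQLFTest) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested. Each cell line was fitted alone, etoposide + rapamycin against etoposide, and a further fit of all 12 libraries tested whether the response differed between the cell lines, with calls at an adjusted p under 0.05 and no fold change threshold. A standard error is the size of the log2 fold change divided by the square root of the F statistic. Principal components were computed on log2 CPM with a prior count of 2. Depth was 28190672 to 32499659 counts per library. Since a count is not 1 clean read as listed, precision is given by the spread between replicates.

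Gene lists were tested with camera from limma 3.58.1 at a preset correlation between genes of 0.01, adjusted over the 10 lists, with fry and an estimated correlation as checks. The lists were the 37-gene autophagy signature of the paper, HIF1 target genes, cytosolic ribosomal protein genes, other 5-prime TOP genes, p53 target genes, sterol and fatty acid synthesis genes, ATF4 target genes, lysosome genes, DNA replication genes and mitosis genes. The autophagy score was a single-sample gene set enrichment score of the 37 genes (weight 0.25), compared with two-sided exact permutation tests. With 3 libraries against 3 the smallest p is 0.1, and with labels permuted within each cell line it is 0.005.

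The samples, main tests, alternatives and gene lists were chosen before the data were examined (some tests of explanations were chosen later and are named as such), as was the rule for the genes named: the 6 genes the paper names, the genes of Supplementary Data 7, MAP1LC3A, MAP1LC3B, SQSTM1, ATG5, TOP2A and TOP2B, the 5 genes in each direction with the largest smaller change among genes called in both cell lines with a mean over libraries of at least 100 counts in each line and no overlap between the groups, the 3 members of each list with the highest expression, and genes called in opposite directions. UCKL1-AS1 falls outside this rule and was chosen after its values were seen. The alternatives were DESeq2 1.42.0, its size factors within edgeR (RLE), library totals, filters of 1 count in any library and of 10 counts in every library, one fit of all libraries, the replicate number as a block, counts halved and rounded, rows of the same name summed, a test against the fold change, no fold change threshold, and each library left out in turn.

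Other groupings of the libraries were tested by refitting: all 10 splits of the 6 libraries of a cell line, the 100 combinations of these, and, for the difference between the cell lines, 100 splits drawn with a fixed seed. These last were first run with 60 draws and then with 100, the largest number set for such refits; the shares for the number of genes, and those for the lists in splits that keep most labels, fell on the same side of 0.05 with either number. On simulated counts with 200 changed genes, the edgeR test recovered 192 genes in A375 with 3 false calls and 185 in SK-MEL-28 with 2. DESeq2 recovered 190 and 185, and the test of the difference between cell lines recovered 178 with 8 false calls among 20317 genes. These numbers hold for the changes put into the simulation and are not the share of real changes found. In the real data far more genes, 5295 in A375 and 3582 in SK-MEL-28, had an adjusted p under 0.05. Recovery of smaller changes cannot be read from them. The RT-PCR, western blot, viability, xenograft and TCGA data were not analysed here. The values of 1 named gene are not reported here, and totals over the named genes include it.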

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

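The tests of the mitosis genes, of TOP2A, of the difference in HIF1 target genes, of the gene beside DDIT4, and those of splits that keep most treatment labels or neither cell line's groups, as well as the form of the scaling test of DDIT4, were chosen only after the result was seen.

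The response to rapamycin differed between the cell lines for 1130 genes in a test of the difference itself (534 with a larger and 596 with a smaller log2 fold change in SK-MEL-28, of 20101 tested). Of these, 680 had estimates of opposite sign in the cell lines. The signs were compared without a threshold, so either estimate may lie near 0, as for MDM2 (-0.42 in A375 and 0.07 in SK-MEL-28). No gene was called in both cell lines in opposite directions. In 100 drawn splits of the libraries within the cell lines, 2 gave as many genes, the real one and 1 that exchanged most treatment labels of one cell line, which turns a shared response into a difference. Of the 100 splits that keep most labels in both cell lines, 1 gave as many, the real one, and the next gave 289. Of the 82 that keep neither cell line's groups or are the real one, 1 gave as many, the real one, and the others at most 2 genes. These counts argue against a chance arrangement of libraries without a response. A regrouped cell line called at most 1 gene on its own, so splits that keep neither cell line's groups had few genes to find. Chance variation in the size of a shared response stays open. So does anything else that differed between the cultures of the cell lines, which was not tested. The number of genes was unstable (594 to 1315 with each library left out in turn, lowest without A375 etoposide + rapamycin replicate 3).

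DDIT4 fell further in SK-MEL-28 than in A375, with a log2 difference of -0.53. A scaling error would move all genes alike, so the distance of DDIT4 from the median of all genes hardly depends on the scaling chosen. With library totals that distance was -0.55, which a shift of all genes cannot give. With the trend in transcript length and GC content taken out, the difference of DDIT4 was -0.47. Counts under the name of the neighbouring antisense gene, DDIT4-AS1, summed to 0 over the 12 libraries. Whether the annotation used holds that name was not checked, so antisense reads stay open. No single library decided the call, although the largest adjusted p of the difference without each library in turn was 0.0474 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 0.000658 to 0.0282 over the other alternatives. Targets of HIF1, ATF4 and p53, regulators known to act on DDIT4 transcription, were compared. The median for p53 target genes was 0.11 (camera adjusted p = 0.0123, positive direction), negative for 11 of 31 genes. The adjusted p was 0.0619 with an estimated correlation and 0.00211 under fry. The median argues against a deeper fall of this class in SK-MEL-28, although its members went both ways. ATF4 target genes went both ways (median -0.0072, negative for 20 of 36 genes, camera adjusted p = 0.922), which leaves that class open. HIF1 target genes, a list without DDIT4, had a median difference of -0.26, so a deeper fall of this class in SK-MEL-28 may contribute. Whether HIF1 acts on DDIT4 in these cells was not tested.

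HIF1 target genes had a median log2 difference of -0.26 between the cell lines, negative for 36 of 42 genes (camera adjusted p = 6.57e-11). Of the 100 drawn splits 42, the real one included, gave a median as far from 0, and so did 10 of the 100 that keep most labels. These counts leave a chance arrangement undecided, because the list falls in both cell lines and a split that exchanges or regroups the libraries of one line turns the shared fall into a difference: 39 of the 42 exchanged the labels of one line, and the 9 others that keep most labels held the groups of SK-MEL-28 and not those of A375. Among the 82 splits that keep neither cell line's groups or are the real one, 1, the real one, gave a median as far from 0, and the next was 0.14 from 0. This argues against a chance arrangement of libraries without a response, while chance variation in the size of a shared response stays open. Transcript length and GC content (median -0.26 with the trend taken out) and single libraries (largest camera adjusted p of 4.14e-09 without each in turn) do not account for it. Nor does the mRNA of HIF1A, whose difference went the other way (0.44).

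Mitosis genes had a median log2 difference of -0.49, negative for 34 of 34 genes (camera adjusted p = 3.22e-16), and rose in A375 alone. Of the 100 drawn splits 3, the real one included, and 4 of the 100 that keep most labels, gave a median as far from 0. Of the 82 that keep neither cell line's groups or are the real one, 1 did, the real one, and the next was 0.27 from 0. Apart from the real one, the splits among the 3 and the 4 held the groups of A375 and not those of SK-MEL-28. Their medians lay 0.49 to 0.57 from 0. Such splits keep the rise in A375, so chance variation in the size of the response in SK-MEL-28 stays open. Relative to all genes the median was -0.51 with library totals, a distance that a shift of all genes from scaling cannot give. The tables argue against transcript length and GC content (median -0.57 with the trend taken out) and against a single library (largest camera adjusted p of 1.07e-13 without each in turn). A difference between the cell lines in how rapamycin changes the share of dividing cells may underlie this; it was not tested. DNA replication genes differed in the same direction (-0.22), although they rose in both cell lines.

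TOP2A, the target of etoposide, rose in A375 (0.49) and fell in SK-MEL-28 (-0.32), a log2 difference of -0.80 (adjusted p = 7.89e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 1.83e-21 to 0.000602 over the alternatives). The other gene name at its locus held at most 0.154% of its counts, and the largest adjusted p without each library in turn was 7.55e-05. The other mitosis genes had a median difference of -0.48, so the change of TOP2A may be part of a change of mitosis genes as a class.

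For other named genes the responses also differed between the cell lines. The log2 difference was negative for CA9 (-1.33), ALDOC (-0.78), ITGA11 (-0.70), CENPF (-0.65), BNIP3 (-0.45), ENO1 (-0.26), ALDOA (-0.26), LDHA (-0.25) and EEF2 (-0.19), and positive for NTM (1.17), SPP1 (0.63), MDM2 (0.51), HIF1A (0.44), SQSTM1 (0.42), MAP1LC3B (0.32) and PSAP (0.17). Of the 19 named genes with a difference, DDIT4 and TOP2A included, 12 stayed past the threshold in every alternative and without each library. Among the 7 that did not were ITGA11, EEF2, MAP1LC3B, CA9, LDHA and PSAP. The difference of PSAP was lost in 5 of 8 alternatives and in 11 of the 12 fits that each left out a library, and that of CA9 in 2 and 9. No explanation was tested for these genes one by one.

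Further lists differed between the cell lines by camera. The median log2 difference was 0.18 for lysosome genes, 0.11 for p53 target genes, 0.088 for cytosolic ribosomal protein genes and 0.074 for the 37-gene autophagy signature. For ribosomal protein genes the difference was not past the threshold under fry (adjusted p = 0.475) and was lost without each of 3 libraries (medians of 0.034 without A375 etoposide replicate 2, 0.033 without SK-MEL-28 etoposide + rapamycin replicate 2 and 0.054 without SK-MEL-28 etoposide replicate 1, for cytosolic ribosomal protein genes difference between the cell lines); for the autophagy signature it was lost in 2 of 7 alternatives and without each of 4 libraries (37-gene autophagy signature difference between the cell lines: 0.047 without A375 etoposide + rapamycin replicate 2, 0.072 without A375 etoposide replicate 1, 0.048 without SK-MEL-28 etoposide + rapamycin replicate 2 and 0.053 without SK-MEL-28 etoposide replicate 2). The p53 target genes difference between the cell lines was 0.069, still past the threshold, without SK-MEL-28 etoposide + rapamycin replicate 1. With an estimated correlation the differences of HIF1, lysosome and mitosis genes held.

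Beyond the pathways the paper discusses, gene lists shifted within the cell lines: 8 of 10 lists in A375 and 5 of 10 in SK-MEL-28 were past camera's threshold. As many lists were past it in 2 of the 10 splits of the 6 libraries of A375 and in 3 of the 10 of SK-MEL-28. The other splits had 2 to 8 lists past the threshold in A375 and 3 to 5 in SK-MEL-28. Camera at the preset correlation thus also passed lists in regrouped libraries, and passing it is not by itself evidence of a shift. The number of lists and chance cannot be told apart by this count. For single genes, 1 of the 10 splits in A375 and 1 of the 10 in SK-MEL-28 gave as many calls, the real one each time, and the other splits called at most 1 gene. The splits of one cell line alone cannot give a share under 0.1. For the genes called in both cell lines, the 332 shared calls, 0 of them in opposite directions, argue against a chance arrangement. With an estimated correlation 3 lists held in A375 (HIF1 target, DNA replication and mitosis genes) and 0 in SK-MEL-28, and fry called 10 and 6.

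In A375 the median log2 fold change was -0.31 for HIF1 target genes, 0.40 for cytosolic ribosomal protein genes, 0.35 for other 5-prime TOP genes, -0.068 for p53 target genes, -0.20 for sterol and fatty acid synthesis genes, -0.19 for lysosome genes, 0.55 for DNA replication genes and 0.47 for mitosis genes. With the trend in transcript length and GC content taken out, these medians were, in the same order, -0.28, 0.45, 0.39, -0.081, -0.15, -0.24, 0.54 and 0.53, past the threshold with every library included. Scaling moves all genes of a library alike, so a distance from the median of all genes hardly depends on the scaling chosen. It bears only on a shift of all genes. Relative to all genes and with library totals the medians were -0.31, 0.41, 0.35, -0.064, -0.19, -0.19, 0.55 and 0.47. Summing the counts of each ribosomal protein gene with those of its pseudogenes gave a median of 0.40. The shift of p53 target genes in A375 depended on single libraries: the median was -0.12 without A375 etoposide + rapamycin replicate 1, and the list was not past the threshold without A375 etoposide + rapamycin replicate 2 (-0.050, camera adjusted p = 0.0881) or A375 etoposide replicate 1 (-0.068, camera adjusted p = 0.0574).

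In SK-MEL-28 the median log2 fold change was -0.43 for HIF1 target genes, 0.50 for cytosolic ribosomal protein genes, 0.40 for other 5-prime TOP genes, -0.11 for sterol and fatty acid synthesis genes and 0.33 for DNA replication genes. With the trend taken out the medians were -0.44, 0.45, 0.38, -0.13 and 0.34, and relative to all genes with library totals -0.43, 0.49, 0.40, -0.11 and 0.32. Counts of ribosomal protein genes summed with their pseudogenes gave 0.50. These values argue against length, GC content and a scaling shift of all genes as the whole cause of the list shifts. For cytosolic ribosomal protein genes they also argue against pseudogene reads, which were not tested for the other lists. Without SK-MEL-28 etoposide replicate 1 the median of sterol and fatty acid synthesis genes in SK-MEL-28 was -0.20. An effect of mTOR inhibition on these genes may remain as a hypothesis, and no group had rapamycin alone.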

How the results depend on the processing

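For counts of genes, a result was taken as unchanged within 1.5 times its value. DESeq2, RLE size factors, library totals, both filters, one fit of all libraries, halved counts and summed names left the numbers of differentially expressed genes in A375, in SK-MEL-28 and in both within that range. Leaving out each library in turn gave 913 to 1202 differentially expressed genes in A375, 816 to 954 in SK-MEL-28 and 302 to 334 overlapping differentially expressed genes. DDIT4 was lower and called in both cell lines under all of these, with its log2 fold change between -0.73 and -0.68 in A375 and between -1.26 and -1.22 in SK-MEL-28 over 9 alternatives. Single genes, DDIT4 included, were not evaluated with the test against the fold change.

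The fold change threshold changed the counts by its construction. With a test against the fold change, there were 168 differentially expressed genes in A375, 166 differentially expressed genes in SK-MEL-28 and 50 overlapping differentially expressed genes. With no fold change threshold there were 5295, 3582 and 2043. With library totals, the differentially expressed genes in A375 were 468 higher and 659 lower. In place of TMM, library totals shifted the median log2 fold change of all genes by -0.045 in A375 and -0.034 in SK-MEL-28, which moves genes across the fixed threshold in one direction.

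The number of genes with a cell line difference in the response to rapamycin was 1699 with DESeq2 and 658 with a filter of 1 count in any library; the cause was not tested. Across the 12 fits that each left out a library it ranged from 594 to 1315. It fell to 594 without A375 etoposide + rapamycin replicate 3, 642 without A375 etoposide replicate 3, 616 without SK-MEL-28 etoposide replicate 2, 705 without SK-MEL-28 etoposide replicate 3 and 710 without SK-MEL-28 etoposide + rapamycin replicate 2.

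Replicates of different groups share only a number. The deviations of same-numbered libraries from their group means had correlations of -0.065 to 0.0003, so they are not pairs. With the replicate number as a block there were 1034 differentially expressed genes in A375, 897 in SK-MEL-28 and 315 in both, and the cell line difference in the response to rapamycin covered 620 genes.

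The number of gene lists in A375 past the threshold was 3 with an estimated correlation, and that of gene lists in SK-MEL-28 was 0; fry called 10 and 6. With each library left out the numbers stayed at 7 to 8 and at 5. The share of variance on the first component, for principal components in A375 and principal components in SK-MEL-28, was 94.9% and 92.2% on normalized counts without log, 29.3% and 34.0% on the most variable genes, and 37.6% and 37.6% with library totals. The groups separated on it in each case.

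The autophagy score over both cell lines was lower with rapamycin and past the threshold with the full lists of HADB (-0.00244, exact permutation p = 0.01), HAMDB (-0.00319, p = 0.005) and MSigDB (-0.00457, p = 0.005, the smallest permutations can give), and higher with that of ncDeathDB (0.00200, p = 0.17). The autophagy score in SK-MEL-28 changed sign with HADB (-0.00104), HAMDB (-0.00342) and MSigDB (-0.00264). These scores are computed from mRNA. The paper judged autophagy by western blots of LC3A/B and p62 in both lines, and reports that rapamycin activated it. For the changes of the scores with the list used, an explanation is missing. The cause was not tested.

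Some values near 0 changed sign. With library totals, the log2 fold changes in SK-MEL-28 of TNFRSF10B in SK-MEL-28 (-0.022), SLC7A5 in SK-MEL-28 (-0.014), SLC3A2 in SK-MEL-28 (-0.010) and PSAP in SK-MEL-28 (-0.020) became negative, by about the shift of all genes. With each library left out in turn, the ranges were -0.014 to 0.19 for ATG5, -0.0055 to 0.028 for TNFRSF10B, -0.090 to 6.3e-05 for FASN, -0.00031 to 0.041 for SLC7A5, -0.0051 to 0.063 for SLC3A2, -0.0028 to 0.031 for PSAP and -0.11 to 0.11 for CTSD, all in SK-MEL-28. For p53 target genes in SK-MEL-28 camera's direction changed without SK-MEL-28 etoposide + rapamycin replicate 2 (median -0.021), and the medians ranged from -0.026 to 0.0053. For ATF4 target genes, the difference between the cell lines ranged from -0.036 to 0.028. The cause was not tested for the values that changed with a library left out.

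Among 1133 values of named genes under the alternatives, 6 were weaker, 1 stronger and 4 changed sign, and with each library left out 13 of 756 were weaker, 4 stronger and 7 changed sign. For gene lists, 10 of 140 were weaker and 3 stronger, and 2 of 120 were weaker and 1 changed direction with a library left out. Cell line differences of 17 named genes (DDIT4 and TOP2A, never lost, are not among them) were weaker in 14 of 136 values under the alternatives and in 49 of 204 with a library left out; those of gene lists in 2 of 56 and in 7 of 96, with 3 changes of sign.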

Differences from the paper's values

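The adjusted p of DDIT4 was 2.60e-05 in A375 and 7.75e-07 in SK-MEL-28 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against the paper's 1.32e-13 and 2.60e-39. Among the alternatives set before the data were examined, DESeq2 gave 1.32e-13 for DDIT4 in A375 and 2.51e-39 for DDIT4 in SK-MEL-28, which the paper's methods name as its test. The other 8 alternatives gave 7.70e-06 to 0.000484 in A375 and 2.95e-08 to 1.80e-05 in SK-MEL-28 and did not close the gap.

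The paper reports 946 and 782 differentially expressed genes and 290 overlapping ones, where edgeR gave 1109, 943 and 332, within 1.5 times. DESeq2 gave 946, 782 and 290. UCKL1-AS1, among the paper's overlapping genes, was not called in A375 by edgeR and was called by DESeq2 (log2 fold change 0.59, adjusted p = 0.0317), and also without each of 4 single libraries.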

Other observations

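The test of the library totals was chosen only after the result was seen.

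The autophagy score of the 37 genes, which the paper does not report for these libraries, was 0.259 ± 0.0020 (SD, n = 3) with etoposide and 0.254 ± 0.0003 (SD, n = 3) with etoposide + rapamycin in A375, a difference of -0.0053 (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). In SK-MEL-28 the difference was 0.0024 (p = 0.3, same exact test). Over both cell lines it was -0.0015 (exact permutation, p = 0.39). A score computed from mRNA ranks is not moved by scaling a library, and it bears on transcripts alone.

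The 37-gene autophagy signature as a list was not past camera's threshold in either cell line. Under fry it was past the threshold in A375 (adjusted p = 0.00114) and not in SK-MEL-28 (adjusted p = 0.540). Its median log2 fold change was -0.084 in A375 and 0.012 in SK-MEL-28. In A375, 6 of its genes were higher and 12 lower at an adjusted p under 0.05 over all genes, and 6 and 16 when adjusted over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In SK-MEL-28 these counts were 7 and 3, and 7 and 5 adjusted over the list alone. ATF4 target genes had medians of 0.030 in A375 and -0.0091 in SK-MEL-28, with 5 higher and 11 lower in A375 (5 and 12 adjusted over the list alone) and 3 and 8 in SK-MEL-28 (4 and 10). The fry adjusted p of ATF4 target genes was 5.29e-05 in A375 and 0.155 in SK-MEL-28. Lists that were past camera's threshold in A375 and not in SK-MEL-28 had medians in SK-MEL-28 of 6.4e-05 for p53 target genes, -0.063 for lysosome genes and -0.068 for mitosis genes.

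Adjusted over the list alone, 30 of 42 HIF1 target genes were lower in A375 and 37 in SK-MEL-28, against 28 and 34 over all genes. For cytosolic ribosomal protein genes 76 of 79 were higher in A375 and 78 in SK-MEL-28 (76 and 76 over all genes), for other 5-prime TOP genes 30 and 28 of 35 (29 and 28), for DNA replication genes 31 and 20 of 34 (29 and 17), and for mitosis genes 24 and 1 of 34 (22 and 1), with 0 and 5 mitosis genes lower (0 and 5). Lower genes numbered 19 and 16 of 33 for sterol and fatty acid synthesis genes (15 and 14), 21 and 10 of 34 for lysosome genes (20 and 8), and 11 and 6 of 31 for p53 target genes (10 and 6). In the same lists, higher genes numbered 5 and 3 for sterol and fatty acid synthesis genes (3 and 2), 4 and 6 for lysosome genes (4 and 5), and 5 and 8 for p53 target genes (5 and 5). Genes against the direction of their list were 2 and 1 HIF1 target genes (2 and 1) and 1 and 0 cytosolic ribosomal protein genes (1 and 0). Of the lists, 9 HIF1 target genes, 6 DNA replication genes, 5 cytosolic ribosomal protein genes, 5 other 5-prime TOP genes, 3 sterol and fatty acid synthesis genes, 1 p53 target gene and 1 lysosome gene were among the paper's 290, and 0 of the mitosis genes, the ATF4 target genes and the autophagy signature.

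Ranked were genes called in both cell lines with at least 100 mean counts in each and no overlap between the groups. Among these, apart from the paper's genes, the largest shared changes were higher SERPINB2, COL22A1, ESM1, EGR2 and NTM. The lower ones were CA9, IGFL2-AS1, LAPTM5, ALDOC and ALPK2. CA9 had log2 fold changes of -3.42 in A375 and -4.76 in SK-MEL-28. TOP2B did not change detectably (-0.093 in A375 and -0.11 in SK-MEL-28).

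The overlap of calls was tested against other groupings: of the 100 combinations of splits of the cell lines, 1, the real one, gave as large an overlap. The others gave 0 genes, which follows from their calling at most 1 gene in a regrouped cell line and says nothing further about the overlap. The correlation of log2 fold changes between the cell lines was the largest in 1 of the 100 combinations, the real one, and 0.285 in the next, in line with a response of the same genes in both cell lines. If a bias of length or GC content shared by the cell lines gave the common direction, taking out the trend would remove it. Of the genes called in both, 100% of the 311 with a known length and GC content kept the common direction. These genes had passed a 1.5-fold change in each line, so only a large trend could have turned a direction. A smaller contribution of length or GC content stays open. The other genes called in both were not tested.

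The totals above the clean reads may come from more than 1 count per read or read pair, since in 12 libraries more rows held a count of 2 than of 1. Counting the mates of a pair separately and a read length set too short in the counting step were not told apart.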
